# Regional genome transcriptional response of adult mouse brain to hypoxia

**DOI:** 10.1186/1471-2164-12-499

**Published:** 2011-10-11

**Authors:** Huichun Xu, Aigang Lu, Frank R Sharp

## Abstract

**Background:**

Since normal brain function depends upon continuous oxygen delivery and short periods of hypoxia can precondition the brain against subsequent ischemia, this study examined the effects of brief hypoxia on the whole genome transcriptional response in adult mouse brain.

**Result:**

Pronounced changes of gene expression occurred after 3 hours of hypoxia (8% O_2_) and after 1 hour of re-oxygenation in all brain regions. The hypoxia-responsive genes were predominantly up-regulated in hindbrain and predominantly down-regulated in forebrain - possibly to support hindbrain survival functions at the expense of forebrain cognitive functions. The up-regulated genes had a significant role in cell survival and involved both shared and unshared signaling pathways among different brain regions. Up-regulation of transcriptional signaling including hypoxia inducible factor, insulin growth factor (IGF), the vitamin D3 receptor/retinoid X nuclear receptor, and glucocorticoid signaling was common to many brain regions. However, many of the hypoxia-regulated target genes were specific for one or a few brain regions. Cerebellum, for example, had 1241 transcripts regulated by hypoxia only in cerebellum but not in hippocampus; and, 642 (54%) had at least one hepatic nuclear receptor 4A (HNF4A) binding site and 381 had at least two HNF4A binding sites in their promoters. The data point to HNF4A as a major hypoxia-responsive transcription factor in cerebellum in addition to its known role in regulating erythropoietin transcription. The genes unique to hindbrain may play critical roles in survival during hypoxia.

**Conclusion:**

Differences of forebrain and hindbrain hypoxia-responsive genes may relate to suppression of forebrain cognitive functions and activation of hindbrain survival functions, which may coordinately mediate the neuroprotection afforded by hypoxia preconditioning.

## Background

Given that brain depends upon rapid and continuous delivery of oxygen to maintain normal function and survival, it may have developed unique molecular responses to hypoxia as compared to other organs and organisms. In spite of the crucial role of oxygen in normal brain function, there have been relatively few studies of brain hypoxia at the whole genome level. Previous studies using early-generation microarrays found changes of expression in whole brain of neonatal rat (34 genes up-regulated, 42 genes down regulated) and in cerebral cortex of adult mice (29 genes up regulated) [1,2]. Thus, this study was undertaken in part to examine the brain hypoxia response at the whole genome level *in vivo*.

One of the major goals of this study, however, was to define the regional, whole genome changes of gene expression that could account for the phenomenon of "hypoxia preconditioning" (HP)[3-7]. In the first described brain HP model, exposure of neonatal rats to 3 hours of 8% oxygen almost completely protected against hypoxia-ischemia induced infarction [3]. In adult mouse brain, hypoxia preconditioning 24 to 48 hours in advance can reduce infarct volume up to 64% [6,8]. Moreover, the protection provided by HP can last 5-8 weeks [9,10]. Thus, HP may offer an important platform for the discovery of neuroprotective targets. Though extensively studied, the precise mechanisms accounting for HP remain unknown. Since HP requires new RNA and protein synthesis, we set out to study the whole genome transcriptional response to HP in the adult C57BL/6 mouse brain using Affymetrix Expression Arrays (> 39,000 transcripts) [7,11,12]. The dynamic gene expression changes were assessed over the following 24 hours after HP- a time by which the brain would be protected against focal ischemia [7]. Moreover, the expression changes were assessed on a region by region basis: the regional differences of the brain regarding its expression response to hypoxia/HP have not been studied systemically. It is known that certain brain regions and cells, such as hippocampal pyramidal neurons, striatal medium spiny neurons and cerebellar Purkinje neurons, are quite vulnerable to hypoxia/ischemia whereas others can be relatively resistant[13,14]. It is still not clear whether hypoxia/HP responses could have predominantly engaged common or different mechanisms in different regions. One previous study, using a neonatal rat hypoxia-preconditioning model, showed differential molecular responses in neocortex, hippocampus, striatum and thalamus, even though HP produced similar protection in these regions [15]. Thus, our current study further examined the regional response to HP systemically at the genomic level to determine whether there were common as well as region-specific responses to hypoxia (8% O_2_) in the brain.

Our study examined both time- and region-dependent transcriptional responses induced by HP in the adult mouse brain. Besides hypoxia inducible factor (HIF), various nuclear receptor transcription factors have been found to play important roles in regulating both the region-independent and region-specific gene expression responses to HP. Different brain region exhibited differential but coordinated responses: in the forebrain, down regulation of gene expression was predominant during peak response period while the hindbrain, especially the cerebellum, demonstrated predominant up-regulation responses to HP. Surprisingly, the cerebellum demonstrated the most profound gene expression response among all regions and may play a pivotal role in the protective effect of HP *in vivo*.

## Results

### Many hypoxia regulated gene products are in the nucleus

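Adult C57BL/6 mice of 8 to 9 weeks breathed 8% oxygen for 1 or 3 hours (H1 and H3), or for 3 hours followed by 1, 3, 6, 12 or 24 hours in room air (R1, R3, R6, R12 and R24), and sham-treated mice served as controls. Each of these 8 groups held 3 mice, and the cerebral cortex, hippocampus, striatum, thalamus, midbrain, pons and medulla, and cerebellum of the 24 mice gave 168 RNA samples, each measured on 1 array with 45101 probe sets. By the paper's methods the sham mice spent 3 hours in the same chambers with room air and then 24 hours in their home cages. The H1, H3 and R1 mice were killed at most 1 hour after hypoxia ended. Changes at these times can thus include effects of recent handling, the chamber or the hour of day, not separated here from hypoxia. The authors deposited linear signal intensities scaled to the same trimmed mean on every array, and these were analysed as log2(intensity + 16), since 23.3 to 30.2% of the values of an array lie below 16. Each of the 45037 probe sets that are not array controls is called a transcript, and each region was fitted alone with limma. A transcript was called regulated when limma's moderated F-test over the 7 time points gave a Benjamini-Hochberg adjusted p under 0.05 and its level lay at least 1.5-fold from the controls at 1 or more time points with an unadjusted p under 0.05, which also set the time points at which it was counted as higher or lower. For single genes the text gives the log2 change from the 3 control arrays of the region with its standard error (SE) and limma's p at that time point, adjusted over all transcripts, with n = 3 mice in each group. A gene is said to have risen or fallen only where this adjusted p lies under 0.05, and in each such case all 3 arrays lay on the same side of all 3 controls, an order that chance gives in 10% of comparisons of 3 arrays with 3. A rise or fall holds throughout when it passes with each control, H3 and R1 array of its region left out in turn; H1 arrays were not left out, so at H1 this tests mainly the control arrays. The methods' t-test, which lacks limma's shared estimate of the spread, lost 472 of the 473 rises and falls of single genes that were examined when adjusted in the same way.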

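Depp1, a gene known to be induced by FOXO transcription factors, stood 194 to 316 in intensity on the 21 H3 arrays and 11 to 56.4 on the 21 control arrays, and rose at H3 in all 7 regions, throughout in each, with log2 changes from 2.64 in striatum to 3.12 in cerebellum. In cerebellum its mean rose from 13.9 (SD 4.37, n = 3) to 243 (SD 31.9, n = 3), and by R1 its log2 change lay between 0.30 and 0.79 with no region passing. H3f3b, which encodes the replacement histone H3.3, rose at H3 in all 7 regions, throughout in each, by 1.72 (SE 0.14, adjusted p = 5.0e-06) in striatum. Among the falls, Mir124a-1hg, the host transcript of a neuronal microRNA, fell at H3 in cerebellum by 1.25 (SE 0.12, adjusted p = 2.2e-05), and Zmym1, a zinc-finger gene, fell at R1 in 6 of 7 regions, throughout in 2, by 1.33 (SE 0.20, adjusted p = 0.00498) in striatum. In all, 855 transcripts were regulated in at least 1 region, and they name 561 genes.

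**Figure D1:**
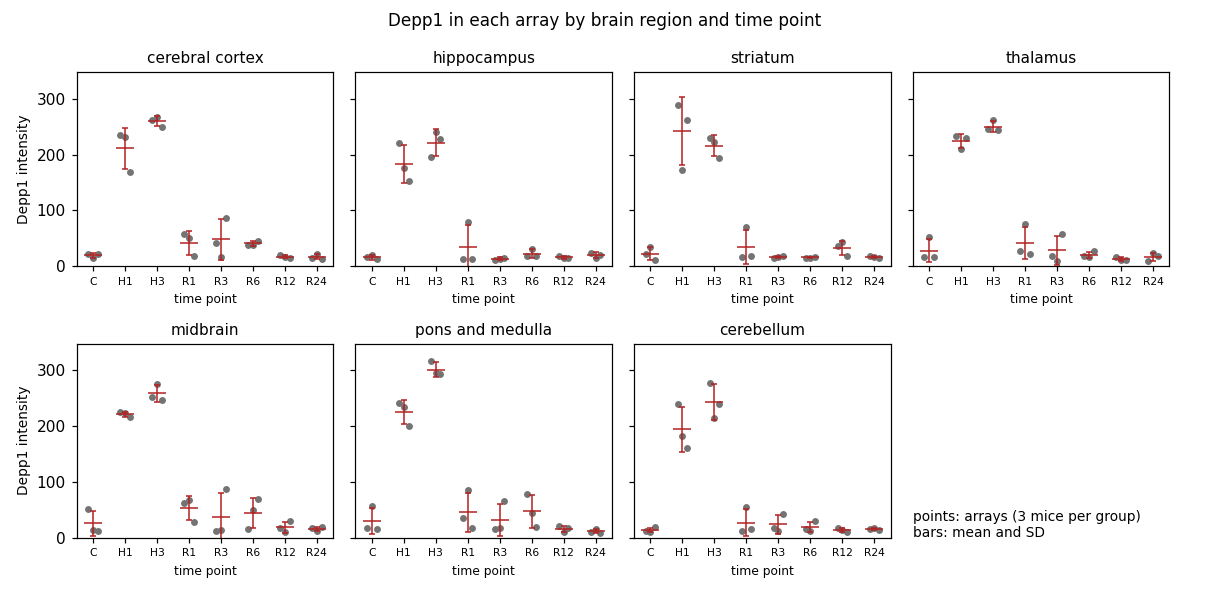
Intensity of Depp1 in the control, H1, H3 and later groups of each of the 7 regions, with each array as a point and the group mean and SD as bars. The H3 arrays lie between 194 and 316, all above the control arrays, of which the highest is 56.4.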

A one-way ANOVA, corrected for multiple comparisons using a False Discovery Rate of 5%, yielded 2,324 transcripts that changed 1.5 fold or more in at least one brain region after HP treatment in adult C57BL/6 mice. Many (~40%) of these 8% O_2 _hypoxia-regulated genes have unknown functions. 

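Of the 855 regulated transcripts, 200 (23.4%) have no gene symbol in the platform annotation. A single transcript without a symbol is among the 25 regulated in all 7 regions, and it was chosen after its values were seen. It was higher at H3 by 1.49 to 1.77 on the log2 scale, with a median over the regions of 1.37 at R1, and its mean intensity over all arrays was 15.9, close to the constant added before the logarithm. Zc3h6, a zinc-finger gene with little described function, fell at R1 in hippocampus by 0.95 (SE 0.14, adjusted p = 0.00506), and Gm34996, a predicted gene, rose at R1 in striatum by 1.34 (SE 0.20, adjusted p = 0.00426). Whether a symbol stands for a gene of known function was not analysed here.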

For the well annotated hypoxia-regulated transcripts, almost half of the gene products are located in the nucleus (48.2%) (Additional file 1 figure S1A). Of these, many were transcriptional regulators (34%) (Additional file 1 figure S1B).

### Hypoxia-inducible transcription factor (HIF)

Of the 70 verified HIF-1α target genes [16], 17 changed expression in brain following hypoxia (Additional file 2 table S1). Five of these genes--*Adm, Cdkn1a, Ddit4, Ets1, and Vegfa*--had a similar time course of expression changes in all brain regions, although the magnitudes of their expression were not the same across different regions (Figure 1A, Additional file 1 figure S2). 

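Ddit4, an inhibitor of mTOR signaling, and Vegfa, the growth factor that drives blood vessel formation, were regulated in 7 regions, and Adm, which encodes the vasodilator adrenomedullin, in 6. At the probe sets that Table S1 names, Ets1, Edn1 and Mt1 were regulated in 4 regions each, Cdkn1a and Bhlhe40 in 3, Ccn2 and Id2 in 2, and Cited2 and Nr4a1 in 1, so that 12 of the 17 genes listed in Table S1 passed in at least 1 region. At another probe set Cdkn1a was regulated in 7 regions and Vegfa in 6, but Adm, Ets1, Mt1, Id2 and Cited2 in 0. The second Adm probe set still stood 1.14 above the controls at H3, averaged over cortex, hippocampus and striatum, against 1.17 at the first. Cxcl12, Igfbp1, Nt5e, Pfkfb3 and Pmaip1 passed in no region, and the log2 change of Pfkfb3, a glycolytic regulator, lay from -0.01 in cerebral cortex to 0.52 in thalamus at H3 and between 0.24 and 0.73 at R1, and that of Pmaip1 between 0.13 and 0.79 at H3 and 0.41 and 1.00 at R1. At H3 between 2 (striatum) and 7 (midbrain) of the 17 genes rose and at most 1 fell, and adjusted over the list alone 5 to 11 rose. The list stood above the other genes at H3 in 7 of 7 regions by limma's camera, the weakest in striatum (adjusted p = 1.9e-05, or adjusted p = 0.0134 with an estimated correlation). At R1 it did so in 7 regions with the preset correlation, but cortex (adjusted p = 0.107 with an estimated correlation) and striatum (adjusted p = 0.152 with an estimated correlation) were lost. The study chose these genes on the same samples, so their direction is not independent evidence.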

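Ddit4 rose at H3 in all 7 regions, throughout in each, with log2 changes from 1.25 in hippocampus to 1.69 in cerebral cortex, and was still higher at R1 in cortex by 1.18 (SE 0.16, adjusted p = 0.00402). Adm rose at H3 in 6 of 7 regions, throughout in 5, by 1.87 (SE 0.22, adjusted p = 0.000525) in pons and medulla and in cortex by 1.03 (SE 0.19, adjusted p = 0.028), a call lost without any 1 of 5 single arrays (highest adjusted p = 0.141, without H3 array 2); in striatum it stood at 1.19 (SE 0.26, adjusted p = 0.0658), and at R1 its change lay from -0.02 in cerebral cortex to 0.57 in hippocampus with no region passing. Vegfa rose at R1 in 5 of 7 regions, throughout in 2, by 0.84 (SE 0.12, adjusted p = 0.00311) in striatum. Cdkn1a, the cell cycle inhibitor p21, rose at R1 by 2.13 (SE 0.31, adjusted p = 0.00449) in thalamus and by 2.06 (SE 0.33, adjusted p = 0.00356) in cerebellum and stood at 1.12 (SE 0.35, adjusted p = 0.21) in striatum. Ets1, a transcription factor of endothelial cells, fell at R1 in 3 of 7 regions, throughout in 1, by 0.98 (SE 0.15, adjusted p = 0.00604) in striatum, and stood at -0.44 (SE 0.17, adjusted p = 0.444) in midbrain. When the changes in the 7 regions were tested against each other in limma with the mouse as a random block, none of the 5 genes differed at H3 or R1. The smallest adjusted p was 0.724, for Ddit4 at R1 (unadjusted p = 0.0416), and Adm had an unadjusted p = 0.0332 at H3.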

The other 12 HIF-1α target genes were differentially regulated in different brain regions (Additional file 2 table S1). 

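Edn1, which encodes the vasoconstrictor endothelin-1, rose at H3 by 1.97 (SE 0.27, adjusted p = 0.00169) in cortex and by 1.20 (SE 0.17, adjusted p = 0.00248) in hippocampus. Mt1, the metal-binding protein metallothionein 1, rose at H3 in midbrain by 1.07 (SE 0.13, adjusted p = 0.000251), at a probe set of mean intensity 30.9; the other Mt1 probe set, of mean intensity 2613, gave 0.15 there (adjusted p = 0.586). Id2, an inhibitor of helix-loop-helix transcription factors, stood between -0.04 in cerebellum and 0.76 in thalamus at R1, and Ccn2, a matrix protein, between 0.08 in striatum and 0.95 in cerebellum. Cited2, which competes with HIF-1 for its coactivators, fell in striatum at R1 by 0.70 (SE 0.12, adjusted p = 0.00787), a call lost without any 1 of 2 single arrays (highest adjusted p = 0.0669, without R1 array 2), while its change in cerebellum was 0.02. Cited2 at R1 was the single case among the 17 genes of Table S1 where the change differed between the 7 regions (limma, adjusted p = 0.0217 over all transcripts); at R1 6 of them had an unadjusted p under 0.05, and at H3 0 passed and 5 had an unadjusted p under 0.05. The differences for Edn1 (adjusted p = 0.232) and Id2 (adjusted p = 0.0944) at R1 did not pass.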

Though there were more than 2,000 genes regulated following hypoxia, only 92 changed expression in all of the brain regions. 

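At 1 of its probe sets Txnip, which binds thioredoxin and limits glucose uptake, rose at H3 in all 7 regions, throughout in each, with log2 changes from 1.09 in pons and medulla to 1.52 in hippocampus, and at R1 in all 7 regions, throughout in 5. At the other it rose at H3 in all 7 regions, throughout in 6, and at R1 in 5 of 7 regions, throughout in none. Arrdc3, a related alpha-arrestin gene, rose at H3 in all 7 regions, throughout in 5, and Ier3, an early response gene linked to cell survival, rose at H3 in all 7 regions, throughout in 6. Klf2, a transcription factor of endothelial cells, had its rise at H1, where it stood from 0.93 in striatum to 1.08 in midbrain, against 0.01 to 0.29 at H3. Clk1, a kinase of splicing factors, fell at H3 in all 7 regions, throughout in 6, with log2 changes from -1.23 in striatum to -0.81 in cerebellum, and Rbm5, an RNA-binding splicing regulator, fell at R1 in all 7 regions, throughout in 5, by 0.81 (SE 0.11, adjusted p = 0.00345) in pons and medulla. Of the 25 transcripts regulated in all 7 regions, 15 were only higher and 4 only lower in each region, the latter being Clk1, Rbm5, Rtn4 and Polb, of which Rtn4 and Polb were chosen after their values were seen.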

Notably, 48% of these 92 genes (38 genes) were identified as potential HIF target genes by promoter analysis using the Genomatix Gene2promoter analysis tool (Additional file 2 table S2).

**Figure 1:**
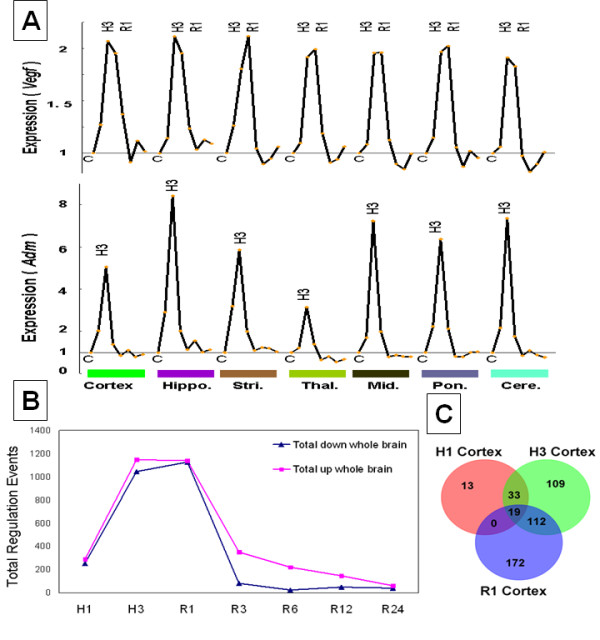
**Time dependent gene expression changes induced by hypoxia**. **(A) **Time course of expression of selected HIF-1 alpha target genes in all brain regions studied derived from the microarray experiments. ***Adm*: **Adrenomedullin. ***Vegfa*: **Vascular endothelial growth factor A. The y-axis is the expression value (normalized to the sham controls and log-transformed). The x-axis shows the time course of gene expression in the following order: C, control; H1, 1 hour of hypoxia; H3, 3 hours of hypoxia; R1, 1 hour after reoxygenation; R3, 3 hours after reoxygenation; R6, 6 hours after reoxygenation; R12, 12 hours after reoxygenation; R24, 24 hours after reoxygenation. Regions: cerebral cortex (Cortex), hippocampus (Hippo.), striatum (Stri.), thalamus (Thal.), midbrain (Mid.), pons and medulla (Pon.), cerebellum (Cere.). **(B)**. Total number of up-regulated transcripts and total number of down-regulated transcripts in the entire brain. The y-axis is the number of up-regulated transcripts (red line) or down-regulated transcripts (blue line) summed across all brain regions at each time point. The x-axis shows the time courses following hypoxia. **(C)**. Venn diagram of time-dependent gene expression changes in cerebral cortex from H1 through R1. These genes were derived by performing a one-way ANOVA with a False Discovery Rate of 5% and with a fold change of ≥ 1.5 or greater.

### Time course of gene expression regulation

The total numbers of genes that had increased or decreased expression at each time point were summed for the entire brain (Figure 1B). 

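Ccn1, a matrix-associated early response gene, rose at H1 in all 7 regions, throughout in 5, at 1 of its probe sets, with log2 changes from 1.45 in cerebellum to 1.95 in hippocampus, and in 6 of 7 regions, throughout in 3, at the other; at H3 these numbers were 5 (throughout in 1) and 1 (throughout in none). Egr1, a transcription factor of the early response, rose at H3 in 5 of 7 regions, throughout in each, by 1.44 (SE 0.17, adjusted p = 0.000251) in midbrain, while in cortex it stood at 0.11 (SE 0.21, adjusted p = 0.982) and in striatum at 0.04 (SE 0.17, adjusted p = 0.995). Hmgb2, a chromatin protein, rose at R1 in all 7 regions, throughout in 5, at 1 of its probe sets, with log2 changes from 1.08 in striatum to 1.59 in cerebellum, and in 1 of 7 regions at the other. Of 30 immediate early genes, 1 (cortex and striatum) to 7 (midbrain) rose at H3, or 4 to 14 adjusted over the list alone; the only fall was that of Klf6, in cortex and thalamus. The list stood above the other genes by camera in all 7 regions, and in thalamus, midbrain, and pons and medulla also with an estimated correlation, with a highest adjusted p = 0.502 with an estimated correlation in cortex. Summed over the 7 regions, 311 changes (184 higher, 127 lower) were counted at H1, 913 (495 higher, 418 lower) at H3 and 777 (383 higher, 394 lower) at R1.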

The greatest numbers of regulated genes occurred immediately after the 3 hours of hypoxia and at one hour after re-oxygenation. Thereafter, the number of regulated genes decreased over time, with only a few regulated at 24 hours after the hypoxia exposure (Figure 1B). This evolving pattern of gene expression regulation over time also held true for each individual brain region (Figure 2). 

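Plin4, a lipid droplet protein, stood above the controls at R6, from 0.61 in cerebellum to 1.06 in thalamus, and below them at R24, from -0.97 in thalamus to -0.40 in cerebral cortex, but passed at neither time in any region once adjusted. Fkbp5, which binds the glucocorticoid receptor, stood from 0.28 in hippocampus to 0.70 in cerebellum at R3 after -0.16 to 0.06 at H3, with no region passing at either time. Mt2, a metallothionein, rose at R3 in cortex by 0.70 (SE 0.11, adjusted p = 0.0403), a call lost without any 1 of 6 single arrays (highest adjusted p = 0.229, without control array 2). Over the 7 regions 175 changes were counted at R3 (141 higher), 120 at R6 (101 higher), 82 at R12 (49 higher) and 85 at R24 (40 higher). At R24 a region held 6 (cortex) to 16 (thalamus and cerebellum) such changes by the F-test rule, but 0 transcripts passed limma's test at R24 alone after adjustment in any region, against 1890 (cortex) to 2715 (hippocampus) at an unadjusted p under 0.05.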

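Trib1, a pseudokinase that controls protein degradation, rose at H3 in thalamus by 1.55 (SE 0.22, adjusted p = 0.00282), and Maff, a basic leucine zipper factor, rose there at R1 by 1.53 (SE 0.20, adjusted p = 0.00302). In cortex the myelin gene Opalin rose at H3 by 0.67 (SE 0.12, adjusted p = 0.0176), a call lost without any 1 of 4 single arrays (highest adjusted p = 0.107, without control array 2). The counts at H1, H3 and R1 were 28, 101 and 122 in cortex, 37, 114 and 88 in hippocampus, 38, 109 and 118 in striatum, 50, 68 higher with 57 lower, and 114 in thalamus, 46, 121 and 89 in midbrain, 28, 68 and 56 in pons and medulla, and 84, 275 and 190 in cerebellum. Markers of other cell types moved with some of these groups. Oligodendrocyte markers stood higher in cortex at H3 (camera, adjusted p = 5.5e-05; adjusted p = 0.086 with an estimated correlation) and at R1 (adjusted p = 0.0272; adjusted p = 0.386 with an estimated correlation). Choroid plexus markers stood lower in cortex at H3 (adjusted p = 0.0313; adjusted p = 0.355 with an estimated correlation), higher in cerebellum at H3 (adjusted p = 0.0197; adjusted p = 0.495 with an estimated correlation) and higher in thalamus at R1 (adjusted p = 0.0145; adjusted p = 0.551 with an estimated correlation). Meninges and fibroblast markers stood higher at H3 in thalamus (adjusted p = 0.0147; adjusted p = 0.589 with an estimated correlation) and in pons and medulla (adjusted p = 0.00143; adjusted p = 0.118 with an estimated correlation). At H3, markers of thalamus stood higher in pons and medulla (adjusted p = 0.000705; adjusted p = 0.0679 with an estimated correlation) and markers of cortex in cerebellum (adjusted p = 0.0167; adjusted p = 0.0508 with an estimated correlation).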

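In cerebellum, H3f3b stood 1.77 above the controls at H3 and 0.09 at R1, while Prr15, a proline-rich protein gene, stood 0.98 at H3 and rose by 1.40 (SE 0.22, adjusted p = 0.00293) at R1. Levels at R1 were tested directly against those at H3 with limma in each region: 233 transcripts differed in cerebellum (152 of them higher at R1), 59 in striatum (24), 33 in hippocampus (11), 19 in thalamus (7), 18 in midbrain (5), and 9 each in cortex and in pons and medulla (3 each). Between H3 and H1, 50 differed in cerebellum (25 higher at H3), 9 in striatum, 8 in midbrain, 6 in thalamus, 5 in hippocampus and 2 in cortex. In pons and medulla 0 differed between H3 and H1, against 2042 at an unadjusted p under 0.05.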

For a given brain region there were many more genes regulated at 3 hours of hypoxia compared to 1 hour of hypoxia, and many different genes regulated at 1 hour of re-oxygenation compared to 3 hours of hypoxia (Figure 1C). Thus, there were relatively few genes that were commonly regulated at two or more time points in a given brain region (Figure 1C).

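Ddit4 is 1 of the 43 cortical transcripts counted at both H3 and R1, of which 43 moved the same way at both; independent lists of these sizes would share 0.14. Taking H1, H3 and R1 in cortex, 5 transcripts were counted at H1 alone, 45 at H3 alone and 77 at R1 alone, 13 at H1 and H3, 2 at H1 and R1, 35 at H3 and R1, and 8 at all of them. In cerebellum 93 were shared (92 the same way; 0.583 for independent lists). Over all 7 time points, 32.8% of the regulated transcripts of cortex and 34.8% of those of cerebellum were counted at 2 or more times, against 40.8 to 48.6% in the other regions. Every time point of a region is compared with the same 3 control arrays, so part of the overlap may come from these. Across all transcripts, which are not independent replicates, the covariance of the log2 changes at H3 and R1 was 0.0247 in cortex (a mean of 0.0173 in 20 simulations of unchanged groups against shared controls; r = 0.554, simulated 0.497) and 0.0278 in cerebellum (simulated 0.0157). Across the regulated transcripts r was 0.704 in cortex and 0.516 with the control arrays split between both time points.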

**Figure 2:**
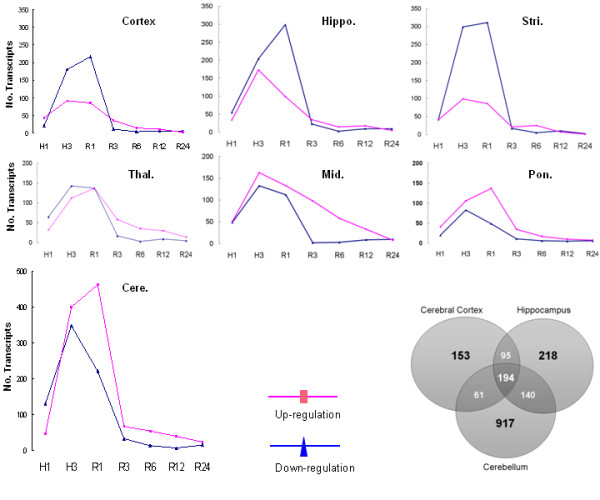
**Regional differences in expression responses to hypoxia**. Total number of up-regulated transcripts (red line, y-axis) was compared to the number of down-regulated transcripts (blue line, y-axis) in each brain region as a function of time (x-axis). **Insert: **Venn diagram of numbers of hypoxia-regulated transcripts in cerebral cortex (Cortex), hippocampus (Hippo.), and cerebellum during the whole time course investigated using a one way ANOVA, FDR < 0.05 and fold change > 1.5.

### Region-dependent gene expression changes

As noted above, only 92 of the 2,324 transcripts regulated by hypoxia were regulated in all of the brain regions investigated. Thus, the hypoxia-regulated genes differed between brain regions (Figure 2, venn diagram) as did the total number of regulated genes. 

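Polr3e, a subunit of RNA polymerase III, was among those regulated in all 7 regions and rose at H3 in all 7 regions, throughout in 3, with log2 changes from 0.89 in cerebral cortex to 1.42 in pons and medulla. At the other end, Slitrk4, a neuronal membrane protein, fell at R1 in cerebellum by 0.92 (SE 0.17, adjusted p = 0.00931), and its change in the other regions lay between -0.35 and 0.02. Of the regulated transcripts, 565 (66.1%) passed in exactly 1 region, 134 (15.7%) in 2, 54 in 3, 35 in 4, 24 in 5, 18 in 6 and 25 (2.92%) in 7. Passing in 1 region and not in another does not show a difference between them. By a direct limma test of the difference over the 7 regions with the mouse as a random block, 61 transcripts had changes that differed at R1 and 10 at H3, where 6 of 100 regroupings of the arrays gave as many.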

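Hes5, a target of Notch signaling, fell at H3 in hippocampus by 1.06 (SE 0.12, adjusted p = 0.00025), and Cebpb, a leucine zipper transcription factor, rose at R1 in cerebellum by 0.74 (SE 0.13, adjusted p = 0.00656) and stood at 0.15 (SE 0.09, adjusted p = 0.759) in hippocampus. Among cortex, hippocampus and cerebellum, 91, 62 and 329 transcripts were regulated in 1 of these alone, 35 in cortex and hippocampus, 21 in cortex and cerebellum, 30 in hippocampus and cerebellum, and 54 in each. Of 75 transcripts higher in cortex and 90 higher in hippocampus 42 were the same, and of the latter and 210 higher in cerebellum 50, against 0.15 and 0.42 for independent lists; of 97 lower in hippocampus and 232 lower in cerebellum 34 were the same, against 0.5. Across the regulated transcripts, the median correlation of the log2 changes between pairs of regions was 0.784 at H3 (from 0.724 to 0.861), a value over genes, which are not independent replicates. From the small number of transcripts shared by all regions and a Venn diagram, the paper concludes that the regulated genes differ between regions. It adds that their total number differs too.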

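Trmt13, a tRNA methyltransferase, fell at H3 in pons and medulla by 1.11 (SE 0.16, adjusted p = 0.00218) and in cerebellum by 1.21 (SE 0.16, adjusted p = 0.000489). Papolg, a poly(A) polymerase, fell at R1 in pons and medulla by 0.78 (SE 0.10, adjusted p = 0.00212), and Apold1, an endothelial early response gene, rose there at R1 by 1.38 (SE 0.16, adjusted p = 0.000926). Mtch2, a mitochondrial outer membrane protein, fell at R1 in cerebellum by 1.07 (SE 0.18, adjusted p = 0.00558). In pons and medulla 116 transcripts were regulated (74 only higher, 36 only lower, 6 both), in hippocampus 181, midbrain 192, striatum 196, cortex 201 and thalamus 218, and in cerebellum 434 (202 only higher, 224 only lower, 8 both). The F-test was passed by 171 transcripts in pons and medulla and by 1087 in cerebellum, and the median residual SD of brighter transcripts was 0.158 and 0.151 on the log2 scale. Single H3 and R1 arrays carry weight in these counts: without R1 array 3 cortex held 133, without R1 array 2 striatum 132, and without H3 array 2 cerebellum 331.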

The pons and medulla had the fewest number of regulated genes (330 transcripts with a 1.5-fold threshold) and cerebellum had the most (1312 transcripts with a 1.5-fold threshold) (Figure 2). 

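Zswim3, a zinc-finger gene, fell at H3 in striatum by 1.14 (SE 0.13, adjusted p = 0.000246), and Hes5 fell there at R1 by 1.09 (SE 0.16, adjusted p = 0.00421); in midbrain Hes5 stood at -0.66 (SE 0.20, adjusted p = 0.255). At R1 30.5% of the counted transcripts were higher in striatum, 32% in cortex, 45.5% in hippocampus, 53.5% in thalamus, 56.8% in cerebellum, 62.9% in midbrain and 76.8% in pons and medulla. These shares moved with the scaling of the arrays in cortex, to 45.5% after quantile normalization and 43.4% after centring each array on its median, in hippocampus, to 57.9 and 55.4%, and in thalamus, to 68.6 and 69.4%. At H3 the shares ran from 45% in striatum to 72.1% in pons and medulla, with 52% in cerebellum, 46.5% in cortex, 55.3% in hippocampus and 54.4% in thalamus. At H3 the share fell below 50% with a pseudocount of 1 in cerebellum (46.5%), hippocampus (48.4%) and thalamus (48.2%), without H3 array 2 in cerebellum (48.5%) and thalamus (48.7%), and in cerebellum without control array 1 (49.5%) or 3 (44.9%). In cortex it was above 50% after quantile normalization (51.8%), with adjustment at each time point (51.2%), with a pseudocount of 32 (51.3%) and without control array 2 (53.5%) or H3 array 3 (53.4%). At R1 it also crossed 50% in hippocampus with a pseudocount of 32 (55.2%) and without control array 2 (51.9%), control array 3 (52.6%) or R1 array 3 (53.1%), and in thalamus with adjustment at each time point (49.5%), the replicate block (47.6%), a pseudocount of 1 (49.3%) and without control array 3 (47.5%) or R1 array 1 (47.7%). Shares without a whole replicate number, with 0 to 38 transcripts regulated in a region, are left aside.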

For each region there were up- and down-regulated genes though down regulated genes were more numerous in the forebrain (Figure 2, cortex, hippocampus, striatum, and thalamus) whereas up-regulated genes predominated in the midbrain, medulla/pons, and particularly, cerebellum (Figure 2). However, the total numbers of up- and down-regulated genes in the brain as a whole are fairly comparable to each other at each time point (Figure 1B).

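Apold1 rose at H1 in 6 of 7 regions, throughout in each, and at H3 in 6 of 7 regions, throughout in each, and stood from 1.00 in cerebellum to 1.82 in striatum at H1 and from 1.03 in thalamus to 1.53 in pons and medulla at H3. Nfkbia, the inhibitor of NF-kappa B, rose at H3 in all 7 regions, throughout in 6, at 1 of its probe sets, with log2 changes from 0.95 in cerebellum to 1.44 in pons and medulla. At its other probe sets it rose at H3 in all 7 regions, throughout in 5, in all 7, throughout in 2, and in 5 of 7, throughout in 1. At 1.2-fold the F-test rule counted 461 higher and 487 lower at H1, 854 and 1196 at H3, and 837 and 1106 at R1. It counted 446 and 234 at R3, 402 and 136 at R6, 308 and 172 at R12, and 202 and 204 at R24.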

### Gene expression changes in the forebrain related to cell survival

There were generally many more down-regulated genes than up-regulated genes in forebrain regions, a finding similar to that reported for ischemic-preconditioning [17]. 

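Oaz2, which encodes an inhibitor of polyamine synthesis, fell in cortex at H3 by 1.28 (SE 0.23, adjusted p = 0.0166), a call lost without any 1 of 6 single arrays (highest adjusted p = 0.09, without H3 array 2), and Taf5, a subunit of the general transcription factor TFIID, by 1.26 (SE 0.21, adjusted p = 0.00991), a call lost without any 1 of 3 single arrays (highest adjusted p = 0.0649, without control array 2). Jag1, a Notch ligand, fell at H3 in striatum by 0.78 (SE 0.11, adjusted p = 0.00238), and Mysm1, a histone deubiquitinase, fell there by 1.43 (SE 0.27, adjusted p = 0.0282), a call lost without any 1 of 5 single arrays (highest adjusted p = 0.17, without control array 2). Over all time points, 74 transcripts were only higher and 126 only lower in cortex, 84 and 91 in hippocampus, 65 and 124 in striatum, and 110 and 99 in thalamus. At 1.2-fold, with transcripts counted in each direction they took at any time point, lower ones outnumbered higher ones in all 4, by 264 to 170 in cortex, 241 to 190 in hippocampus, 194 to 130 in striatum and 307 to 256 in thalamus.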

A given gene was usually either down- or up-regulated during the entire time course with very few exceptions: only 3 out of 503 genes in the cortex, 12 out 647 genes in the hippocampus, and 8 out 704 genes in the striatum showed expression changes in both directions during the 24 hour period. This means that hypoxia-regulated genes can be simply divided into two classes: up-regulated or down-regulated.

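Sgk1, a kinase induced by glucocorticoids, was the only transcript of cortex counted in both directions: it rose at R1 by 1.12 (SE 0.17, adjusted p = 0.00702), a call lost without control array 2 (adjusted p = 0.0521), and stood at -0.59 (SE 0.17, adjusted p = 0.84) at R12. In hippocampus 6 transcripts were counted both ways, among them Plin4 and a pair of Nfkbia probe sets, and in striatum 7, among them Plin4 and Edn1. At an Nfkbia probe set that was not counted both ways, the change in hippocampus at R24 was -0.37 (SE 0.16, adjusted p = 0.798). Edn1 stood at 0.72 at H3 and -0.62 at R24 in striatum. The numbers in both directions were 9 in thalamus and 7 in midbrain. For the counted probe sets of the named genes, the later, opposite change passed only the unadjusted p of the post hoc step.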

We then compared the overall molecular functions of the up- and down-regulated genes in the forebrain using the Ingenuity Knowledge Database. To minimize the potential bias caused by an arbitrary fold change filter, a minimum threshold of 1.2-fold was used for all pathway analyses. 

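Gadd45g, a growth arrest gene, rose at H3 in 5 of 7 regions, throughout in 1, by 0.96 (SE 0.12, adjusted p = 0.000599) in midbrain. Btg1, which restrains proliferation, fell at H3 in cerebellum by 0.99 (SE 0.07, adjusted p = 7.5e-07), and Pim3, a kinase that promotes survival, rose at R1 in 5 of 7 regions, throughout in 3. Of 16 pro-apoptotic genes Casp2, a caspase, was alone in passing and fell at H3 in cerebellum by 0.46 (SE 0.11, adjusted p = 0.0489), a call lost without any 1 of 8 single arrays (highest adjusted p = 0.203, without control array 2), with at most 3 higher in a region when adjusted over the list alone, and of 14 anti-apoptotic genes Pim3 was alone in passing. As a set the pro-apoptotic genes stood higher at R1 in hippocampus (camera, adjusted p = 0.0184; adjusted p = 0.0437 with an estimated correlation) and in striatum (adjusted p = 0.0322; adjusted p = 0.066 with an estimated correlation). The anti-apoptotic genes passed in no region at either time (lowest camera adjusted p = 0.087). Of 22 genes of the cell cycle and growth arrest, at most 2 rose in a region at H3 and 3 at R1 (up to 3 adjusted over the list alone), and the set stood higher at R1 in midbrain (adjusted p = 0.0313; adjusted p = 0.0446 with an estimated correlation), thalamus (adjusted p = 0.00913; adjusted p = 0.158 with an estimated correlation) and cerebellum (adjusted p = 0.0489; adjusted p = 0.161 with an estimated correlation). The over-representation of functional terms itself rests on a commercial database and was not analysed here.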

Within each forebrain region, genes involved in regulation of overall organismal survival and development, cell death and survival, and cellular growth and proliferation were significantly over-represented in the up-regulated genes compared to the down-regulated genes (Figure 3). Similar findings were obtained for all three forebrain regions even when different fold change thresholds were used. This result was further confirmed by interaction network analysis, which was used to construct the most prominent clusters of genes in each of the forebrain regions based on known molecular interactions in the literature. The top networks of genes formed by the up-regulated genes were associated with cell death/survival and proliferation in each of the forebrain regions (Additional file 2 table S3).

**Figure 3:**
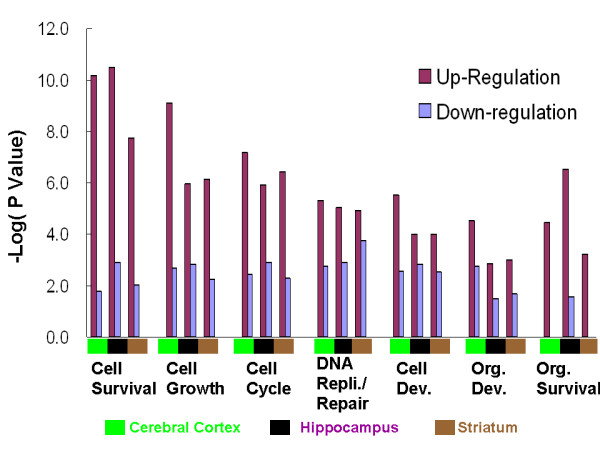
**Molecular functions associated with up-regulated genes and with down-regulated genes within each forebrain region**. The x-axis shows the categories of molecular functions related to cell death/survival. The individual forebrain regions are marked below the x-axis with colored squares: red, cerebral cortex; blue, hippocampus; purple, striatum. The y-axis is the absolute value of the log transformed P value, which means that a smaller P value has a larger positive value on the y-axis. The value 1.3 on the y-axis is equivalent to a P value of 0.05. The log transformed P value for the functions associated with up-regulated genes is colored dark red, while the value for down-regulated genes is colored light blue. Dev.: Development; Org.: Organism; Repli.: Replication.

Since cerebral cortex, hippocampus and striatum appear to respond similarly to hypoxia in terms of predominance of a decrease of gene expression, we searched for common signaling pathways among them. Using a 1.2-fold threshold, 314 transcripts were found to be regulated in all three regions in the forebrain. 

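Jag1, Hes5 and Papolg were among the transcripts only lower in cortex, hippocampus and striatum, and Papolg fell at R1 in 5 of 7 regions, throughout in 2. Epha7, an ephrin receptor, fell at R1 in 4 of 7 regions at 1 of its probe sets, throughout in 1. At the 1.2-fold threshold 88 transcripts were regulated in each of these 3 regions, 22 of them only higher, 35 only lower and 31 with both directions among the regions or times, and 54 passed at 1.5-fold in each. The number rests on single arrays: it fell to 41 to 46 without R1 arrays 1, 2 or 3 of each region in turn, to 48 to 58 without H3 arrays 1, 2 or 3, and to 68 to 85 without control arrays 1, 2 or 3. It rests on the processing too: with all arrays it was lower, by a ratio above 1.5, when adjusted at each time point and with a pseudocount of 1.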

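Edn1 stood at 0.95 (SE 0.27) in cortex, 0.23 (SE 0.17) in hippocampus and -0.81 (SE 0.28) in striatum at R1, and Apold1 at 0.89, 0.83 and 0.72. A region by time term was tested in limma over the 72 arrays of cortex, hippocampus and striatum, with the mouse as a random block. It passed an unadjusted p under 0.05 for 7 of the 88 common transcripts, against 4.4 that chance alone would give: from the lowest p up, Rbmx, Npy5r, Edn1, Apold1, Grm7, Hes5 and Thrsp. None of these passed when adjusted over all transcripts. Rbmx, Npy5r, Grm7 and Thrsp were chosen after their values were seen.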

A two-way ANOVA analysis (regions and time courses without FDR correction, p<0.05) on these 314 genes further excluded 14 genes which showed region-dependent expression changes among the forebrain regions. This left 300 HP-regulated transcripts that had a consistent temporal pattern of expression changes across cortex, hippocampus and striatum. This was confirmed using an unsupervised cluster analysis: the expression profiles at the same time points from different regions were similar to one another and therefore clustered together compared to those from neighboring time points (Additional file 1 figure S3).

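Depp1 had the largest rise at H3 in each of cortex, hippocampus and striatum among named genes, and Clk1 was among the largest falls in each. Across the common forebrain transcripts, 81 of which remained after the region by time term, the mean correlation between the profiles of different regions at the same time was 0.943 at H1, 0.972 at H3, 0.915 at R1 and 0.411 at R24. The nearest profile was that of another region at the same time for 3 of 3 regions from H1 to R6, for 2 of 3 at R12 and for 0 of 3 at R24. The correlations are over genes, which are not independent replicates, and the transcripts were selected for passing in each of the regions.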

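The 22 transcripts only higher in cortex, hippocampus and striatum include Txnip, Ccn1 and Klf4, each with a pair of probe sets, and Vegfa, Depp1, Klf2, Ier3, Id1, Zfp36, Cdkn1a, Polr3e, Arrdc3 and H3f3b. Zfp36, an RNA-binding protein that destabilizes inflammatory messages, rose at H1 in 3 of 7 regions, throughout in 1, by 1.01 (SE 0.12, adjusted p = 0.000759) in hippocampus. The second Txnip probe set rose at H3 by 1.72 (SE 0.16, adjusted p = 6.3e-05) in hippocampus, and the second Cdkn1a probe set stood from 0.93 in cerebral cortex to 1.71 in midbrain at R1. Without R1 array 3 of each region 14 such transcripts were counted, and without any other control, H3 or R1 array 15 to 27.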

Since the up-regulated genes in the forebrain had more significant roles in regulating cell survival than down-regulated genes (Figure 3), we focused our signal pathway analysis on the common up-regulated genes only (87 out of the 314 transcripts, the top cluster of genes shown in Additional file 1 figure S3 and table S4). Many signaling pathways were activated in response to the hypoxia, and no single pathway or molecule can account for the entire observed changes (Table 1). 

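Of the 12 genes that Table 1 lists under its pathways other than glucocorticoid and insulin/IGF-1 receptor signaling, pooled into 1 list here, 4 (cortex, hippocampus, striatum, and pons and medulla) to 7 (midbrain) rose at H3 and none fell, and adjusted over the list alone 8 to 10 rose. Among them Errfi1, a feedback inhibitor of EGF receptor signaling, rose at H3 in 6 of 7 regions, throughout in 5, and Ap2a2, an adaptor of clathrin-coated vesicles, rose at H3 at 1 of its probe sets by 1.20 (SE 0.15, adjusted p = 0.000599) in hippocampus. Of the 3 genes under insulin and IGF-1 receptor signaling, Sgk1 rose at H3 in 4 of 7 regions, throughout in 2, and Ppp1r3c, which directs glycogen synthesis, stood from 0.27 in cerebellum to 0.75 in midbrain at H3. Of the 5 genes under glucocorticoid receptor signaling, 1 to 3 rose at H3. All 3 lists stood above the other genes at H3 by camera in 7 regions, and with an estimated correlation the pooled list and that of insulin and IGF-1 signaling did so in 7 and the glucocorticoid list in 2 (highest adjusted p = 0.14 with an estimated correlation). The study chose these genes for being higher in the same forebrain samples, so their direction there is not independent evidence.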

The complexity of the gene/pathway responses following hypoxia is demonstrated by the interaction network formed by selected genes from the 87 up-regulated transcripts (Additional file 1 figure S4).

**Table 1:** Signaling pathways significantly associated with commonly up-regulated genes in all the forebrain regions after HP.

Level	Signal Classification	Pathway	P value	Molecules*
System level	Hormone	Glucocorticoid Receptor Signaling	0.006	NFKBIA, FKBP5, CDKN1A, TSC22D3, SGK1
	
	Hypoxia signaling	Hypoxia signaling (Cardiovascular System)	0.016	NFKBIA, VEGFA

Tissue level	Synapses	Clathrin-mediated Endocytosis	0.076	VEGFA, AP2A2
	
	Development	Axonal Guidance/Ephrin Receptor Signal	0.093	VEGFA, GNA13

Cell level	Growth factors	Insulin/IGF-1 Receptor Signaling	0.054	PPP1R3C, SGK1, CYR61
		
		Neuregulin/EGF Signaling	0.028	ERRFI1, TMEFF2
	
	Survival regulation	VDR/RXR Activation	0.023	KLF4, CDKN1A
		
		p53 Signaling	0.026	CDKN1A, TP53INP1
	
	Kinase cascade	PI3K/AKT Signaling	0.046	NFKBIA, CDKN1A
		
		ERK/MAPK Signaling	0.016	H3F3B, PPP1R3C, H3F3A

The significance was determined by Fisher's exact test(P<0.1). Pathways with the same gene hits or with closely related genes were combined. The significance of the combined pathway was determined by the smallest P value available before the combining.* Details of the genes can be found in Additional file 2 Table S2.

The above pathway analyses suggested that a number of transcription regulators likely play important roles in up-regulating gene expression responses to hypoxia, including HIF, glucocorticoid receptors and insulin like growth factor (Table 1). To directly address which transcription factors might be the most important, we performed promoter analysis for the genes that were induced after just 1 hour of hypoxia-This time point was chosen because 1 h of preconditioning hypoxia is sufficient to produce a protective effect comparable to that induced by 3 hr or 6 hr of preconditioning hypoxia [8]. Among the 87 up-regulated transcripts showing consistent time courses of expression across the three forebrain regions, 37 of these transcripts were up-regulated early at one hour of hypoxia. 

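Ier3 rose at H1 in all 7 regions, throughout in 6, with log2 changes from 1.05 in cerebellum to 1.76 in hippocampus, and Klf2 rose at H1 in 6 of 7 regions, throughout in 2. H3f3b rose at H1 in 5 of 7 regions, throughout in 1, and Id1, an inhibitor of helix-loop-helix factors, stood from 0.44 in midbrain to 0.75 in thalamus at H1. Depp1 rose at H1 in all 7 regions, throughout in 4, by 2.62 (SE 0.30, adjusted p = 0.000687) in hippocampus. Of the 22 transcripts only higher in cortex, hippocampus and striatum, 15 were counted as higher at H1 in each of the 3 regions and 17 in at least 1.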

Promoter analyses on these genes (Genomatix Software) identified fourteen transcription factor families that could have initiated expression changes of these genes (Table 2). Transcription factor families V$GREF (Glucocorticoid Responsive and related Elements) and V$HIFF (HIF) were once again present in the list, which is consistent with the above pathways analysis (Table 1). Moreover, the gene for one of the candidate transcription factors, *Klf4*, was itself up-regulated at 1 hr after the onset of preconditioning hypoxia (Additional file 1 figure S5).

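Klf4, a zinc-finger transcription factor, was counted as higher at H1 in each of cortex, hippocampus and striatum by the F-test rule at 1.2-fold. The first of its 2 probe sets stood at 0.56 (SE 0.18, adjusted p = 0.786) in cortex, 0.87 (SE 0.21, adjusted p = 0.467) in hippocampus and 0.97 (SE 0.18, adjusted p = 0.118) in striatum at H1, so in these regions it did not pass at that time alone, while in midbrain it rose at H1 by 1.02 (SE 0.18, adjusted p = 0.0307), a call lost without any 1 of 4 single arrays (highest adjusted p = 0.148, without control array 3). At H3 the same probe set rose in 3 of 7 regions, throughout in none, with log2 changes from 0.71 in cerebral cortex to 1.07 in midbrain.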

**Table 2:** Candidate transcription factor families responsible for the early transcriptional up-regulation events in the forebrain at 1 hr after HP.

Name	Transcription Factor Families	GO function annotation	P Value	Representative members	Preferentially associated with CNS
V$NFKB	Nuclear factor kappa B/c-rel	apoptosis, oxidative stress	0.002	Nfkb	

V$CP2F	CP2-erythrocyte Factor related to drosophila Elf1	steroid biosynthetic process	0.003	Cp2	

V$YBXF	Y-box binding transcription factors	negative regulation of apoptosis, response to cold	0.003	Csda	

V$CTCF	CTCF and BORIS gene family transcriptional regulators	DNA methylation	0.005	Ctcf	

V$GLIF	GLI zinc finger family	CNS development, negative regulation of cell proliferation, neurogenesis	0.005	Gli1/Gli3	Yes

V$EBOX	E-box binding factors	apoptosis, cell cycle arrest, cell proliferation, ER stress response, regulation of glycolysis	0.008	Nmyc-1, Myc	Ubiquitous

V$AHRR	AHR-arnt heterodimers and AHR-related factors	apoptosis, cell cycle, nervous system development, response to stress	0.010	AHR/ARNT dimers	

V$AP2F	Activator protein 2	cell-cell signaling, nervous system development	0.010	AP2	Ubiquitous

V$NOLF	Neuron-specific-olfactory factor	positive regulation of transcription	0.011	Ebf1	Yes

V$GKLF	Gut-enriched Krueppel like binding factor	mesodermal cell fate determination, negative regulation of cell proliferation	0.029	Klf4	

V$HESF	Vertebrate homologues of enhancer of split complex	Notch signaling pathway, cell proliferation, circadian clock, negative regulation of neuron differentiation, vasculogenesis	0.034	Hes1-6	Yes

V$MZF1	Myeloid zinc finger 1 factors	N/A	0.034	Mzf1	Ubiquitous

V$HIFF	Hypoxia inducible factor, bHLH/PAS protein family	CNS development, oxygen homeostasis, circadian rhythm, response to temperature stimulus	0.042	HIF-1α, HIF-2α	Ubiquitous

V$GREF	Glucocorticoid responsive and related elements	cell growth, cell proliferation, glucocorticoid receptor signaling pathway	0.047	Nr3c1	Ubiquitous

Since some or many of the changes of gene expression described here may play a role in producing hypoxia-preconditioning and protecting brain against subsequent stroke, we examined the hypothesis that hypoxia may have modulated many of the same genes as were modulated by ischemic stroke. We therefore compared the hypoxia-regulated genes reported here to stroke-regulated genes identified by recent microarray studies with Affymetrix GeneChip^®^. One study from our group examined the adult Sprague-Dawley rat brain following a permanent middle cerebral artery occlusion procedure (MCAO) with Affymetrix rat U34A array [18]. The other study, conducted by Sarabi et al., surveyed the same C57BL/6J adult mice brain following transient MCAO procedure with the same Affymetrix mouse MU430_2 array used in our current study [19]. In both studies gene expression was assessed in cerebral cortex within 24 hours after the stroke. 575 rat transcripts on the rat U34A array (8,799 transcripts assessed) were regulated at least 1.5 fold in the periinfarction cortex by acute ischemic stroke, which were homologous to 1000 transcripts on our mouse MU430_2 array. Among the 1000 stroke-regulated transcripts, only 12 transcripts were also regulated by hypoxia according to our current study (Additional file 2 table S5). Sarabi et al. identified 265 transcripts that changed expression following stroke [19], but only 13 of these were also regulated by hypoxia in our current study (Additional file 2 table S5). Therefore, even though hypoxia changed expression of 503 transcripts in the mouse cerebral cortex, less than 5% (24 transcripts) were also regulated by ischemia.

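Of the genes that Table S5 lists as changed by hypoxia and by ischemia, Cebpd, a leucine zipper transcription factor, rose in cortex at H3 by 1.25 (SE 0.24, adjusted p = 0.0286), a call lost without any 1 of 5 single arrays (highest adjusted p = 0.158, without control array 1), and Gadd45b, a growth arrest gene, rose at R1 in 4 of 7 regions, throughout in 1. Errfi1 rose in cortex at H3 by 0.61 (SE 0.09, adjusted p = 0.00551). Casp8ap2, an adaptor of the apoptotic caspase 8, fell in cortex at R1 by 0.58 (SE 0.12, adjusted p = 0.0475), a call lost without any 1 of 8 single arrays (highest adjusted p = 0.203, without R1 array 1). Srsf5, a splicing factor, stood from 0.26 in cerebellum to 0.86 in striatum at R1. The ischemia samples come from other studies and were not analysed here.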

### Unique response of the cerebellum to hypoxia compared to hippocampus

Not only did cerebellum exhibit the most expression changes following HP among all brain regions (1312 transcripts in cerebellum vs. 647 transcripts in hippocampus with a 1.5-fold threshold), it had the largest number of up-regulated genes. 

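Cdkn1a stood 1.73 above the controls at H3 in cerebellum and 0.85 in hippocampus, and Kdm3a, a histone demethylase induced by HIF, rose at R1 in cerebellum by 0.76 (SE 0.11, adjusted p = 0.00136) and stood at 0.34 (SE 0.13, adjusted p = 0.446) in hippocampus. Trp53inp1, a stress response gene, rose at R1 in cerebellum by 0.63 (SE 0.11, adjusted p = 0.00612). In cerebellum 143 transcripts were higher and 132 lower at H3, and 108 and 82 at R1, against 63 and 51, and 40 and 48, in hippocampus. The direction in cerebellum turned at the 1.2-fold threshold, with 266 higher and 432 lower at H3 and 279 and 339 at R1, and in hippocampus at H3, with 99 and 152. At 1.5-fold 46.5% of those of H3 in cerebellum were higher with a pseudocount of 1, 49.5% without control array 1, 44.9% without control array 3 and 48.5% without H3 array 2. Of all regulated transcripts, 260 were so in cerebellum alone and 38 in hippocampus alone.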

We therefore explored the uniqueness of hindbrain structure cerebellum's gene expression response to HP in comparison with the forebrain structure hippocampus because they are comparable in many aspects. They each have a particularly vulnerable cell type: pyramidal cells in hippocampus and Purkinje cells in cerebellum; structurally they share similar grey matter and white matter divisions; and both are relatively primitive brain structures that originated from the archipallium.

Molecular functions of the hypoxia regulated genes were explored in each brain region using Ingenuity software. Analyses were performed on the genes regulated at one hour of hypoxia (H1), three hours of hypoxia (H3) and one hour of re-oxygenation (R1) since the largest numbers of genes were regulated at these times in all brain regions (Figure 2). Hypoxia-regulated genes that differed between cerebellum and hippocampus fell into two broad categories: cell survival, growth and proliferation (Figure 4A); and cell activities, including cell morphology, cell movement, cell maintenance, cell to cell signaling, molecular transport, metabolism and gene expression, which collectively reflect the overall vibrancy of the cell (Figure 4B). Similar numbers of genes were moderately up-regulated in cerebellum and hippocampus in cell survival-related functions or cell activity-related functions at one hour of hypoxia (Figures 4A, B). However, after three hours of hypoxia and after one hour of re-oxygenation there were many more genes up-regulated in cerebellum compared to hippocampus for virtually every cell survival-related functions, and consistently, cell activity-related functions including gene expression regulation (Figures 4A, B).

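Dusp1, a phosphatase of MAP kinases, rose at H1 in 3 of 7 regions, throughout in 1, including hippocampus by 1.34 (SE 0.23, adjusted p = 0.0353), a call lost without any 1 of 7 single arrays (highest adjusted p = 0.22, without control array 1), and stood at 0.80 (SE 0.38, adjusted p = 0.781) in cerebellum. At H1 30 transcripts were higher and 54 lower in cerebellum, and 24 were higher and 13 lower in hippocampus. A direct limma test of the difference in change between cerebellum and hippocampus, with the mouse as a random block, gave 0 transcripts at H1, against 1817 at an unadjusted p under 0.05.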

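Zik1, a zinc-finger gene, stood at R1 at 0.68 (SE 0.10) and -0.14 (SE 0.09; adjusted p = 0.00316) in cerebellum and hippocampus, and Nhlrc2 at 0.59 (SE 0.09) and -0.11 (SE 0.09; adjusted p = 0.0217), the adjusted p being limma's for the difference in change. Mtmr12, a phosphatase adaptor, stood at 0.41 (SE 0.08) and -0.19 (SE 0.08; adjusted p = 0.0153), Bmt2, a methyltransferase, at 0.44 (SE 0.09) and -0.13 (SE 0.08; adjusted p = 0.0476), and Prr15 at -0.10 in hippocampus, where its control intensity of 4.68 leaves no fall to be measured (adjusted p = 0.0444). Boc, a hedgehog co-receptor, stood at -0.89 (SE 0.08) and 0.26 (SE 0.17; adjusted p = 0.00399), Ciz1 at -0.48 (SE 0.09) and 0.14 (SE 0.08; adjusted p = 0.0153), Arpp21 at -0.73 (SE 0.08) and -0.22 (SE 0.08; adjusted p = 0.0476), Mtch2 at -1.07 (SE 0.18) and 0.19 (SE 0.15; adjusted p = 0.0217), with a control intensity of 3.71 in hippocampus, and Gm34996 at -0.01 (SE 0.07) and 1.05 (SE 0.14; adjusted p = 0.00209). At R1 11 transcripts differed between the regions, 6 with a higher and 5 with a lower signed log2 change in cerebellum. At an unadjusted p under 0.05 there were 3049. Without the mouse as a block 7 differed, and Bmt2 (adjusted p = 0.0886), Prr15 (adjusted p = 0.0691) and Arpp21 (adjusted p = 0.0816) did not pass. At H3 only Gm34996 differed, at -0.14 (SE 0.07) in cerebellum and 0.93 (SE 0.14) in hippocampus (adjusted p = 0.00136), with a control intensity of 3.57 in cerebellum, and 2609 transcripts had an unadjusted p under 0.05.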

**Figure 4:**
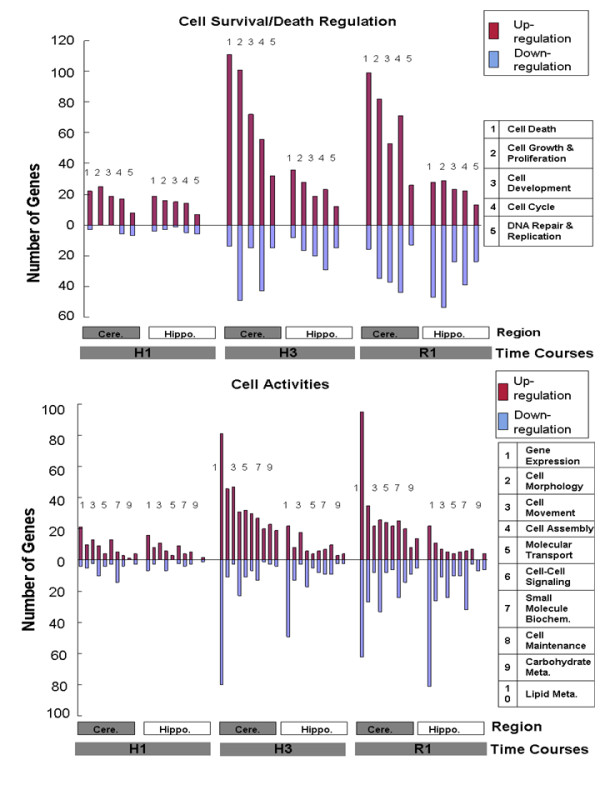
**Functional comparison of genes regulated by hypoxia in cerebellum versus hippocampu**. **(A)**. Comparison of the number of genes up- or down-regulated by hypoxia that have functions related to cell death/survival in the cerebellum and in the hippocampus. **(B)**. Comparison of the number of genes up- or down-regulated by hypoxia associated with selected cellular functions in cerebellum and in hippocampus. The side-by-side comparison between cerebellum and hippocampus was made at three time points: immediately after 1 hr of hypoxia (H1), immediately after 3 hr of hypoxia (H3), and 1 hr after reoxygenation (R1). Y-axis shows the number of up (dark red bar,) or down (blue bar) regulated genes associated with each category of molecular functions in each region. Different categories of functions were indexed to the right of the figure. Biochem.: Biochemistry; Meta.: Metabolism.

### Hypoxia responsive pathways in the cerebellum

The signaling pathways for those genes up-regulated only in the cerebellum but not in the hippocampus (1241 transcripts with at least 1.2 fold change) were examined using the Ingenuity Knowledge Base (Table 3 P < 0.1). 

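Plk2, a kinase of the stress response, rose at R1 in cerebellum by 0.49 (SE 0.11, adjusted p = 0.0296), a call lost without any 1 of 5 single arrays (highest adjusted p = 0.145, without R1 array 1) and stood at 0.06 (SE 0.07, adjusted p = 0.925) in hippocampus. Cebpb and Kdm3a likewise belong to the 427 transcripts that were higher in cerebellum at the 1.2-fold threshold and not in hippocampus. At the time of their largest change in cerebellum these transcripts had a median log2 change of 0.49 there and 0.16 in hippocampus, 343 of them lay above 0 in hippocampus and 24 had the larger change in hippocampus. For 6 the larger change in cerebellum was itself shown by the test of the difference, and 191 had an unadjusted p under 0.05 for it. The list was chosen for passing in cerebellum and not in hippocampus. This choice favours a larger change in cerebellum in the medians and the unadjusted p values. In all 503 transcripts were higher in cerebellum and 190 in hippocampus, 76 of them the same. The number 427 became 276 without H3 array 2 of each region and 277 without H3 array 3.

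**Figure D2:**
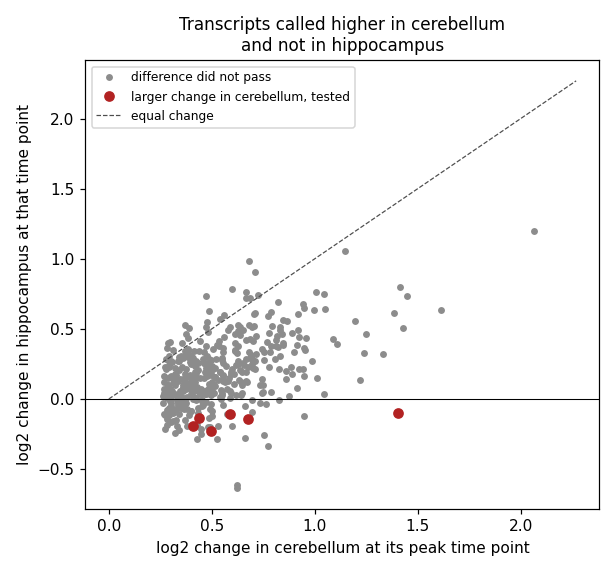
Log2 change in hippocampus against that in cerebellum, at the time of the largest change in cerebellum, of the 427 transcripts higher in cerebellum and not in hippocampus. The 6 whose larger change in cerebellum passed the test of the difference are marked.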

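Edn1 stood at 1.52 in cerebellum at H3, and Mdm2, the ubiquitin ligase of p53, fell there by 0.59 (SE 0.12, adjusted p = 0.0211), a call lost without any 1 of 4 single arrays (highest adjusted p = 0.111, without H3 array 1). Of the 10 hypoxia signaling genes listed in Table 3, the 9 analysed here stood above the other genes at H3 in cerebellum (camera, adjusted p = 0.0311; adjusted p = 0.0692 with an estimated correlation), and also in cortex (adjusted p = 0.0257; adjusted p = 0.183 with an estimated correlation) and midbrain (adjusted p = 0.0198; adjusted p = 0.152 with an estimated correlation). Of the 10 VEGF signaling genes, the 7 analysed did so in cerebellum at H3 (adjusted p = 0.0017; adjusted p = 0.0336 with an estimated correlation) and R1 (adjusted p = 0.0211; adjusted p = 0.0931 with an estimated correlation), and in pons and medulla at R1 (adjusted p = 0.0253; adjusted p = 0.0826 with an estimated correlation). The 12 genes of the NRF2 response passed in midbrain at R1 (adjusted p = 0.0218; adjusted p = 0.0428 with an estimated correlation) and not in cerebellum (adjusted p = 0.0559 at H3 and 0.0764 at R1). The genes of Table 3 were chosen by the study for being higher in the same cerebellar samples and not in those of hippocampus. Neither the direction of these lists in cerebellum nor their lack of a call in hippocampus is thus independent evidence.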

Many expected pathways were identified including HIF-mediated hypoxia signaling, VEGF signaling, the NRF2-mediated oxidative stress response pathway and others. Together with the pathway analysis in the forebrain (Table 1), the results indicate that insulin-like growth factor 1 (IGF-1), glucocorticoid receptor signaling and the vitamin D3 receptor/retinoid X receptor (VDR/RXR) signaling play important roles in both the cerebellum and hippocampus. However, each of these pathways has engaged different sets of genes in cerebellum compared to hippocampus and other brain regions. 

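Smarcd2, a subunit of a chromatin remodeling complex, rose at H3 in cerebellum by 0.42 (SE 0.10, adjusted p = 0.0367), a call lost without any 1 of 6 single arrays (highest adjusted p = 0.162, without control array 2), and Mxd1, a repressor that pairs with Max, fell there by 0.55 (SE 0.13, adjusted p = 0.0376), a call lost without any 1 of 5 single arrays (highest adjusted p = 0.215, without H3 array 2). The 7 genes of VDR/RXR activation in Table 3 stood higher in cerebellum at R1 (camera, adjusted p = 0.00153; adjusted p = 0.039 with an estimated correlation), and in hippocampus they did not pass (adjusted p = 0.455). Of the 8 IGF-1 signaling genes, the 7 analysed here stood higher in cerebellum at H3 (adjusted p = 0.000958; adjusted p = 0.0508 with an estimated correlation) and R1 (adjusted p = 0.0217; adjusted p = 0.142 with an estimated correlation), with an adjusted p = 0.343 in hippocampus at H3. Of the 15 glucocorticoid receptor signaling genes of the same table, the 14 analysed passed in no region (lowest adjusted p = 0.0558). The study took the genes of Table 3 from transcripts higher in cerebellum and not in hippocampus of these samples. That the lists did not pass in hippocampus is thus not independent evidence of a difference between these regions.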

Genes in other pathways, such as the integrin signaling and protein ubiquitination pathways, were exclusively up-regulated only in cerebellum (data not shown). It is notable that inflammation-related signaling is also represented in these cerebellum specific, hypoxia-regulated genes including Fcγ receptor-mediated phagocytosis signaling, interleukin-8 (IL-8) and IL-12 signaling (Table 3).

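Tspan5, a tetraspanin that steers membrane proteases, rose at R1 in cerebellum by 0.36 (SE 0.08, adjusted p = 0.0235), a call lost without any 1 of 5 single arrays (highest adjusted p = 0.114, without R1 array 3). Bcar1, an adaptor of focal adhesions of the same integrin list, rose at R1 in thalamus by 0.66 (SE 0.12, adjusted p = 0.0235), a call lost without any 1 of 5 single arrays (highest adjusted p = 0.146, without control array 2). Fbxw7, a substrate receptor of a ubiquitin ligase, rose at H3 in cerebellum by 0.69 (SE 0.12, adjusted p = 0.00819), a call lost without any 1 of 2 single arrays (highest adjusted p = 0.0617, without control array 2), and Usp2, a deubiquitinase, rose there at R1 by 0.49 (SE 0.10, adjusted p = 0.0245), a call lost without any 1 of 5 single arrays (highest adjusted p = 0.137, without control array 2). Of the 18 integrin genes of Table 3, the 16 analysed here stood above the other genes by camera in 5 regions at H3 and 6 at R1, and with an estimated correlation in cerebellum at H3 (adjusted p = 0.0336 with an estimated correlation) and R1 (adjusted p = 0.00578 with an estimated correlation) and in pons and medulla at R1 (adjusted p = 0.0224 with an estimated correlation), the others reaching up to adjusted p = 0.861 with an estimated correlation. The 14 ubiquitination genes stood higher in cerebellum at H3 (adjusted p = 0.0214; adjusted p = 0.122 with an estimated correlation) and R1 (adjusted p = 0.0217; adjusted p = 0.14 with an estimated correlation) and in thalamus at R1 (adjusted p = 0.0411; adjusted p = 0.117 with an estimated correlation).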

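Gna13, a G protein alpha subunit, rose at R1 in cerebellum by 0.89 (SE 0.12, adjusted p = 0.00122), and also in hippocampus and striatum. Of the 9 genes of Fc gamma receptor phagocytosis in Table 3, the 7 analysed here stood higher at R1 in cerebellum (camera, adjusted p = 0.0047; adjusted p = 0.0283 with an estimated correlation), pons and medulla (adjusted p = 0.00695; adjusted p = 0.0335 with an estimated correlation) and thalamus (adjusted p = 0.0411; adjusted p = 0.18 with an estimated correlation). Of the 13 genes of IL-8 signaling, the 11 analysed stood higher at R1 in cerebellum (adjusted p = 0.000728; adjusted p = 0.0415 with an estimated correlation), hippocampus (adjusted p = 0.0264; adjusted p = 0.0656 with an estimated correlation), pons and medulla (adjusted p = 0.0226; adjusted p = 0.0934 with an estimated correlation) and thalamus (adjusted p = 0.0288; adjusted p = 0.157 with an estimated correlation). The 8 genes of IL-12 signaling stood higher in cerebellum at H3 (adjusted p = 0.0354; adjusted p = 0.0731 with an estimated correlation) and R1 (adjusted p = 0.0226; adjusted p = 0.0567 with an estimated correlation) and in midbrain at R1 (adjusted p = 0.00998; adjusted p = 0.0302 with an estimated correlation).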

**Table 3:** Canonical signaling pathways associated with region-specific up-regulated genes in the cerebellum following HP.

Pathway	No. of Genes	P	Genes
Hypoxia Signaling in the Cardiovascular System	10	0.0003	UBE2V2, BIRC6, JUN, UBE2G2, UBE2R2 (includes EG:54926), HIF1A, EDN1, PTEN, UBE2G1, VHL

Integrin Signaling	18	0.0011	ARF6, PIK3CA, CRKL, ITGB5, PXN, FYN, DOCK1, PTK2, RHOU, ITGA6, RHOT1, TSPAN5, RHOJ, BCAR1, BCAR3, PTEN, RHOV, ZYX

VEGF Signaling	10	0.0021	PRKCB1, EIF1AY, EIF1, FOXO1, EIF2S2, PIK3CA, PXN, HIF1A, FOXO3, PTK2

Fc gammar Receptor-mediated Phagocytosis in Macrophages and	9	0.0195	PRKCB1, ARF6, PRKCD, PXN, FYN, VAMP3, DGKB, DOCK1, PTEN

Protein Ubiquitination Pathway	14	0.0204	UBE2V2, PSMC6, FBXW7, UBE2R2 (includes EG:54926), CUL2, PSMA1, VHL, USP7, BIRC6, UBE2G2, TRAF6, USP53, USP2, UBE2G1

IL-8 Signaling	13	0.0269	PRKCB1, PRKCD, GNG4, PIK3CA, GNB2L1, PTK2, ARAF, RHOU, RHOT1, TRAF6, RHOJ, RHOV, GNA13

14-3-3-mediated Signaling	12	0.0295	ARAF, PRPF4B, PRKCB1, JUN, DYRK1A, CDK7, PRKCD, FOXO1, PIK3CA, PLCD1, TUBA4A, CSNK1A1

Selenoamino Acid Metabolism	4	0.0302	MAT2A, GGT7, SEPHS2, MARS2

IGF-1 Signaling	8	0.0339	IGFBP1, JUN, FOXO1, PIK3CA, CTGF, PXN, FOXO3, PTK2

Estrogen Receptor Signaling	9	0.0427	TAF11, IGFBP1, CDK7, POLR2D, TAF9, DDX5, TAF5L, PPARGC1A, NCOA2

VDR/RXR Activation	7	0.0457	PRKCB1, IGFBP1, PRKCD, FOXO1, CEBPB, MXD1, NCOA2

NRF2-mediated Oxidative Stress Response	12	0.0525	PRKCB1, JUN, PRKCD, HSPB8, SOD1, PIK3CA, HERPUD1, CUL3, DNAJC5, FKBP5, DNAJC11, MAF

Tight Junction Signaling	11	0.0617	CTNNA1, EPB41, PPP2CA, CPSF6, JUN, CSTF1, CNKSR3, CSTF3, MYH7B (includes EG:668940), VAPA, PTEN

IL-12 Signaling and Production in Macrophages	8	0.0631	JMJD6, PRKCB1, JUN, PRKCD, PIK3CA, TRAF6, CEBPB, MAF

Glucocorticoid Receptor Signaling	15	0.0933	TAF11, AGT, CDK7, SMARCD2, PIK3CA, CEBPB, FKBP5, TAF9, TAF5L, NCOA2, JUN, NR3C2, POLR2D, TRAF6, GTF2A2

PTEN Signaling	7	0.0955	FOXO1, PIK3CA, CNKSR3, BCAR1, FOXO3, PTEN, PTK2

A total of 1,241 transcripts that were up-regulated at least 1.2-fold in the cerebellum, but not in the hippocampus, were included in the analysis. The Fisher's exact test was used to determine the significance of each signaling pathway; significance was defined as a P value less than 0.1.

### Hypoxia regulated, cerebellum specific HNF4A target genes

According to the above pathway analysis, transcription factors, including glucocorticoid receptor, estrogen receptor and VDR/RXR, along with HIF played significant roles in mediating the cerebellum region-unique gene expression responses (Table 3), though this did not explain the entire cerebellum-specific response. To further address this question, the 1,241 transcripts up-regulated only in cerebellum with at least 1.2 fold change were subjected to network analysis in the Ingenuity Knowledge Database. Remarkably, the transcription factor hepatic nuclear receptor 4A (HNF4A) was the hub molecule for a large network that exhibited protein-DNA interactions with the genes corresponding to 186 transcripts up-regulated only in cerebellum but not in hippocampus (Figure 5). The genes represented by the 186 transcripts are all verified HNF4A target genes using ChIP-on-chip (chromatin immunoprecipitation combined with microarray chip) [20]. The presence of such a large number of HNF4A target genes in the given list of cerebellum unique genes was statistically significant (P = 0.0001, Chi-square test). In contrast, only 23 HNF4A potential target genes were up-regulated by hypoxia in both cerebellum and hippocampus.

**Figure 5:**
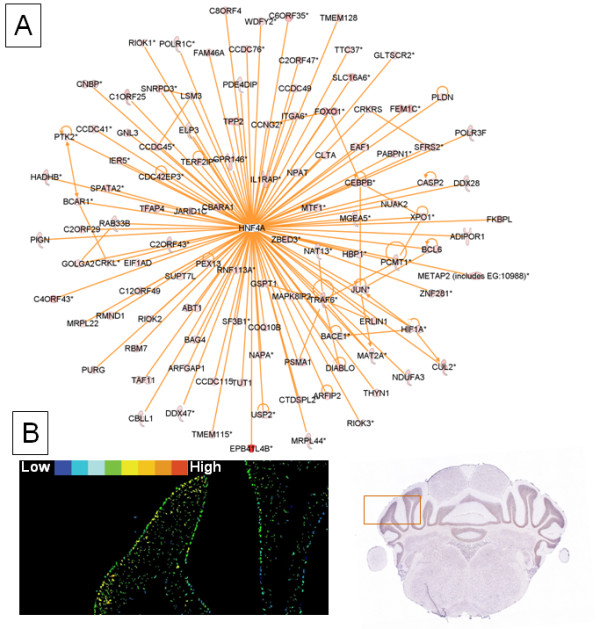
**Central role of transcription factor HNF4A in the region-specific response of cerebellum to hypoxia**. **(A)**. Network diagram showing the interactions between HNF4A and its numerous target genes that were up-regulated by hypoxia at least 1.2-fold in the cerebellum, but not in the hippocampus. The orange lines indicate interactions between molecules. **(B)**. Baseline expression pattern of HNF4A at the cellular level in the cerebellum of 8-week old male C57BL/6J mice using *in situ *hybridization(ISH) (Image ID 1746, Specimen ID 2397, Position 1875 from Allen Mouse Brain Atlas, Allen Institute for Brain Science, Seattle, WA, http://mouse.brain-map.org, accessed in April 2009). The left panel is the high power view of HNF4A expression in cerebellum cortex (the framed area in the right panel). The expression level is color coded. The right panel is the original Allen Mouse Brain Atlas image of the whole cerebellum (coronal section).

As the whole cerebellum was used in our current study, we sought evidence for the cellular localization of HNF4A using the Allen Mouse Brain Atlas (8-week old male C57BL/6J mice; *in situ *hybridization of ~20,000 genes; Allen Institute for Brain Science, Seattle, WA, http://mouse.brain-map.org). A picture from this atlas (Figure 5B) shows HNF4A mRNA in most if not all Purkinje cells of the cerebellum and in scattered cells in the granule cell layers (Figure 5B). HNF4A expression is almost absent in the molecular layers and in the deep nuclei of cerebellum (not shown). This restricted expression in a minority of the cells in cerebellum may explain the failure to detect HNF4A mRNA in whole cerebellum using RT-PCR (Mouse Genome Database, The Jackson Laboratory, Bar Harbor, Maine, http://www.informatics.jax.org) or on microarrays [21] or in our current study. 

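Hnf4a, a nuclear receptor known mainly from liver and gut, is measured by 4 probe sets, whose mean control intensity in cerebellum lay between 1.55 and 30.9. At H3 in cerebellum their log2 changes lay between -0.52 and 0.37, with a lowest adjusted p = 0.244. Transcription factor binding sites in promoters were not analysed here.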

HNF4A mRNA in situ hybridization has yet to be done in hypoxic cerebellum where cellular localization might change considerably.

Since there has not been any study of potential HNF4A target genes specifically in the cerebellum, a promoter site analysis was therefore performed in Genomatix software to identify additional potential target genes of HNF4A. The results show that 54% (642 genes) of the hypoxia-regulated genes seen only in cerebellum have HNF4A binding sites in their promoter regions. A total of 381 of the 642 genes have two or more binding sites for HNF4A. More interestingly, the integrin signaling pathway, which was exclusively up-regulated in cerebellum but not in hippocampus, was the most significant signaling pathway regulated by the 642 potential HNF4A target genes in the cerebellum.

## Discussion

The results demonstrate both time- and region-dependent gene expression responses to hypoxia. Of the 2324 hypoxia-regulated transcripts, most are specifically regulated in just a few brain regions. Some of them are under the control of similar transcription factors across regions like HIF-1α, GR and VDR/RXR, while others are not. A unique finding is that a large number of cerebellum-specific hypoxia responsive genes appear to be uniquely regulated by the HNF4A transcription factor. The finding of more up-regulated than down-regulated genes in cerebellum and other hindbrain structures compared to more down-regulated genes in forebrain, points to possible sacrifice of forebrain cognitive functions for support of life-preserving hindbrain functions during periods of marked hypoxic stress.

Predominant down-regulation of genes over up-regulation in forebrain following hypoxia could conserve energy but compromise specific forebrain functions. However, there are still many up-regulated genes in forebrain following hypoxia, and these are more involved in regulation of cell survival and cell growth than the down-regulated genes. This selective up regulation of cell survival genes, moreover, was a common feature for all the other investigated brain regions. 

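Ankrd37, a known HIF target, rose at R1 in 4 of 7 regions, throughout in 1, and Klf9, a zinc-finger factor induced by glucocorticoids, rose at H3 in cerebellum by 0.50 (SE 0.08, adjusted p = 0.00359). Klf15, another glucocorticoid-induced factor, rose at R1 in cortex by 0.85 (SE 0.18, adjusted p = 0.0491), a call lost without any 1 of 8 single arrays (highest adjusted p = 0.22, without control array 2). These lists of known targets were fixed before the data were examined, but after the paper had been read. The paper reports some such genes as higher in these samples, Klf15 in Table S4 and Klf9 in Table S3 among them. For such members the direction is not independent evidence. Of 22 other HIF targets 2 to 4 rose in a region at H3 (3 to 10 adjusted over the list alone), and the list stood above the other genes by camera at H3 and R1 in 7 regions, also with an estimated correlation (highest adjusted p = 0.0307 with an estimated correlation). Of 23 glucocorticoid-induced genes 3 to 6 rose at H3 (6 to 10 over the list alone), and the list stood higher in 7 regions at both times, with an estimated correlation in 4 at H3 (highest adjusted p = 0.0612 with an estimated correlation) and 7 at R1. Of 16 p53 targets up to 3 rose in a region at R1 (2 to 4 over the list alone), and the list stood higher in 4 regions at H3, none of them with an estimated correlation (lowest adjusted p = 0.0668 with an estimated correlation), and in 7 at R1, 5 of them with an estimated correlation (highest adjusted p = 0.0892 with an estimated correlation).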

Specific pathways included those for HIF signaling, glucocorticoid signaling, and P53 signaling, PI3K/AKT and ERK/MAPK signaling. Though the degree of hypoxia used in this study does not produce cell death [3,22,23], it may produce diffuse single strand DNA breaks that require repair [24,25]. This may account for the up-regulation of p53, PI3K/AKT and other pathways involved in DNA repair [26]

Among the hypoxia regulated genes, many are known HIF target genes [5,27,28]. Though HIF-1α plays a pivotal role in hypoxia sensing and signal transduction, its role in mediating hypoxia induced preconditioning effect is controversial, with several studies suggesting that HIF-1α might promote ischemic injury [29-32]. Microarray studies with brain specific HIF-1α knock out mouse even show that HIF-1α is dispensable for the hypoxia response[31]. If HIF related responses do not account for hypoxia preconditioning, then there must be other transcription factors and genes. Indeed, over half of the hypoxia regulated genes common to all brain regions lack HIF binding sites in their promoters but have sites for other hypoxia responsive transcription factors.

The glucocorticoid transcription regulation pathways are not commonly thought of as being associated with hypoxia and other types of preconditioning. However, these pathways might be considered since our promoter analyses show that genes with GRE (Glucocorticoid Responsive Elements) in their promoters are over-represented in those induced by one hour of hypoxia(Table 2), which is sufficient to produce hypoxia preconditioning [8]. Glucocorticoids are systemic stress hormones and can activate the glucocorticoid receptor (GR), a transcription factor that acts on GRE promoter elements [33]. Although the role of glucocorticoids in the context of HP has not been addressed, it is known that hypoxia (8% oxygen) increases glucocorticoids in the blood within 30-60 minutes [34-36]. Glucocorticoids can augment the expression of HIF1α-dependent genes via a direct interaction with HIF-1α [37]. Administration of synthetic glucocorticoids can decrease high altitude sickness, i.e. brain edema due to hypoxia [38]. Glucocorticoids applied 20 hours in advance can protect rat neurons from excitotoxin-induced apoptosis through PI3K/Akt-dependent phosphorylation of Cdkn1a [39]. Of note, our data show that hypoxia increased the expression of *Cdkn1a *(Fig. S2). 

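At H1 Cdkn1a stood from -0.61 in cerebellum to 0.07 in hippocampus at the probe set that Table S1 names, and at R3 from 0.67 in cerebral cortex to 2.14 in midbrain. The rises at R1 passed in thalamus, midbrain and cerebellum at that probe set, and at the second in 5 of 7 regions, throughout in 3.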

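Sgk1 rose at H3 in hippocampus by 1.26 (SE 0.23, adjusted p = 0.0191), a call lost without any 1 of 4 single arrays (highest adjusted p = 0.132, without control array 2), and Nfkbia stood 0.62 to 0.97 above the controls at R1. Tsc22d3, which encodes the glucocorticoid-induced leucine zipper, stood from -0.12 in thalamus to 0.21 in striatum at H3 and from 0.02 in thalamus to 0.28 in striatum at R1, and at its second probe set -0.15 to 0.28 and 0.05 to 0.38; at R3 it stood 0.08 to 0.39 and 0.11 to 0.43, and no region passed at any of these times, but both probe sets passed the F-test rule at 1.2-fold in cortex, hippocampus and striatum. Fkbp5 stood from -0.12 in pons and medulla to 0.31 in cerebellum at R1 and 0.28 to 0.70 at R3, with no region passing either, and passed the F-test rule in cortex, thalamus, midbrain and cerebellum, and its second probe set did so at 1.2-fold in cortex, hippocampus and striatum.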

According to our data, hypoxia induces many other glucocorticoid-inducible genes, including *Tsc22d3, Sgk1*, and *Nfkb1a*, as well as a member of the GR complex - FKBP5 (FK506 binding protein 5). Thus, glucocorticoid signaling could produce an alarm response to the hypoxia stress to augment the adaptive genomic response. Whether GR signaling plays a role in preconditioning has yet to be tested.

There is probably not a single pro-survival molecule or one pro-survival signaling pathway that accounts for hypoxia preconditioning. The redundant activation of multiple pro-survival mechanisms has been observed in many models, including hypoxia and ischemic preconditioning models [9,17,40]. Cellular protection may occur at many levels - and thus multiple pathways are needed to protect the cells as shown in Table 1.

The hypoxia preconditioning response appears to have little in common with an injury response. For example, very few transcripts were regulated by both hypoxia and ischemic stroke in the cerebral cortex (Additional file 2 table S5). A similar result has been found between an ischemic preconditioning and an ischemic stroke-induced gene expression response [17]. This result indicates that the protective effect induced by hypoxia is not achieved through a simple rehearsal of the ischemia event, but through a reprogramming of the transcriptional response [17].

Unlike the forebrain, there were many more up-regulated than down-regulated genes in cerebellum and other hindbrain structures including the pons and medulla. This could be due to the fact that brainstem and cerebellum play critical roles in maintaining cardiac and respiratory functions during periods of severe hypoxia and that higher order cognitive functions are shut down to conserve energy stores during hypoxia[41-43]. Indeed, hypoxic mice and other mammals are lethargic and inactive, but have marked increases of respiration, heart rate and autonomic responses during hypoxia. Our findings on the regional differences serve to emphasize that some aspects of "hypoxia preconditioning" *in vivo *may not be recapitulated by hypoxia or ischemia preconditioning *in vitro*.

The large number of up-regulated genes in cerebellum following hypoxia could suggest an important central role for cerebellum in the brain's preconditioning response. As noted above, cerebellum may play a role in coordinating respiratory, circulatory and other autonomic responses to hypoxia[41,42]. Though possible, it is not clear why there would not be similar numbers of up-regulated genes in the pons and medulla where these functions are primarily controlled. An alternative role for cerebellum in hypoxia preconditioning might occur through "central neurogenic neuroprotection," which is produced by stimulation of the cerebellum fastigial nucleus (FN) [44]. Reis and coworkers found that one hour of electrical stimulation of the FN prior to injury protected the rat brain from subsequent focal ischemia 1-3 days later [45,46]. The time course of this central neurogenic neuroprotection is similar to that of hypoxia preconditioning. The mechanism of neuroprotection is unknown, though FN stimulation pretreatment can decrease inflammation following ischemia and can modify the intrinsic sensitivity of forebrain neurons to apoptotic stimuli [47,48]. The many up-regulated genes in cerebellum produced by hypoxia imply that the cerebellum was indeed "stimulated." It is tempting to speculate that changes of gene expression in cerebellum during the hypoxia may be responsible, at least in part, for the hypoxia-induced neuroprotective effect through the "central neurogenic protection" mechanism. Indeed, an excitotoxic lesion of FN neurons prior to preconditioning ischemia blocks the neuroprotective effect of ischemic preconditioning against global ischemia in the rat [49]. Even though the cerebellar FN-mediated neuroprotection effect has been well documented, the neuronal circuitry from cerebellum to forebrain responsible for the preconditioning still has not been identified.

Although the cerebellum exhibits a different response to hypoxia compared to the hippocampus, the response in the cerebellum is still mediated to an extent by well-known hypoxia responsive signaling pathways. Besides HIF-1α, a series of nuclear receptor transcription factors appear to have important roles in the cerebellum-specific up regulation response, including GR, NRF2 (NF-E2-related factor 2), VDR/RXR, and estrogen receptor. One of the major findings of this study, however, is that over half of the 1241 hypoxia-regulated genes unique to cerebellum have binding sites in their promoters for HNF4A, another member of the nuclear receptor family.

As a tissue-specific transcription factor, hepatocyte nuclear factor 4A (HNF4A) was originally identified as a key transcription factor responsible for expression of hepatic-specific genes and is involved in tissue-specific cell differentiation and energy metabolism [20,50]. Mutations in this gene have been associated with monogenic autosomal dominant non-insulin-dependent diabetes mellitus type I, which stresses the important role of HNF4A in energy metabolism [51]. In addition, conditional HNF4A-knockout mice have down-regulation of a series of cell adhesion and junction molecules and severe failure of epithelial transformation [52], which is consistent with the potential HNF4A target genes regulated in the hypoxic cerebellum.

HNF4A is also known to be involved in the hypoxia response. HNF4A can interact directly with both HIF-1α and HIF-1β and is required for erythropoietin (EPO) transcription during hypoxia through interaction with HNF4A binding element in the EPO enhancer in the liver and kidney [53]. Mutation of the HNF4A binding site in the EPO promoter abolishes hypoxic induction of EPO [54]. According to our data, HNF4A appears to activate transcription for a large number of cerebellum-specific hypoxia responsive genes. Though a role for HNF4A in the hypoxia response in brain has yet to be proven, the current findings suggest that it plays a major role in the transcriptional response to hypoxia in the mammalian cerebellum.

## Conclusions

To the best of our knowledge, our data uncovered so far the most complete HP-induced gene expression responses in the adult mouse brain. Our results confirm that HP elicits both time- and region-dependent transcriptional responses that are required for maturation of the delayed protection effect of HP. Both region-independent and region-dependent expression changes were observed. Developmentally closely related regions share more commonality than remotely related regions: roughly, the response in the forebrain regions is distinctive from that in the hindbrain regions. At the same time, from the whole brain view the region-dependent response in vivo appears to be a well coordinated one under limited energy sources, with hindbrain function being well supported somewhat at the expenses of the forebrain function. Nonetheless, selective up-regulation of cell survival related genes appears to be a common feature for all the brain regions including the forebrain. A large proportion of HP-regulated genes themselves are gene expression regulators. The data analysis suggested the complexity of such underlying transcriptional regulation mechanism: both universal transcriptional regulation mechanism, such as HIF and GR, and region-specific transcription factors, such as HNF4A, have been responsible for the region-specific gene expression changes which is related to cell survival. It is likely that a cascade of signaling pathways rather than any single pathway has mediated the HP response and protection mechanism. Our data also revealed novel transcriptional regulation mechanisms that may have been underappreciated in HP neuroprotection mechanism, and indicated the potentially important role of cerebellum and other hindbrain structures in HP. The exact mechanism and function of the region-dependent responses to HP remain to be fully elucidated.

## Methods

### Animals

All studies were reviewed and approved by IACUC (Institutional Animal Care and Use) committee of the University of California at Davis. All mice had food and water available ad libitum on a 12 hour light/dark cycle, and were acclimated to the animal room for at least one week before the experiment.

### Hypoxia and Tissue Samples

C57BL/6 male mice, ages 8-9 weeks, were exposed to 8% O_2 _and 92% N_2 _for 3 hours in hypoxia chambers (BioSpherix, NY, USA) and then returned to room air in their home cages for 24 hours. Sham-treated control mice were also placed in the same chambers but with room air for 3h, and then returned to their home cages for 24h. During the experiments mouse brains were removed and dissected in a cold room (4°C) at the following time points: immediately after 1 hr of hypoxia (H1), immediately after 3 hr of hypoxia (H3), and after 1 (R1), 3 (R3), 6 (R6), 12 (R12), and 24 (R24) hours of re-oxygenation (R). Total RNA was purified from the following brain regions: cerebral cortex, hippocampus, striatum, thalamus, midbrain, cerebellum and pons/medulla. Three mice were studied for each hypoxia time point and sham condition, for a total of 24 mice studied and 168 samples (microarrays).

### RNA and microarray

Brain samples were homogenized in 1 ml of TRIZOL Reagent (Invitrogen Corporation, Carlsbad, California). RNA purification was carried out according to the manufacturer's recommendations (Protocol 18057N, Invitrogen Corporation, Carlsbad, CA). The RNA pellet was cleaned using a RNAeasy mini kit (Qiagen, Valencia, CA). RNA purity and integrity were assessed using a Nanodrop spectrophotometer (NanoDrop Technologies, Wilmington, DE) and an Agilent Bioanalyzer (Agilent Technologies Inc., Palo Alto, CA). Samples (5 μg of total RNA) were processed on whole genome "GeneChip® Mouse Expression 430 2.0" arrays according to the Affymetrix technical manual (Affymetrix GeneChip® Expression Analysis Manual 701023, Rev. 4, Affymetrix). Samples had to have an A260/A280 absorbance ratio greater than 1.9 and a 28S/18S rRNA ratio greater than 1.5. The raw data are available through NCBI Gene Expression Omnibus (GEO) with series accession number [GEO: GSE19709].

### Microarray Data Analysis

Raw signals were transformed into .CEL files in GCOS software (Affymetrix, Santa Clara, CA). Probe data were generated using the Robust Multi-chip Average with GC-content Background Correction (GCRMA, http://www.bioconductor.org) in Genespring 7 software (Silicon Genetics, Redwood City, CA). This involves background correction, quantile normalization, and summarization of the probe-set values into gene-level expression measurements. The expression data for each brain region of hypoxia treated mice were then normalized to the averaged values for each brain region from the sham treated mice. Differentially regulated genes were determined using a one-way ANOVA analysis and a Benjamini Hochberg False Discovery Rate (FDR) (<0.05) method for multiple comparison corrections [55], followed by a Student's post hoc test.

We performed a separate analysis that was designed to minimize the number of false negative genes. Those genes whose expression changed little under the different experimental conditions were filtered out. Specifically, only those genes whose expression changed at least 1.3-fold from the baseline value in at least two of the hypoxia-treated samples were selected for downstream analysis. This filter helped maximize the number of genes. This approach removed approximately 60% of probe sets prior to further analysis. The remaining genes were then subjected to a one-way ANOVA analysis. The resulting gene lists not only contained a significant number of genes that overlapped with the one generated by the aforementioned analysis with no pre-filtering, but it also contained a significant number of genes missed in the initial analysis without the pre-filtering step. These additional positive genes were then combined with the genes derived from the initial analysis without pre-filtering. Less stringent 1.2 fold change gene lists were used for functional analyses and more stringent 1.5-fold change gene lists were used to analyze transcription factor binding sites.

For example, in the cerebral cortex, the analysis of HP samples using pre-filtering indicated that the expression of 831 genes changed during the time course; this set of genes included 94.4% of the 531 genes generated by the same analysis without pre-filtering. The additional 339 genes in the pre-filtering analysis were added to the initial 531 genes, resulting in the final list of 860 genes. However, if a 1.5 fold change cut off was used, a total of 503 genes were identified as HP regulated genes in the cerebral cortex.

### Functional Analysis

Genes that met statistical criteria were analyzed using Ingenuity Pathways Analysis (IPA 6.5, Ingenuity® Systems, http://www.ingenuity.com) to explore molecular functions, signaling pathways and interaction networks. These analyses identified the most statistically significant biological functions or canonical pathways in the data set. Fischer's exact test was used to calculate a p-value describing the probability that a given biological function or canonical pathway was assigned to that data set due to chance alone. An interaction network is a graphical representation of the molecular relationships between genes and gene products. Gene products are represented as nodes, and the biological relationship between two nodes is represented as a line that is supported by at least one reference from the literature.

The in situ hybridization data for HNF4A mRNA expression in cerebellum were obtained from the Allen Brain Atlas, a genome-wide image database of gene expression in the brain of 8 week old C57BL/6J mice (http://mouse.brain-map.org). Non-radioactive digoxigenin-labeled HNF4A riboprobes were synthesized and hybridized to HNF4A mRNA in brain tissue sections. Detailed methods can be found in the reference for the Allen Brain Atlas [56].

### Promoter Prediction and Analysis

Transcription factor binding site (TFBS) analysis of the promoter sequences was carried out in GEMS Software (Genomatix software, www.genomatix.de). GEMS provides genome annotation, promoter sequence retrieval, a search engine for transcription factor binding sites, and a transcription factor knowledge base. Promoter sequences were extracted from 500 bp upstream and 100 bp downstream of the transcription start site of genes of interest. Although the exact length of a promoter can only be defined experimentally, a commonly accepted definition of proximal promoter region for transcription factor binding is typically 250-500 bp located directly upstream of the site of initiation of transcription in eukaryotes [57]. It is a common practice for an initial in silico analysis to refrain from extending the length beyond the proximal promoter region. This will help to minimize false positive findings for computation prediction. Genomatix develops optimized algorithm for promoter modeling and predicting based on the region between 500 bp upstream and 100 bp downstream of the transcription start site. MatInspector within GEMS was used to scan transcription factor matrix matches in input sequences based on position weight matrices. The weight matrix for a specific transcription factor binding site reflects the differences in the degree of conservation of a specific nucleotide at a specific position. In order to reduce false positives, the resulting matrix similarity score for a transcription factor was compared to the optimized threshold value which is individualized for individual transcription factor binding site matrix [58]. A p value was then determined as the probability to obtain an equal or greater number of sequences with a match in a randomly drawn sequence set of the same size as the input sequence set. The computational methods used in Genomatix have been successfully applied to identify proven functional transcription factor binding sites [59,60].

## Abbreviations

Cdkn1a: cyclin-dependent kinase inhibitor 1A; EPO: Erythropoietin; FKBP5: FK506 binding protein 5; FN: cerebellar fastigial nucleus; GR: glucocorticoid receptor; GRE: Glucocorticoid Responsive Elements; HIF: Hypoxia-inducible transcription factor; HNF4A: hepatic nuclear receptor 4A; HP: hypoxia preconditioning; IGF: Insulin-like growth factor; klf4: Krueppel-like factor 4; Nfkb1a: nuclear factor of kappa light polypeptide gene enhancer in B-cells; NRF2: NF-E2-related factor 2. PI3K/AKT: Phosphatidylinositol-3-kinase/Protein kinase B; Sgk1: serum/glucocorticoid regulated kinase 1(Previous name: serum/glucocorticoid regulated kinase); Tsc22d3: TSC22 domain family, member 3(Previous name: Glucocorticoid-induced leucine zipper protein); VDR/RXR: Vitamin D Receptor/Retinoic Acid X Receptor;

## Authors' contributions

HX and FRS conceived of the study. HX, AL performed the experiments. All the authors participated in its design and coordination. HX analyzed the data and drafted the manuscript. All authors read and approved the final manuscript.

## Additional data files

The following additional data files are available with the online version of this paper: Additional file 1 contains Figure S1 to S5; Additional file 2 contains Table S1 to S5.

## Supplementary Material

Additional file 1 **Figure S1. Classification overview of the hypoxia-regulated genes in the brain**. (A). Sub-cellular localization of proteins encoded by these genes. (B). Molecular type classifications of the gene products. Figure S2. Time course of expression of selected HIF-1 alpha target genes in all brain regions studied. Diagram of the expression activities of *Cdkn1a *(Cyclin-dependent kinase inhibitor 1A (P21)) and *Ddit4 *(DNA damage-inducible transcript) over the time course after HP treatment in each brain region. Figure S3. Cluster analysis diagram of the expression profiles from each forebrain region. Expression heatmap and cluster tree diagram showing the common expression pattern of the 300 transcripts over the time course after HP treatment in all three forebrain regions. Figure S4. Interactive signaling network associated with the genes up-regulated by HP in all the forebrain regions. Diagram of the interplay among various signaling pathways during the responses to HP treatment. Figure S5. Expression of krueppel-like binding factor 4 (*Klf4*) in the forebrain regions after HP. Shows the expression changes of *Klf4 *genes, represented by two probes, in each forebrain region over the time course after preconditioning hypoxia. Click here for file

Additional file 2 **Table S1. Verified HIF-1 alpha target genes regulated by HP**. List of verified 17 HIF-1 alpha target genes which are regulated by HP in at least one of the brain regions investigated. Table S2. Computationally predicted HIF-1alpha target genes whose expression was regulated by HP. 

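F3, the tissue factor that starts blood clotting, rose in cerebellum at H3 by 1.16 (SE 0.17, adjusted p = 0.00198), and Mylip, a ubiquitin ligase that degrades lipoprotein receptors, fell at H3 in 6 of 7 regions, throughout in 3. Of the 38 genes of Table S2 36 were analysed here, of which 8 to 14 rose in a region at H3 and at most 4 fell, and adjusted over the list alone 19 to 22 rose. At R1 7 to 13 rose. The list stood above the other genes by camera in 7 regions at H3 and at R1, also with an estimated correlation (lowest adjusted p = 3.3e-06 and highest adjusted p = 0.0216, each with an estimated correlation). The study chose the list for being regulated in these samples, so this is not independent evidence.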

List of 38 predicted HIF-1alpha target genes which are regulated by HP in all brain regions. Table S3. Molecular functions significantly associated with the top three networks formed by HP-regulated genes in each forebrain region. The top networks were ranked by their significance scores determined by network analysis in Ingenuity database. Table S4. Transcripts commonly up-regulated in all the three forebrain regions. List of 87 transcripts commonly up-regulated in cerebral cortex, hippocampus and striatum. The time points at which the transcript showed statistically significant expression change are provided together with corresponding fold change value. 

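Txnip, Depp1 and Vegfa are among the 87 probe sets of Table S4, and all of its listed changes had the same sign here as the mean log2 change over cortex, hippocampus and striatum: 37 at H1, 64 at H3, 55 at R1, 18 at R3, 17 at R6 and 1 at R12. Across the probe sets, which are not independent replicates, the log2 values correlated with r = 0.863 at H1, 0.864 at H3, 0.701 at R1, 0.81 at R3 and 0.438 at R6. The median absolute log2 change at H3 was 0.69 here and 1 in the paper. Of these probe sets 33 were regulated in each of the 3 regions at the 1.2-fold threshold, 24 in 2, 14 in 1 and 16 in none.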

Table S5. Common genes regulated by both hypoxia preconditioning and acute ischemia in the brain. List of genes commonly regulated in both mice HP model and rodent (mice or rat) MCAO model. Click here for file

# Supplementary material for: Regional genome transcriptional response of adult mouse brain to hypoxia
**Source:** BMC Genomics. 2011 Oct 11;12:499. doi: 10.1186/1471-2164-12-499

## **Additional File 1 Figure Legends**

### **Additional file 1, figure S1.**

**Classification overview of the hypoxia-regulated genes in the brain. (A)** Sub-cellular localization of proteins encoded by genes whose expression is altered by hypoxia. The pie diagram was constructed based on annotations from the Ingenuity Knowledge Base and the Affymetrix Netaffy Tool. The size of the slice representing each cellular compartment within the pie indicates the relative percentage of gene products located in that compartment. A total of 1389 transcripts were classified whose protein products have subcellular localizations described in the database. The expression of these transcripts is altered at least 1.5-fold by HP.

**(B)** Overview of the types of the gene products regulated by HP in at least one brain region based on the annotations in the Ingenuity Knowledge Base. A total of 853 transcripts were classified whose expression is changed at least 1.5-fold by HP and for which molecular type annotations exist in the database. The x-axis indicates the various molecular type classifications, and the y-axis gives the total number of transcripts associated with each type of molecule.

### **Additional file 1, figure S2.**

#### **Time course of expression of selected HIF-1 alpha target genes in all brain regions studied.**

Cdkn1a: Cyclin-dependent kinase inhibitor 1A (P21). Ddit4: DNA damage-inducible transcript.

The y-axis is the expression value (normalized and log-transformed). The x-axis shows the time course after HP in the following order: C, control; H1, immediately after 1 hr of hypoxia; H3, immediately after 3 hr of hypoxia; R1, 1 hr after reoxygenation; R3, 3 hr after reoxygenation; R6, 6 hr after reoxygenation; R12, 12 hr after reoxygenation; R24, 24 hr after reoxygenation.

Regions: cerebral cortex (Cortex), hippocampus (Hippo.), striatum (Stri.), thalamus (Thal.), midbrain (Mid.), pons and medulla (Pon.), cerebellum (Cere.).

**Additional file 1, figure S3.**

**Cluster analysis diagram of the expression profiles from each forebrain region.**

This analysis is based on the 300 transcripts regulated in all three forebrain regions. Each column represents individual conditions having the characteristics labeled along the x-axis: The three forebrain brain regions are distinguished from each other using colored squares along the x-axis (red, cerebral cortex; blue, hippocampus; purple, striatum); the time point is indicated below the x-axis. Each row represents an individual transcript. The average expression value of each transcript in each condition is color-coded, with red high and green low, as shown in the color bar to the right of the figure. Conditions with similar expression profiles were indicated by the closer distances of the corresponding branches in the tree structure at the top of the figure. The same time points from different regions cluster together, suggesting that different forebrain regions share similar expression profiles along the time course. Transcripts with similar expression activities across all conditions clustered together, as shown in the tree diagram on the y-axis. The top cluster of rows of transcripts contains those up-regulated by HP in the forebrain regions.

**Additional file 1, figure S4.**

**Interactive signaling network associated with the genes up-regulated by HP in all the forebrain regions.** For this network analysis, 30 genes from 87 transcripts that were up-regulated in all the forebrain regions were selected based on their known association with cell

death/survival or growth regulation according to published studies. The light green lines indicate varieties of interactions between the connected molecules, such as protein-protein binding, phosphorylation, and activation. Selective molecules are color-coded according to the corresponding signaling pathways. For example, red represents glucocorticoid receptor signaling; dark red, HIF-1 alpha signaling pathways; orange, the P53 pathway; blue, the ERK/MAPK pathway; pink, the insulin/IGF-1 pathway.

**Additional file 1, figure S5.**

**Expression of krueppel-like binding factor 4 (Klf4) in the forebrain regions after HP.**

The x-axis shows the time course in each forebrain region after preconditioning hypoxia in the following order: C, control; H1, immediately after 1 hr of hypoxia; H3, immediately after 3 hr of hypoxia; R1, 1 hr after reoxygenation; R3, 3 hr after reoxygenation; R6, 6 hr after reoxygenation; R12, 12 hr after reoxygenation; R24, 24 hr after reoxygenation. This gene was measured by two probe sets on the Affymetrix MU430 2.0 array, and both results correlated with each other. 

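At the second Klf4 probe set the H1 change was 0.82 (SE 0.17, adjusted p = 0.263) in cortex, in pons and medulla it rose at H1 by 0.96 (SE 0.16, adjusted p = 0.0249), a call lost without any 1 of 2 single arrays (highest adjusted p = 0.213, without control array 1), and at H3 it rose in 4 of 7 regions, throughout in 1, with log2 changes from 0.67 in cerebellum to 1.12 in pons and medulla.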

The y-axis is the normalized gene expression value.

**Fig. S1A**

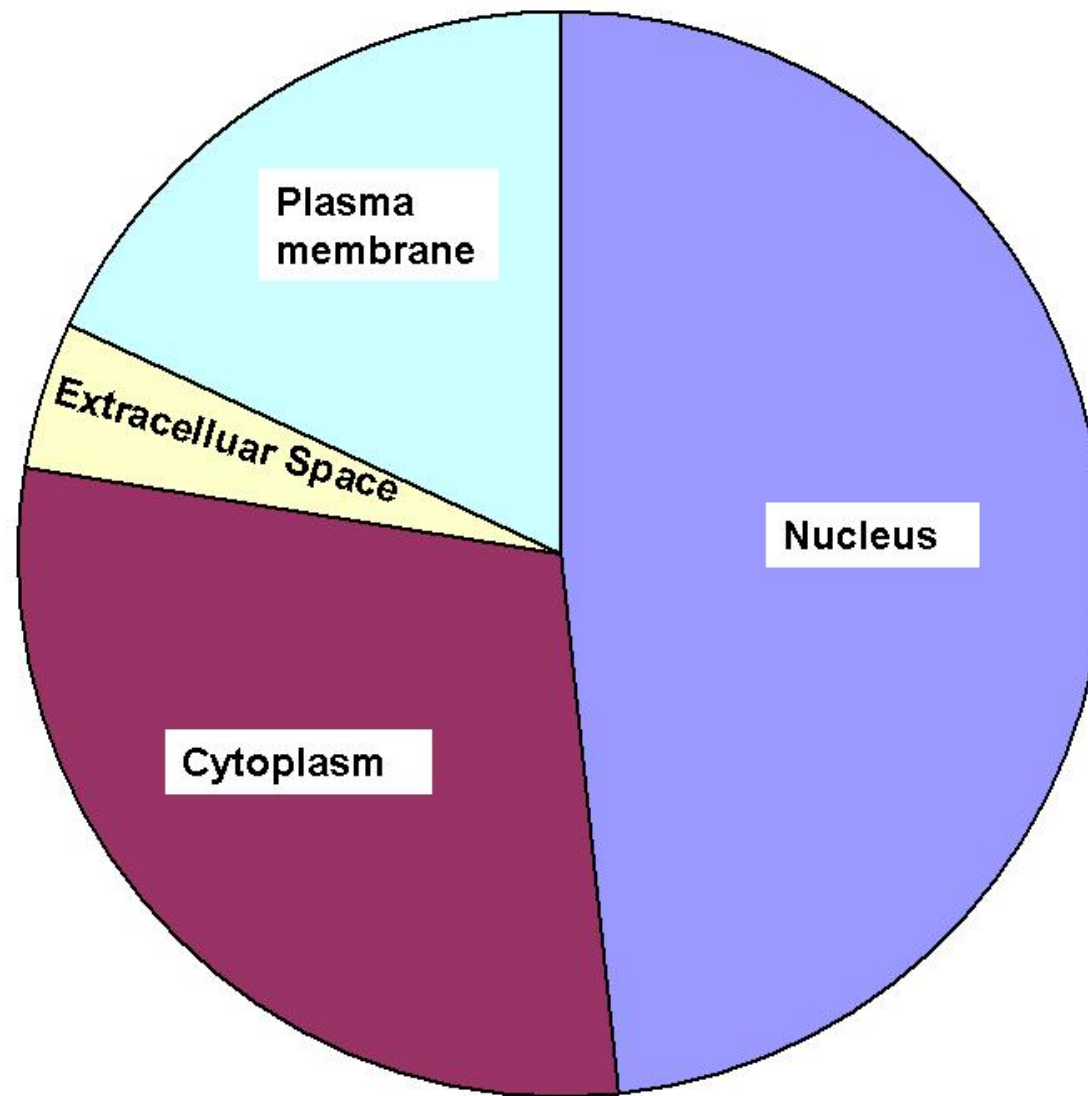

**Fig. S1B**

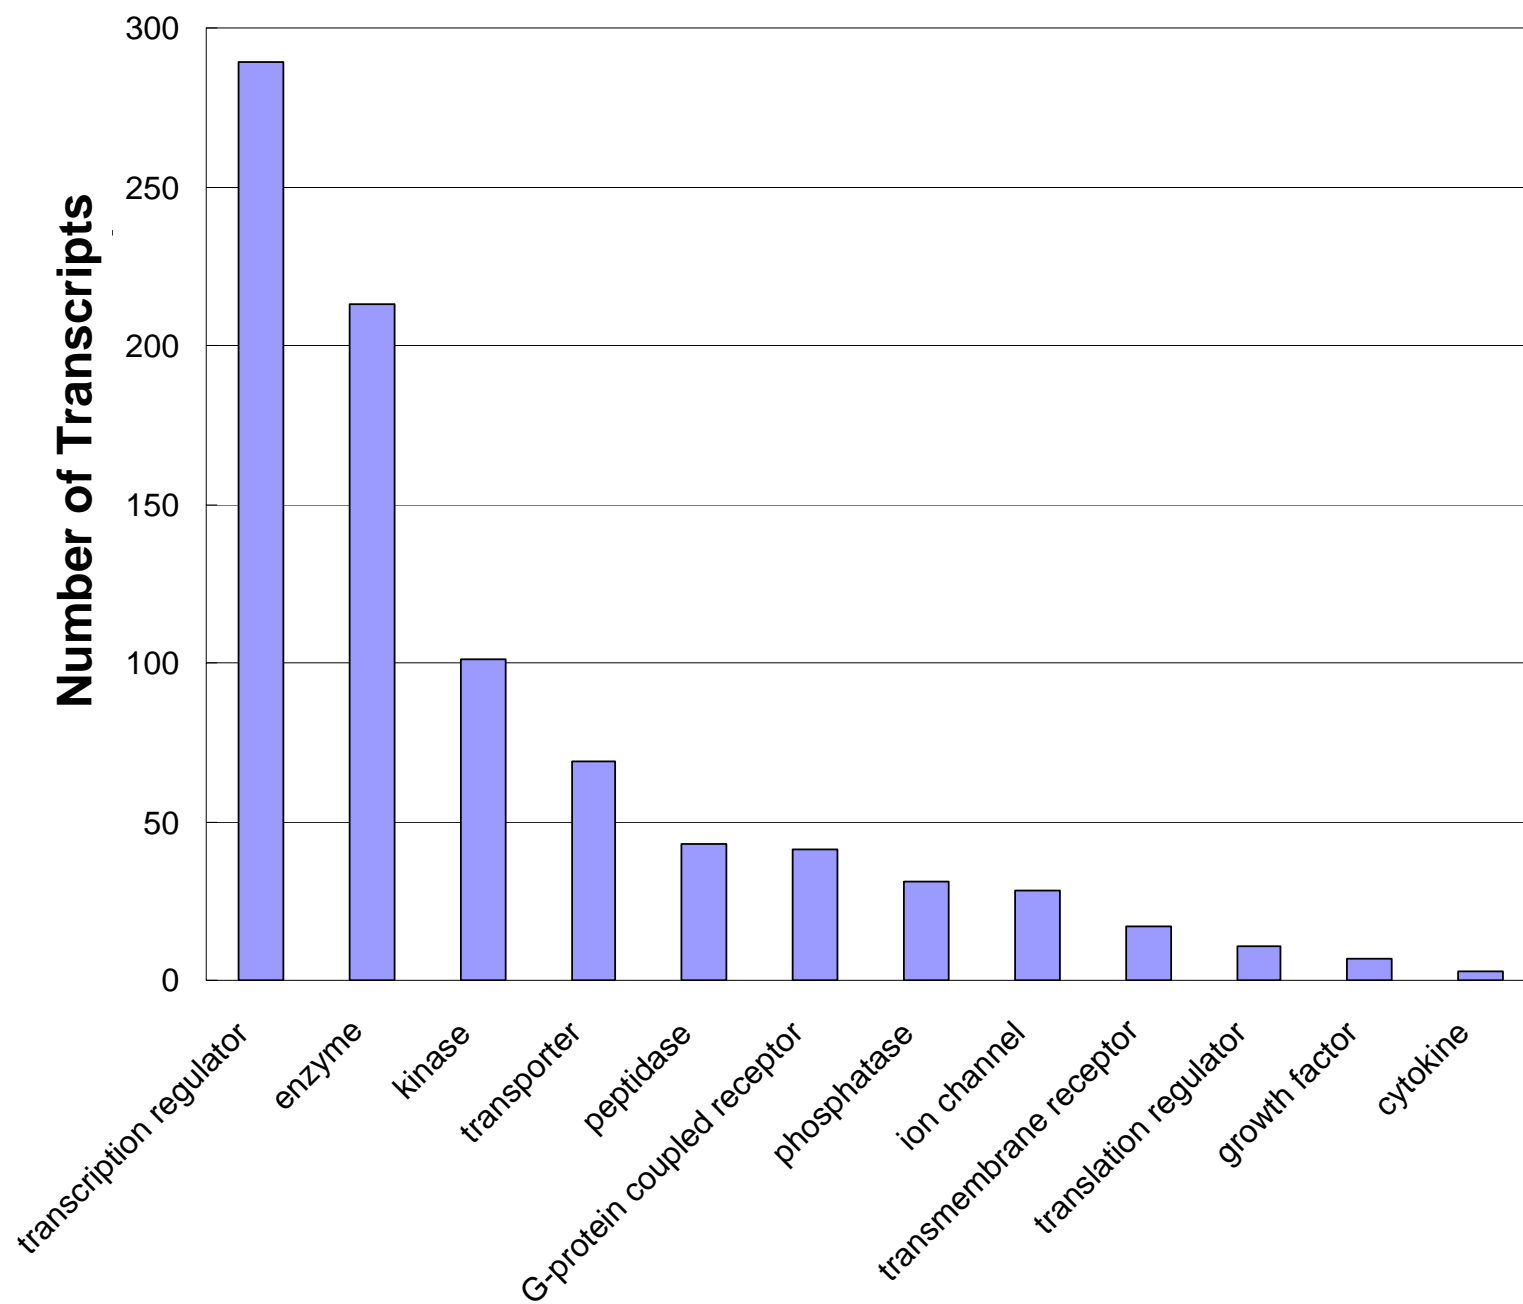

Fig. S2

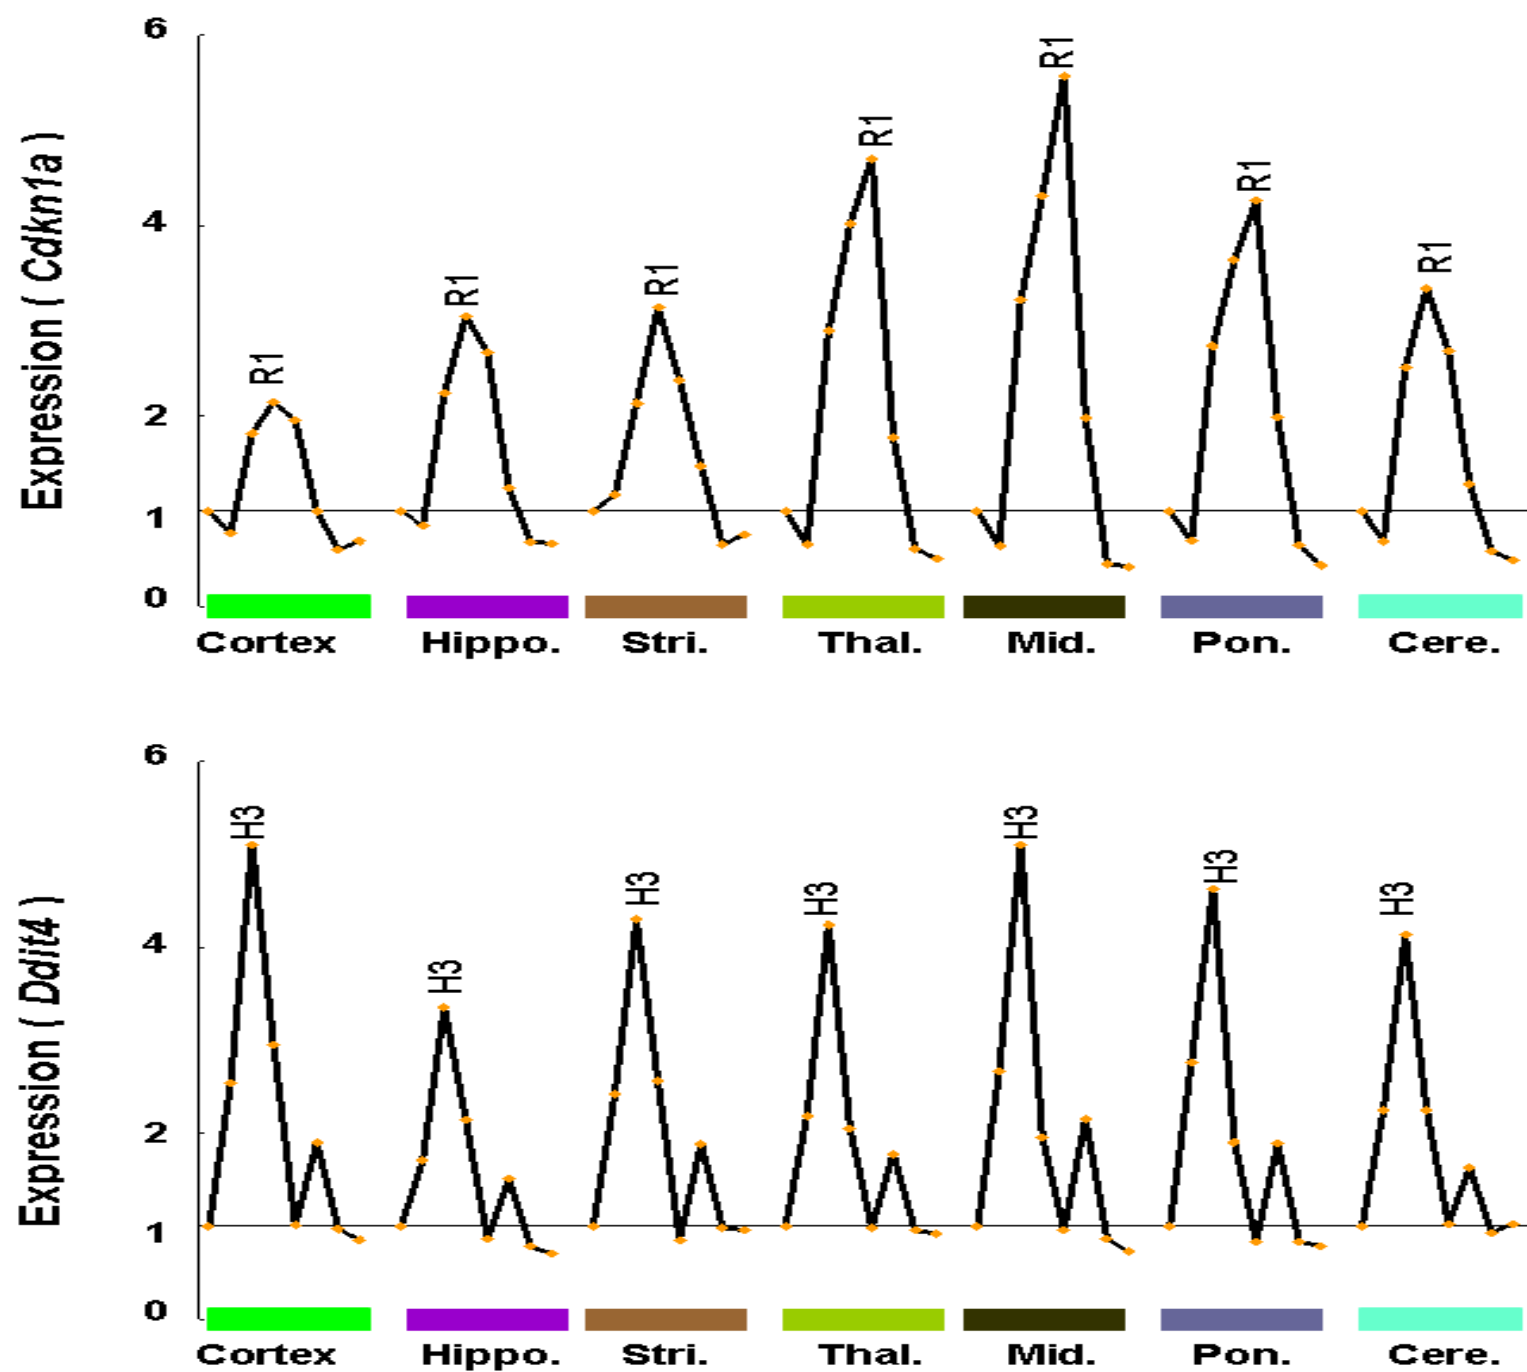

Fig. S3

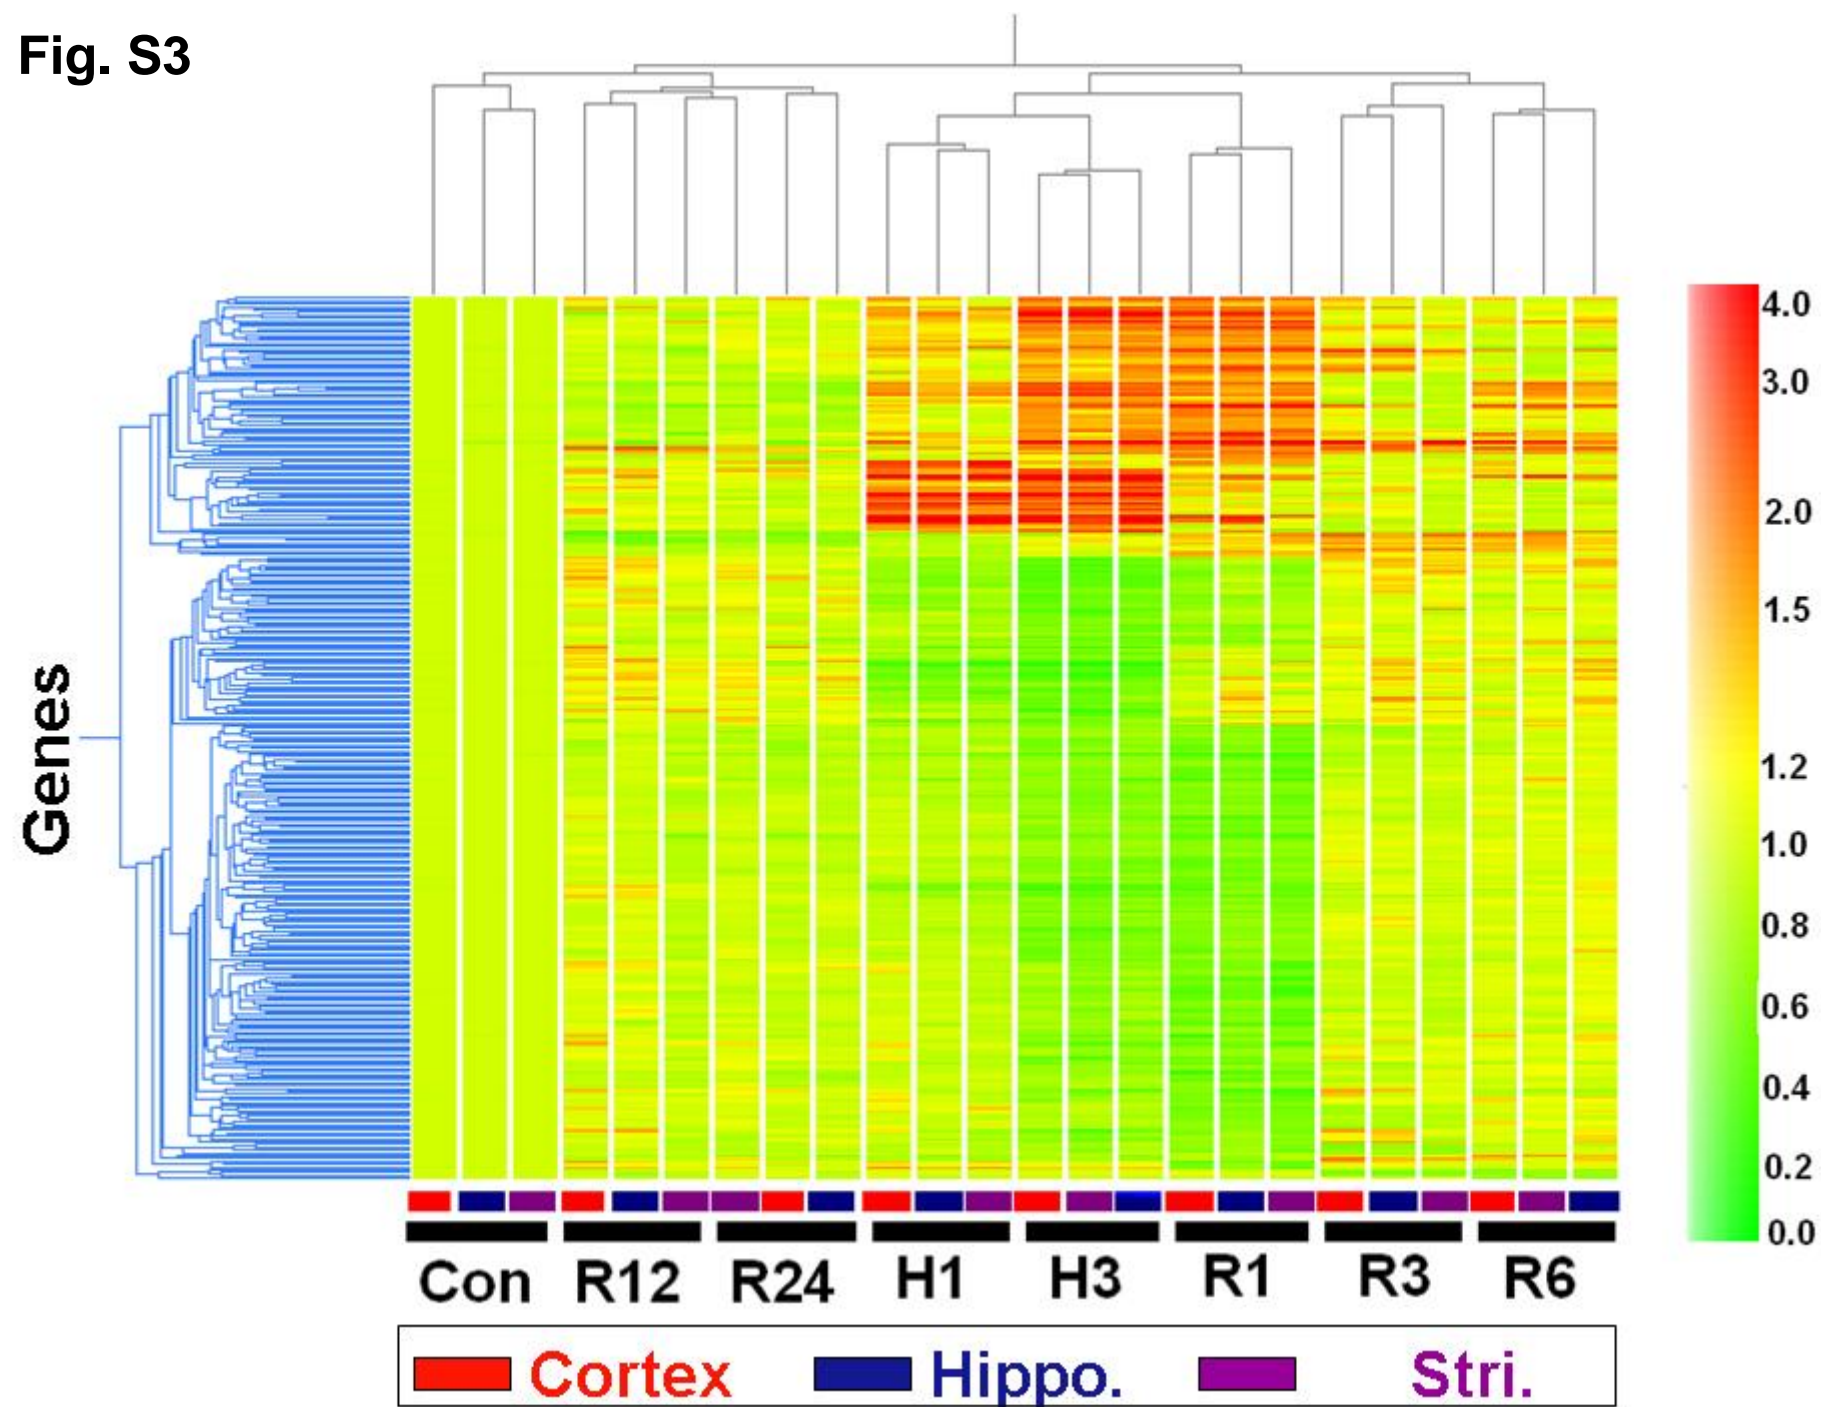

### Fig. S4

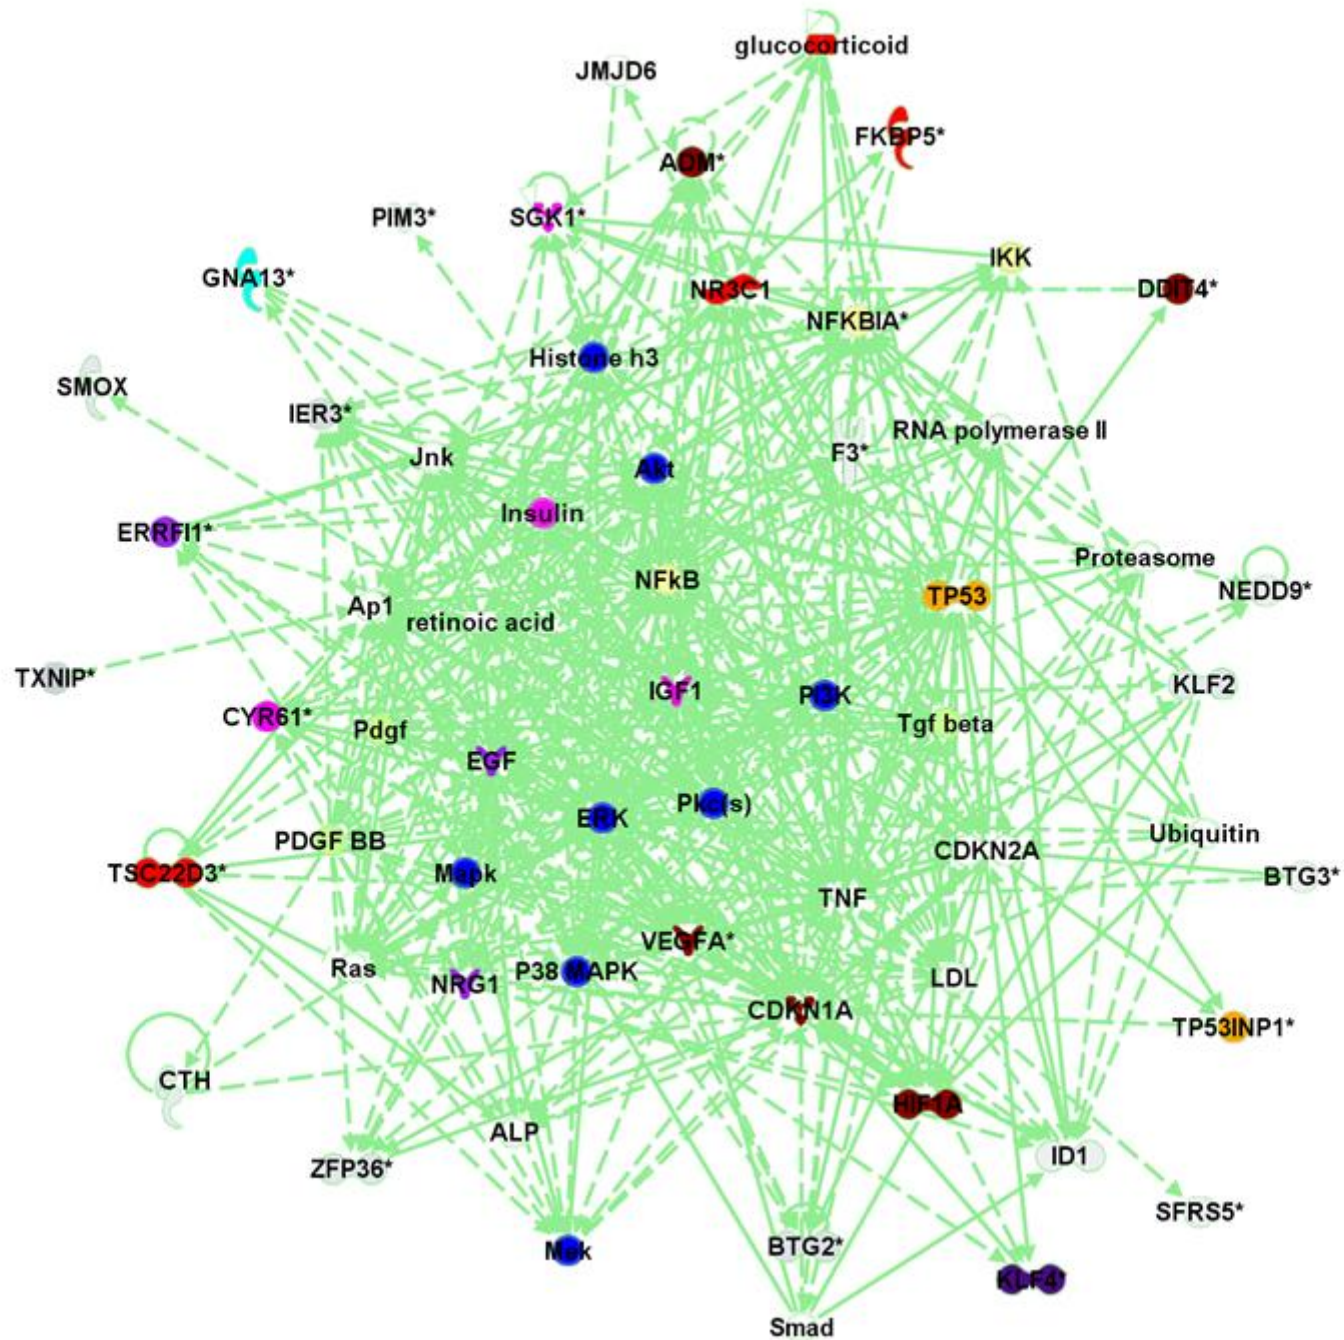

**Fig. S5**

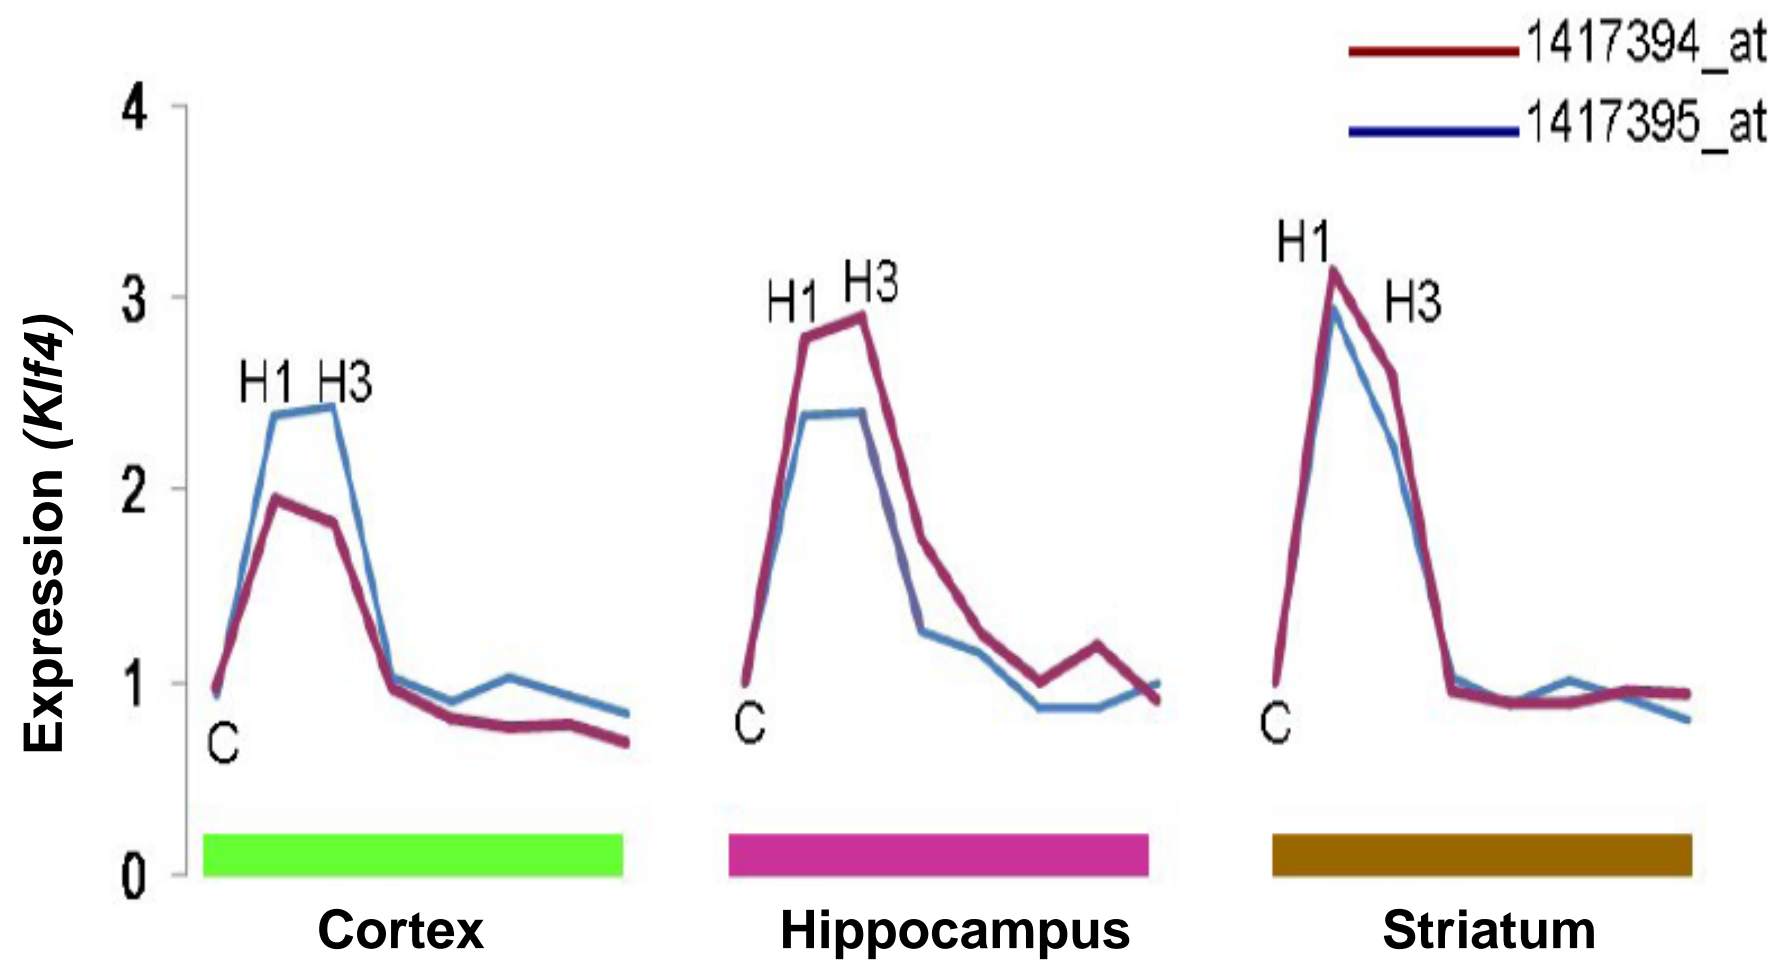

**Supplement:** Additional file 1 — Figure S1. Classification overview of the hypoxia-regulated genes in the brain. (A). Sub-cellular localization of proteins encoded by these genes. (B). Molecular type classifications of the gene products. Figure S2. Time course of expression of selected HIF-1 alpha target genes in all brain regions studied. Diagram of the expression activities of Cdkn1a (Cyclin-dependent kinase inhibitor 1A (P21)) and Ddit4 (DNA damage-inducible transcript) over the time course after HP treatment in each brain region. Figure S3. Cluster analysis diagram of the expression profiles from each forebrain region. Expression heatmap and cluster tree diagram showing the common expression pattern of the 300 transcripts over the time course after HP treatment in all three forebrain regions. Figure S4. Interactive signaling network associated with the genes up-regulated by HP in all the forebrain regions. Diagram of the interplay among various signaling pathways during the responses to HP treatment. Figure S5. Expression of krueppel-like binding factor 4 (Klf4) in the forebrain regions after HP. Shows the expression changes of Klf4 genes, represented by two probes, in each forebrain region over the time course after preconditioning hypoxia.

# Supplementary material for: Regional genome transcriptional response of adult mouse brain to hypoxia
**Source:** BMC Genomics. 2011 Oct 11;12:499. doi: 10.1186/1471-2164-12-499
**Supplement:** Additional file 2 — Table S1. Verified HIF-1 alpha target genes regulated by HP. List of verified 17 HIF-1 alpha target genes which are regulated by HP in at least one of the brain regions investigated. Table S2. Computationally predicted HIF-1alpha target genes whose expression was regulated by HP. List of 38 predicted HIF-1alpha target genes which are regulated by HP in all brain regions. Table S3. Molecular functions significantly associated with the top three networks formed by HP-regulated genes in each forebrain region. The top networks were ranked by their significance scores determined by network analysis in Ingenuity database. Table S4. Transcripts commonly up-regulated in all the three forebrain regions. List of 87 transcripts commonly up-regulated in cerebral cortex, hippocampus and striatum. The time points at which the transcript showed statistically significant expression change are provided together with corresponding fold change value. Table S5. Common genes regulated by both hypoxia preconditioning and acute ischemia in the brain. List of genes commonly regulated in both mice HP model and rodent (mice or rat) MCAO model.

Supplementary Table S1. Seventeen verified HIF-1 alpha target genes regulated by HP.

| Gene Symbol     | Description                                                                          | Genbank   | Representative Probe ID |
|-----------------|--------------------------------------------------------------------------------------|-----------|-------------------------|
| <i>Adm</i> *    | adrenomedullin                                                                       | NM_009627 | 1416077_at              |
| <i>Cdkn1a</i> * | cyclin-dependent kinase inhibitor 1A (P21)                                           | NM_007669 | 1421679_a_at            |
| <i>Ets1</i> *   | E26 avian leukemia oncogene 1, 5' domain                                             | BB151715  | 1452163_at              |
| <i>Ddit4</i> *  | DNA-damage-inducible transcript 4                                                    | AK017926  | 1428306_at              |
| <i>Vegfa</i> *  | vascular endothelial growth factor A                                                 | NM_009505 | 1420909_at              |
| <i>Edn1</i>     | endothelin 1                                                                         | D43775    | 1451924_a_at            |
| <i>Bhlhb2</i>   | basic helix-loop-helix domain containing, class B2                                   | NM_011498 | 1418025_at              |
| <i>Cited2</i>   | Cbp/p300-interacting transactivator, with Glu/Asp-rich<br>carboxy-terminal domain, 2 | Y15163    | 1452207_at              |
| <i>Ctgf</i>     | connective tissue growth factor                                                      | NM_010217 | 1416953_at              |
| <i>Cxcl12</i>   | chemokine (C-X-C motif) ligand 12                                                    | NM_013655 | 1417574_at              |
| <i>Idb2</i>     | inhibitor of DNA binding 2                                                           | NM_010496 | 1422537_a_at            |
| <i>Igfbp1</i>   | insulin-like growth factor binding protein 1                                         | NM_008341 | 1418918_at              |
| <i>Mt1</i>      | metallothionein 1                                                                    | BC027262  | 1451612_at              |
| <i>Nr4a1</i>    | nuclear receptor subfamily 4, group A, member 1                                      | NM_010444 | 1416505_at              |
| <i>Nt5e</i>     | 5' nucleotidase, ecto                                                                | AV273591  | 1428547_at              |
| <i>Pfkfb3</i>   | 6-phosphofructo-2-kinase/fructose-2,6-biphosphatase<br>3                             | NM_133232 | 1416432_at              |
| <i>Pmaip1</i>   | phorbol-12-myristate-13-acetate-induced protein 1                                    | NM_021451 | 1418203_at              |

\* Regulated by HP in all the brain regions investigated

**Supplementary Table S2.** Thirty-eight genes that are regulated by HP in all brain regions and whose promoter regions have potential HIF transcription factor family binding sites

| Gene Symbol          | Gene Title                                                                          | GO biological process term                                           | GeneBank ID |
|----------------------|-------------------------------------------------------------------------------------|----------------------------------------------------------------------|-------------|
| <i>1190005F20Rik</i> | RIKEN cDNA 1190005F20 gene                                                          | tRNA processing /// tRNA processing                                  | AK004493    |
| <i>4930535B03Rik</i> | RIKEN cDNA 4930535B03 gene                                                          | ---                                                                  | BM206427    |
| <i>Ap2a2</i>         | adaptor protein complex AP-2, alpha 2 subunit                                       | protein complex assembly /// transport /// intracellular protein tra | AK009735    |
| <i>Apold1</i>        | apolipoprotein L domain containing 1                                                | ---                                                                  | BM123813    |
| <i>Arrdc2</i>        | arrestin domain containing 2                                                        | ---                                                                  | AW542672    |
| <i>Arrdc3</i>        | arrestin domain containing 3                                                        | ---                                                                  | BG072824    |
| <i>Axud1</i>         | AXIN1 up-regulated 1                                                                | apoptosis                                                            | BG070296    |
| <i>Btg2</i>          | B-cell translocation gene 2, anti-proliferative                                     | transcription /// regulation of transcription, DNA-dependent /// p   | NM_007570   |
| <i>Btg2</i>          | B-cell translocation gene 2, anti-proliferative                                     | transcription /// regulation of transcription, DNA-dependent /// p   | NM_007570   |
| <i>Ccdc76</i>        | coiled-coil domain containing 76                                                    | ---                                                                  | BG085812    |
| <i>Cdkn1a</i>        | cyclin-dependent kinase inhibitor 1A (P21)                                          | response to DNA damage stimulus /// cell cycle /// cell cycle arr    | AK007630    |
| <i>Clk1</i>          | CDC-like kinase 1                                                                   | protein amino acid phosphorylation /// peptidyl-serine phosphor      | U21209      |
| <i>Ddit4</i>         | DNA-damage-inducible transcript 4                                                   | apoptosis /// negative regulation of signal transduction             | AK017926    |
| <i>Eltd1</i>         | EGF, latrophilin seven transmembrane domain containing 1                            | signal transduction /// G-protein coupled receptor protein signal    | BC017134    |
| <i>Errfi1</i>        | ERBB receptor feedback inhibitor 1                                                  | stress-activated protein kinase signaling pathway                    | NM_133753   |
| <i>Ets1</i>          | E26 avian leukemia oncogene 1, 5' domain                                            | transcription /// regulation of transcription, DNA-dependent /// re  | BB151715    |
| <i>F3</i>            | coagulation factor III                                                              | blood coagulation /// blood coagulation                              | BC024886    |
| <i>Fbxo30</i>        | F-box protein 30                                                                    | ubiquitin cycle                                                      | BB706685    |
| <i>Galnt7</i>        | UDP-N-acetyl-alpha-D-galactosamine: polypeptide N-acetylgalactosaminyltransferase 7 | protein amino acid O-linked glycosylation                            | AV302406    |
| <i>Gm129</i>         | gene model 129, (NCBI)                                                              | ---                                                                  | BB407125    |
| <i>Gpr146</i>        | G protein-coupled receptor 146                                                      | signal transduction /// G-protein coupled receptor protein signal    | BQ177047    |
| <i>H3f3b</i>         | H3 histone, family 3B                                                               | nucleosome assembly                                                  | BM241237    |

**Supplementary Table S2. (Cont')**

| <b>Gene Symbol</b> | <b>Gene Title</b>                                              | <b>GO biological process term</b>                                  | <b>GeneBank ID</b> |
|--------------------|----------------------------------------------------------------|--------------------------------------------------------------------|--------------------|
| <i>Hmgb2</i>       | high mobility group box 2                                      | base-excision repair, DNA ligation /// base-excision repair, DNA   | C85885             |
| <i>Hmgb2</i>       | high mobility group box 2                                      | base-excision repair, DNA ligation /// base-excision repair, DNA   | X67668             |
| <i>Id3</i>         | inhibitor of DNA binding 3                                     | negative regulation of transcription from RNA polymerase II pro    | NM_008321          |
| <i>Ier3</i>        | immediate early response 3                                     | ---                                                                | NM_133662          |
| <i>Jag1</i>        | jagged 1                                                       | morphogenesis of an epithelial sheet /// cell communication ///    | AV359819           |
| <i>Klf4</i>        | Kruppel-like factor 4 (gut)                                    | transcription /// regulation of transcription, DNA-dependent ///   | BG069413           |
| <i>Klf4</i>        | Kruppel-like factor 4 (gut)                                    | transcription /// regulation of transcription, DNA-dependent ///   | BG069413           |
| <i>Mt2</i>         | metallothionein 2                                              | cellular zinc ion homeostasis /// nitric oxide mediated signal tra | AA796766           |
| <i>Myli</i>        | myosin regulatory light chain interacting protein              | ubiquitin cycle                                                    | BC010206           |
| <i>Pim3</i>        | proviral integration site 3                                    | protein amino acid phosphorylation                                 | BB206220           |
| <i>Polr3e</i>      | polymerase (RNA) III (DNA directed) polypeptide                | transcription                                                      | AV251549           |
| <i>Polr3e</i>      | polymerase (RNA) III (DNA directed) polypeptide                | transcription                                                      | AV251549           |
| <i>Rsrc2</i>       | arginine/serine-rich coiled-coil 2                             | ---                                                                | BB036922           |
| <i>S3-12</i>       | plasma membrane associated protein, S3-12                      | ---                                                                | NM_020568          |
| <i>Thap2</i>       | THAP domain containing, apoptosis associated protein 2         | ---                                                                | BG073155           |
| <i>Tra2a</i>       | transformer 2 alpha homolog (Drosophila)                       | mRNA processing /// RNA splicing                                   | BF466228           |
| <i>Txnip</i>       | thioredoxin interacting protein                                | transcription /// regulation of transcription, DNA-dependent ///   | AF173681           |
| <i>Txnip</i>       | thioredoxin interacting protein                                | transcription /// regulation of transcription, DNA-dependent ///   | AF173681           |
| <i>Ube2b</i>       | ubiquitin-conjugating enzyme E2B, RAD6 homolog (S. cerevisiae) | DNA repair /// ubiquitin-dependent protein catabolic process ///   | AK011961           |
| <i>Vegfa</i>       | vascular endothelial growth factor A                           | angiogenesis /// angiogenesis /// angiogenesis /// angiogenesis    | NM_009505          |
| <i>Vegfa</i>       | vascular endothelial growth factor A                           | angiogenesis /// angiogenesis /// angiogenesis /// angiogenesis    | U50279             |
| <i>Zbtb20</i>      | zinc finger and BTB domain containing 20                       | ---                                                                | BB087247           |

**Supplementary Table S3.** Functions significantly associated with the top three networks formed by HP-regulated genes in each forebrain region.

| Top Three Networks | Analysis             | Score | Top Functions                                            | Molecules in Network                                                                                                                                                                                                                                                                  | No. Molecules from input genes |
|--------------------|----------------------|-------|----------------------------------------------------------|---------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------|--------------------------------|
| 1                  | Up Genes in Hippo.   | 49    | Cell Cycle, Cell Death, Cancer                           | BACH2, BHLHB2, BTG2, CCNE2, CTH, Cyclin A, Cyclin D, Cyclin E, CYR61, DIO2, DUSP6, E2f, ERK, ERRF11, Fibrin, FZD2, GAB1, HMGCS1, IER2, IER3, KLF4, MAFK, MT1E, MT1F, NR4A3, NUFIP1, Pdgf, PDGF BB, PPP1R15A (includes EG:23645), RPS6KB1, SFRS7, SIRT1, SLCO1A2, SPSB1, ZFP36         | 27                             |
| 1                  | Up Genes in Cortex   | 43    | Cancer, Cell Death, Reproductive System Disease          | ADM, CDKN1A, CRKRS, FKBP4, FKBP5, GADD45B, H3F3B, HHEX, Histone h3, HMGB2, Hsp70, Hsp90, HSPA8, ID1, IER3, Ikb, IKK, IL1, KLF2, MT1F, NFKB, NFKBIA, NOC2L, Nos, Notch, PIM3, PPP1R15A (includes EG:23645), Proteasome, RNA polymerase II, SGK1, TIFA, TP53INP1, UBC, Ubiquitin, ZFP36 | 23                             |
| 1                  | Up Genes in Striatum | 38    | Cancer, Cell Death, Cellular Growth and Proliferation    | ADM, Ap1, BGN, BTG2, Calcineurin protein(s), CD3, CTH, CYR61, EDN1, EHD2, ERK, ERRF11, F3, GADD45B, GC-GCR dimer, KLF2, MAFK, MAP2K1/2, Mek, MT1E, Nfat, Notch, P2RY6, PDGF BB, PDPN, PICALM, Pkc(s), PTPRJ, Raf, Ras, SLC2A1, SPSB1, TCR, TSC22D3, TXNIP                             | 21                             |
| 2                  | Up Genes in Hippo.   | 41    | Cell Morphology, Cellular Movement, Cancer               | ABCA1, ADM, ALP, AP2A2, ARL4D, CDKN1A, DMN, DTNB, EGR1, F3, Hsp27, ID1, IKK, KLF2, LDL, MGA (includes EG:23269), MMP14, MSC, NEDD9, NFKB, Notch, NR1D1, PIM3, Proteasome, RAD23B, RNF144B, RTN4, SLC37A4, Smad, SMAD1, SOX9, Tgf beta, Trypsin, Ubiquitin, VEGFA                      | 24                             |
| 2                  | Up Genes in Cortex   | 40    | Protein Synthesis, Lipid Metabolism, Molecular Transport | ABCA1, Ap1, BTG2, C3AR1, CD3, CTH, CYR61, ERK, ERRF11, F3, GC-GCR dimer, HMGCS1, JUN, KLF9, LDL, LDLR, LPIN1, N-cor, Nfat, NR2F2, PLEKHA2, PPAR $\alpha$ -RXR $\alpha$ , PPARA, RASD1, Rxr, SAP30, Smad, SPSB1, T3-TR-RXR, TCR, THRSP, Thyroid hormone receptor, TOB1, TSC22D3, TXNIP | 22                             |
| 2                  | Up Genes in Striatum | 37    | Cancer, Cell Death, Reproductive System Disease          | ADAMTS1, Akt, ATF3, ATF4, CEBPD, DDIT4, DMN, DYRK3, FKBP5, FSH, hCG, Histone h3, Hsp27, Hsp70, Hsp90, ID1, ID2, IER3, IKK, KLF9, NEDD9, NFKB, NFKBIA, PIM3, PP2A, PPP1R15A (includes EG:23645), Proteasome, SGK1, SH3RF1, Smad, SMG5, Ubiquitin, Vegf, VEGFA, ZFP36                   | 21                             |
| 3                  | Up Genes in Cortex   | 31    | Cancer, Cellular Movement, Connective Tissue Disorders   | Akt, ALP, BLNK, CBARA1, Cyclin E, DUSP16, E2f, EDN1, FZD2, GEM, GNA13, HTRA1, Ige, IGF1R, Jnk, KLF4, Mek, Mmp, MMP14, MT1E, NEDD9, P38 MAPK, Pak, Pdgf, PDGF BB, PLC gamma, Ras, RHOU, SFRS7, Tgf beta, TIMP3, Trypsin, Vegf, VEGFA, ZYX                                              | 18                             |
| 3                  | Up Genes in Hippo.   | 28    | Cell Death, Gene Expression, Cell Cycle                  | Ap1, BCL2L11, Calpain, Caspase, CCR5, CDC37L1, CHD8, Creb, DNAJA2, DUSP1, ERK1/2, GADD45G, GC-GCR dimer, H3F3A, H3F3B, hCG, Histone h3, Hsp70, Hsp90, IgG, IL1, IL12, Interferon alpha, Jnk, Mek, MLLT3, MRPS9, NFKBIA, NOC2L, ODC1, P38 MAPK, PGLYRP1, SGK1, STAT3, TXNIP            | 18                             |

### Supplementary Table S3(cont')

|   |                      |    |                                                                                                   |                                                                                                                                                                                                                                                                                |    |
|---|----------------------|----|---------------------------------------------------------------------------------------------------|--------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------|----|
| 3 | Up Genes in Striatum | 28 | Cell Cycle, Hematological Development and Function, Immune and Lymphatic Development and Function | ALP, AP2A2, BHLHB2, Calpain, CDKN1A, CTLA2A, CUX1, Cyclin A, Cyclin E, DCLK1, E2f, ELMO1, H3F3A, H3F3B, HMGB2, IFN Beta, IL1, IL12, Interferon alpha, KLF4, LDL, Mapk, MAS1, P38 MAPK, Pdgf, PI3K, Rac, Ras homolog, SLC16A6, SMARCA5, STAT, STAT3, Tgf beta, TP53INP1, ZBTB16 | 17 |
|   |                      |    |                                                                                                   |                                                                                                                                                                                                                                                                                |    |

The top networks were ranked by their significance scores determined by network analysis. The expression of the up-regulated genes increased at least 1.2-fold relative to the control following HP. Abbreviations: Cerebral cortex (Cortex), Hippocampus (Hippo.).

**Supplementary Table S4.** Eighty-seven transcripts commonly up-regulated in all the three forebrain regions

| Probe sets   | Gene Symbol                       | Gene Title                                                                          | Time Point(fold of expression change) |         |         |         |         |         |
|--------------|-----------------------------------|-------------------------------------------------------------------------------------|---------------------------------------|---------|---------|---------|---------|---------|
| 1415996_at   | <i>Txnip</i>                      | thioredoxin interacting protein                                                     | H1(1.6)                               | H3(3.8) | R1(2.7) |         |         |         |
| 1415997_at   | <i>Txnip</i>                      | thioredoxin interacting protein                                                     | H1(1.7)                               | H3(4.9) | R1(3.2) |         |         |         |
| 1416039_x_at | <i>Cvr61</i>                      | cvsteine rich protein 61                                                            | H1(7.6)                               | H3(3.7) | R1(2.4) |         |         |         |
| 1416041_at   | <i>Sgk1</i>                       | serum/glucocorticoid regulated kinase 1                                             | H1(1.7)                               | H3(2.7) | R1(2.4) |         | R6(1.9) |         |
| 1416077_at   | <i>Adm</i>                        | adrenomedullin                                                                      | H1(2)                                 | H3(5)   |         |         |         |         |
| 1416101_a_at | <i>Hist1h1c</i>                   | histone cluster 1, H1c                                                              |                                       | H3(1.6) | R1(1.7) |         | R3(1.8) |         |
| 1416129_at   | <i>Errfi1</i>                     | ERBB receptor feedback inhibitor 1                                                  |                                       | H3(1.7) | R1(1.6) |         |         |         |
| 1416250_at   | <i>Btg2</i>                       | B-cell translocation gene 2, anti-proliferative                                     | H1(3.1)                               |         |         |         |         |         |
| 1416926_at   | <i>Trp53inp1</i>                  | transformation related protein 53 inducible nuclear protein 1                       |                                       |         |         | R1(1.7) | R3(1.6) |         |
| 1417394_at   | <i>Klf4</i>                       | Kruppel-like factor 4 (gut)                                                         | H1(2)                                 | H3(1.9) |         |         |         |         |
| 1417395_at   | <i>Klf4</i>                       | Kruppel-like factor 4 (gut)                                                         | H1(2.5)                               | H3(2.6) |         |         |         |         |
| 1417408_at   | <i>F3</i>                         | coagulation factor III                                                              |                                       | H3(1.7) | R1(1.5) |         |         |         |
| 1418003_at   | <i>I190002H23Rik</i>              | RIKEN cDNA 1190002H23 gene                                                          |                                       | H3(1.5) | R1(1.5) |         |         |         |
| 1418059_at   | <i>Eltd1</i>                      | EGF, latrophilin seven transmembrane domain containing 1                            |                                       |         |         |         | R3(2)   |         |
| 1418595_at   | <i>S3-12</i>                      | plasma membrane associated protein, S3-12                                           |                                       |         |         |         | R6(1.9) |         |
| 1419647_a_at | <i>Ier3</i>                       | immediate early response 3                                                          | H1(3.7)                               | H3(2.9) |         |         |         |         |
| 1419816_s_at | <i>Errfi1</i>                     | ERBB receptor feedback inhibitor 1                                                  |                                       | H3(1.7) | R1(1.5) |         |         |         |
| 1420088_at   | <i>Nfkb1a</i>                     | nuclear factor of kappa light polypeptide gene enhancer in B-cells inhibitor, alpha |                                       | H3(1.5) |         |         |         |         |
| 1420150_at   | <i>Spsb1</i>                      | splA/ryanodine receptor domain and SOCS box containing 1                            |                                       | H3(1.7) | R1(2)   |         |         |         |
| 1420376_a_at | <i>H3f3a</i> /// <i>H3f3b</i> /// | H3 histone, family 3A /// H3 histone, family 3B /// similar to H3 histone,          |                                       |         |         |         |         |         |
|              | <i>LOC100045490</i>               | family 3A                                                                           | H1(1.2)                               | H3(1.4) | R1(1.5) |         | R3(1.3) |         |
| 1420772_a_at | <i>Tsc22d3</i>                    | TSC22 domain family, member 3                                                       |                                       |         |         |         | R3(1.5) | R6(1.3) |
| 1420909_at   | <i>Vegfa</i>                      | vascular endothelial growth factor A                                                |                                       | H3(2)   | R1(2)   |         |         |         |

Supplementary Table S4. (Cont')

| Probe sets   | Gene Symbol          | Gene Title                                                                         | Time Point(fold of expression change) |          |          |          |
|--------------|----------------------|------------------------------------------------------------------------------------|---------------------------------------|----------|----------|----------|
| 1422818_at   | <i>Nedd9</i>         | neural precursor cell expressed,<br>developmentally down-regulated gene 9          | R1 (1.7)                              |          |          |          |
| 1423130_a_at | <i>Sfrs5</i>         | splicing factor, arginine/serine-rich 5<br>(SRp40, HRS)                            | H1 (1.4)                              | H3 (1.6) | R1 (1.7) | R3 (1.7) |
| 1424638_at   | <i>Cdkn1a</i>        | cyclin-dependent kinase inhibitor 1A (P21)                                         | R1 (2.2)                              |          |          |          |
| 1424671_at   | <i>Plekhf1</i>       | pleckstrin homology domain containing,<br><br>family F (with FYVE domain) member 1 | H3 (1.7)                              |          | R1 (2)   |          |
| 1425281_a_at | <i>Tsc22d3</i>       | TSC22 domain family, member 3                                                      | R3 (1.6) R6 (1.5)                     |          |          |          |
| 1425631_at   | <i>Ppp1r3c</i>       | protein phosphatase 1, regulatory<br>(inhibitor) subunit 3C                        | H3 (1.6)                              |          |          |          |
| 1425895_a_at | <i>Id1</i>           | inhibitor of DNA binding 1                                                         | H1 (1.6)                              |          |          |          |
| 1426243_at   | <i>Cth</i>           | cystathionase (cystathionine gamma-lyase)                                          | R3 (2)                                |          |          |          |
| 1426925_at   | <i>Rc3h2</i>         | ring finger and CCCH-type zinc finger<br>domains 2                                 | H1 (1.5)                              | H3 (1.7) | R1 (1.7) |          |
| 1428306_at   | <i>Ddit4</i>         | DNA-damage-inducible transcript 4                                                  | H1 (2.5)                              | H3 (5.2) | R1 (3)   | R6 (1.9) |
| 1428352_at   | <i>Arrdc2</i>        | arrestin domain containing 2                                                       | R1 (3.6)                              |          |          |          |
| 1429050_at   | <i>Chic2</i>         | cysteine-rich hydrophobic domain 2                                                 | H3 (1.8)                              |          | R1 (1.8) |          |
| 1429456_a_at | <i>Polr3e</i>        | polymerase (RNA) III (DNA directed)<br>polynptide E                                | H3 (2)                                |          | R1 (1.7) |          |
| 1429735_at   | <i>1110003F05Rik</i> | RIKEN cDNA 1110003F05 gene                                                         | H1 (1.7)                              | H3 (1.8) |          |          |
| 1430295_at   | <i>Gna13</i>         | guanine nucleotide binding protein, alpha<br>13                                    | R1 (1.5) R3 (1.5) R6 (1.4)            |          |          |          |
| 1430357_at   | <i>H3f3b</i>         | H3 histone, family 3B                                                              | H1 (6.9)                              | H3 (11)  |          |          |
| 1430798_x_at | <i>Mrpl15</i>        | mitochondrial ribosomal protein L15                                                | R1 (2.1) R3 (1.9)                     |          |          |          |
| 1432006_at   | <i>Ap2a2</i>         | adaptor protein complex AP-2, alpha 2<br>subunit                                   | H3 (2.3)                              |          | R1 (1.8) |          |
| 1432007_s_at | <i>Ap2a2</i>         | adaptor protein complex AP-2, alpha 2<br>subunit                                   | H1 (1.9)                              | H3 (3)   | R1 (2.3) |          |
| 1433634_at   | <i>Irf2bp2</i>       | interferon regulatory factor 2 binding<br>protein 2                                | H3 (1.5)                              |          | R1 (1.3) |          |
| 1433675_at   | <i>Snhg1</i>         | small nucleolar RNA host gene (non-protein<br>coding) 1                            | H3 (1.5)                              |          |          |          |

Supplementary Table S4. (Cont')

| Probe sets   | Gene Symbol                            | Gene Title                                                                          | Time Point(fold of expression change) |          |          |          |          |           |  |
|--------------|----------------------------------------|-------------------------------------------------------------------------------------|---------------------------------------|----------|----------|----------|----------|-----------|--|
| 1433837_at   | <i>8430408G22Rik</i>                   | RIKEN cDNA 8430408G22 gene                                                          | H1 (7.1)                              | H3 (8.5) |          |          |          |           |  |
| 1434167_at   | <i>Slc35e4</i>                         | solute carrier family 35, member E4                                                 |                                       | H3 (1.5) | R1 (1.6) | R3 (1.2) |          |           |  |
| 1434350_at   | <i>Axud1</i>                           | AXIN1 up-regulated 1                                                                |                                       |          | R1 (1.8) |          |          |           |  |
| 1434817_s_at | <i>Rprd2</i>                           | Regulation of nuclear pre-mRNA domain containing 2                                  |                                       |          | R1 (4.9) | R3 (5.2) |          |           |  |
| 1435188_at   | <i>Gm129</i>                           | gene model 129, (NCBI)                                                              |                                       |          | R1 (2.7) |          | R6 (2.1) |           |  |
| 1436202_at   | <i>Malat1</i>                          | metastasis associated lung adenocarcinoma transcript 1 (non-coding RNA)             | H1 (2.2)                              | H3 (2.6) |          |          |          |           |  |
| 1437100_x_at | <i>Pim3</i>                            | proviral integration site 3                                                         |                                       | H3 (1.4) | R1 (1.7) |          |          |           |  |
| 1437132_x_at | <i>Nedd9</i>                           | neural precursor cell expressed, developmentally down-regulated gene 9              |                                       |          |          | R1 (1.6) |          |           |  |
| 1437313_x_at | <i>Hmgb2</i>                           | high mobility group box 2                                                           |                                       | H3 (2)   | R1 (2.9) |          |          |           |  |
| 1438133_a_at | <i>Cvr61</i>                           | cysteine rich protein 61                                                            | H1 (10)                               | H3 (3.8) | R1 (2)   |          |          |           |  |
| 1438157_s_at | <i>Nfkb1a</i>                          | nuclear factor of kappa light polypeptide gene enhancer in B-cells inhibitor, alpha | H1 (1.7)                              | H3 (2.4) | R1 (1.7) |          | R6 (1.5) |           |  |
| 1438427_at   | <i>Fam120b</i>                         | family with sequence similarity 120, member B                                       |                                       | H3 (2.3) | R1 (2.5) |          |          |           |  |
| 1440417_at   | <i>D19Ertd409e</i>                     | DNA segment, Chr 19, ERATO Doi 409, expressed                                       | H1 (1.8)                              | H3 (2.6) |          |          |          |           |  |
| 1441598_at   | <i>Tmeff2</i>                          | transmembrane protein with EGF-like and two follistatin-like domains 2              | H1 (1.7)                              | H3 (1.6) | R1 (1.8) | R3 (1.6) |          |           |  |
| 1441799_at   | <i>6030422H21Rik</i>                   | RIKEN cDNA 6030422H21 gene                                                          |                                       | H3 (4.4) | R1 (2.9) |          |          |           |  |
| 1443471_at   | <i>Zbtb20</i>                          | zinc finger and BTB domain containing 20                                            |                                       | H3 (2.6) |          |          |          |           |  |
| 1444107_at   | <i>C130039016Rik</i>                   | RIKEN cDNA C130039016 gene                                                          |                                       |          | R1 (2.1) |          |          |           |  |
| 1444564_at   | <i>Apod</i> ///<br><i>LOC100047583</i> | apolipoprotein D /// similar to apolipoprotein D                                    | H1 (1.5)                              | H3 (2.1) | R1 (2.2) | R3 (2.4) | R6 (2.4) | R12 (2.3) |  |
| 1444681_at   | <i>Erc2</i>                            | CAST1/ERC2 splicing variant-1 mRNA, complete cds, alternatively spliced             | H1 (2.5)                              | H3 (3.8) | R1 (5)   | R3 (5.1) | R6 (3.4) |           |  |

Supplementary Table S4. (Cont')

| Probe sets   | Gene Symbol                       | Gene Title                                                                           | Time Point(fold of expression change) |          |          |                   |
|--------------|-----------------------------------|--------------------------------------------------------------------------------------|---------------------------------------|----------|----------|-------------------|
| 1444722 at   | ---                               | ---                                                                                  | H1 (2)                                | H3 (2.4) |          |                   |
| 1444749 at   | ---                               | ---                                                                                  | H1 (4.4)                              | H3 (7)   |          | R6 (2.1)          |
| 1446509 at   | <i>Smox</i>                       | spermine oxidase                                                                     |                                       | H3 (2.3) |          |                   |
| 1448181 at   | <i>Klf15</i>                      | Kruppel-like factor 15                                                               |                                       | H3 (1.6) | R1 (2)   |                   |
| 1448231 at   | <i>Fkbp5</i>                      | FK506 binding protein 5                                                              |                                       |          |          | R3 (2.4) R6 (2.1) |
| 1448272_at   | <i>Btg2</i>                       | B-cell translocation gene 2, anti-proliferative                                      | H1 (2.7)                              |          |          |                   |
| 1448306_at   | <i>Nfkb1a</i>                     | nuclear factor of kappa light polypeptide gene enhancer in B-cells inhibitor, alpha  | H1 (1.8)                              | H3 (2.9) | R1 (1.9) | R6 (1.4)          |
| 1448397 at   | <i>Gjb6</i>                       | gap junction protein, beta 6                                                         |                                       |          |          | R6 (1.3)          |
| 1448890 at   | <i>Klf2</i>                       | Kruppel-like factor 2 (lung)                                                         | H1 (2.6)                              |          |          |                   |
| 1449007_at   | <i>Btg3</i> ///                   | B-cell translocation gene 3 /// predicted                                            |                                       |          |          |                   |
|              | <i>EG654432</i> ///               | gene, EG654432 /// similar to BTG3                                                   |                                       |          | R1 (1.4) | R3 (1.4)          |
|              | <i>LOC100048452</i>               |                                                                                      |                                       |          |          |                   |
| 1449731_s_at | <i>Nfkb1a</i>                     | nuclear factor of kappa light polypeptide gene enhancer in B-cells inhibitor, alpha  | H1 (1.5)                              | H3 (2.3) | R1 (1.5) | R6 (1.5)          |
| 1451069 at   | <i>Pim3</i>                       | proviral integration site 3                                                          | H1 (1.3)                              | H3 (1.6) | R1 (1.9) |                   |
| 1451959 a at | <i>Vegfa</i>                      | vascular endothelial growth factor A                                                 |                                       | H3 (1.7) | R1 (1.5) |                   |
| 1452414 s at | <i>Ccdc86</i>                     | coiled-coil domain containing 86                                                     |                                       | H3 (1.9) | R1 (1.8) |                   |
| 1452519 a at | <i>Zfp36</i>                      | zinc finger protein 36                                                               | H1 (2.6)                              | H3 (2.1) |          |                   |
| 1452534 a at | <i>Hmgb2</i>                      | high mobility group box 2                                                            |                                       | H3 (2)   | R1 (2.7) |                   |
| 1453147_at   | <i>Polr3e</i>                     | polymerase (RNA) III (DNA directed) polynucleotide E                                 |                                       | H3 (1.8) | R1 (1.8) | R3 (1.5) R6 (1.6) |
| 1454197 a at | <i>Ccdc86</i>                     | coiled-coil domain containing 86                                                     |                                       | H3 (1.5) | R1 (1.4) |                   |
| 1454617 at   | <i>Arrdc3</i>                     | arrestin domain containing 3                                                         | H1 (1.3)                              | H3 (2.2) | R1 (1.5) | R6 (1.3)          |
| 1454685 at   | <i>Gpr146</i>                     | G protein-coupled receptor 146                                                       |                                       | H3 (1.5) | R1 (1.8) |                   |
| 1455725_a_at | <i>H3f3a</i> /// <i>H3f3b</i> /// | H3 histone, family 3A /// H3 histone, family 3B /// similar to H3 histone, family 3A |                                       |          |          |                   |
|              | <i>LOC100045490</i>               |                                                                                      |                                       | H3 (1.3) | R1 (1.3) |                   |
| 1456159 at   | ---                               | ---                                                                                  | H1 (2.5)                              | H3 (3.3) |          |                   |
| 1456347 at   | ---                               | ---                                                                                  | H1 (1.9)                              | H3 (1.7) |          |                   |
| 1458508 at   | <i>Matr3</i>                      | matrin 3                                                                             | H1 (1.8)                              | H3 (2.1) |          |                   |
| 1459548 at   | <i>Spire1</i>                     | spire homolog 1 (Drosophila)                                                         |                                       | H3 (1.9) |          |                   |

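Averaged over cortex, hippocampus and striatum, Btg2, an antiproliferative gene, stood 0.76 above the controls at H1, and Jun, a subunit of AP-1, 0.27. Neurod1, a neuronal transcription factor, stood at -0.29 at R1, Rpa3, a DNA replication protein, at -0.42 at H3, and Cth, an enzyme of cysteine synthesis, at -0.28 at R1 and 0.26 at R3. The second Gadd45b probe set averaged 0.50 at R1 and the second Errfi1 probe set 0.54 at H3.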

**Supplementary Table S5** Common genes regulated by both hypoxia preconditioning(HP) and acute ischemia in the brain of either Rat MCAO model or Mouse MCAO model.

| Gene Symbol   | Gene Title                                            | Regulation After HP (within 24hr) | Regulation After MCAO(within 24hr)* | Probe Set ID             | GeneBank ID         |
|---------------|-------------------------------------------------------|-----------------------------------|-------------------------------------|--------------------------|---------------------|
| Ier3          | immediate early response 3                            | Up                                | Up (Rat & Mice)                     | 1419647_a_at             | NM_133662           |
| Sfrs5         | splicing factor, arginine/serine-rich 5 (SRp40, HRS)  | Up                                | Up (Mice)                           | 1423130_a_at             | AW212917            |
| Mt2           | metallothionein 2                                     | Up                                | Up (Mice)                           | 1428942_at               | AA796766            |
| Gadd45b       | growth arrest and DNA-damage-inducible 45 beta        | Up                                | Up (Mice)                           | 1449773_s_at, 1450971_at | AI323528, AK010420  |
| Ctla2a ///    | cytotoxic T lymphocyte-associated protein 2 alpha /// | Up                                | Up (Mice)                           | 1416811_s_at             | NM_007796           |
| Ctla2b        | lymphocyte-associated protein 2 beta                  |                                   |                                     |                          |                     |
| Cebpd         | CCAAT/enhancer binding protein (C/EBP), delta         | Up                                | Up (Mice)                           | 1423233_at               | BB831146            |
| Cdkn1a        | cyclin-dependent kinase inhibitor 1A (P21)            | Up                                | Up (Mice)                           | 1424638_at               | AK007630            |
| Zfp36         | zinc finger protein 36                                | Up                                | Up (Rat)                            | 1452519_a_at             | X14678              |
| Jun           | Jun oncogene                                          | Up                                | Up (Rat)                            | 1417409_at               | NM_010591           |
| Errfil        | ERBB receptor feedback inhibitor 1                    | Up                                | Up (Rat)                            | 1416129_at, 1419816_s_at | NM_133753, AI788755 |
| Cth           | cystathionase (cystathionine gamma-lyase)             | Up                                | Up (Rat)                            | 1426243_at               | BC019483            |
| Btg2          | B-cell translocation gene 2, anti-proliferative       | Up                                | Up (Rat)                            | 1416250_at, 1448272_at   | NM_007570           |
| Adm           | adrenomedullin                                        | Up                                | Up (Rat)                            | 1416077_at, 1447839_x_at | NM_009627, AV378441 |
| (unknown EST) | (unknown EST)                                         | Up(R1& R6) then Down(R12-24)      | Down (Mice)                         | 1435119_at               | BE956710            |
| (unknown EST) | (unknown EST)                                         | Down                              | Down (Mice)                         | 1456864_at               | BB210733            |
| AU041133      | expressed sequence AU041133                           | Down                              | Down (Mice)                         | 1444041_at               | AU041133            |
| Casp8ap2      | caspase 8 associated protein 2                        | Down                              | Down (Mice)                         | 1449217_at               | NM_011997           |

Supplementary Table S5 (cont')

| Gene Symbol | Gene Title                                                  | Regulation After HP (within<br>24hr) | Regulation After<br>MCAO(within 24hr)* | Probe Set ID | GeneBank<br>ID |
|-------------|-------------------------------------------------------------|--------------------------------------|----------------------------------------|--------------|----------------|
| Rpa3        | replication protein A3                                      | Down                                 | Down (Mice)                            | 1448938_at   | NM_026632      |
| Neurod1     | neurogenic differentiation 1                                | Down                                 | Down (Rat)                             | 1426412_at   | BM116592       |
| Sult1a1     | sulfotransferase family 1A, phenol-<br>preferring, member 1 | Down(H1) then Up(R6)                 | Down (Rat)                             | 1427345_a_at | AK002700       |

\* Mouse data were from Sarabi et al, 2008; Rat data were from Lu et al, 2002.

How the deposited data were processed for this re-analysis (not part of the article)

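The authors deposited a table with 1 column per array, 168 in all, and the unit of its values is a linear signal intensity for each of the 45101 probe sets of the Mouse Genome 430 2.0 platform. The values run from 0.0117 upwards, and the mean without the highest and lowest 2% of probe sets is the same on every array while the sorted values differ. The authors' methods describe GCRMA with quantile normalization and division by the mean of the sham controls of the region, which these values do not show; the submitters' notes name GCOS 1.3 for the images, and what turned these into the table was not stated in the labels, the methods or the table itself, where it was looked for. The design written beforehand assumed GCRMA values on a log2 scale and set the rule for the other case: log2(value + 16) where the table is linear and reaches below 1.

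What was computed here begins with that table. Condition, region, time point and replicate number of each array were taken from the labels alone. The 64 control probe sets of the array were left out, which leaves 45037, and no array was left out. Each region was fitted alone with limma 3.58.1 in R 4.3.3 (data.table 1.17.8 for reading), with 8 group means and no covariate, and tests are limma's moderated tests (lmFit, contrasts.fit and eBayes with default settings) on 3 arrays against 3 with the spread estimated over the 24 arrays of the region. The rule for a regulated transcript uses an adjusted p threshold of 0.05 for the F-test, an unadjusted p of 0.05 at the time point and 1.5-fold, or 1.2-fold for the lists of transcripts common to cortex, hippocampus and striatum and of those higher in cerebellum and not in hippocampus, as the paper sets for the same lists. Adjusted p values of single genes are Benjamini-Hochberg values over the 45037 probe sets of a region at a time point. Differences between regions were tested as interaction contrasts with arrays of the same time point and replicate number as a random block by duplicateCorrelation, taken as the mouse although the labels do not state it, with a consensus correlation of 0.0592 for cerebellum and hippocampus, 0.0369 over the 7 regions and 0.0082 for cortex, hippocampus and striatum. Levels at R1 against H3 and at H3 against H1 were contrasts of the fit of each region.

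Genes were assigned from the platform annotation: 34945 probe sets name 1 symbol, 932 several and 9160 none, and 18193 genes have a probe set of their own. Of the genes of the lists, several were not analysed or are not reported here, Ptk2, Bax, Bnip3l and Eno1 among them. Gene lists were of 2 kinds, those taken from the paper's tables and those of known targets, pathways and cell type or region markers. A gene of a list was represented by the probe set with the highest mean log2 value over the 168 arrays among those naming only it, or by the probe set the paper names. Each list was tested at H3 and R1 in each region with limma's camera, with its preset correlation and with an estimated one, adjusted over the 58 lists of a region and time point, of which 11 to 24 passed with the preset and 5 to 14 with the estimated correlation; limma's fry called 9 to 23. Members are counted both by the adjusted p over all probe sets and by that over the list alone.

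The rule for naming genes was also written beforehand: every gene the paper names in its text, Tables 1 and 3 and Tables S1, S2, S4 and S5, whose values in the paper had been seen; for each region at H3 and R1 the 3 largest rises and 3 largest falls among regulated transcripts that pass the adjusted test with all 3 arrays on the same side of all 3 controls and have a named gene; the 10 largest tested differences between cerebellum and hippocampus at H3 and R1; and up to 4 passing members of a list in a comparison with 1 that does not pass. Genes outside this rule are said to have been chosen after their values were seen. The methods were tested on simulated data in which 50 probe sets per fold were changed, in each region at H3 and R1 against the controls. Over the 7 regions the rule recovered 36 to 58% of those changed 1.5-fold, 92 to 100% at 2-fold and 98 to 100% at 3-fold. It gave 3 to 10 false calls. These shares do not cover a change at a single time point. The test of the difference between regions recovered 30% at 1.5-fold, 82% at 2-fold and 92% at 3-fold, with 6 false calls.

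Alternatives set beforehand were a plain one-way test with the methods' t-test, the same with the paper's prefilter (at least 1.3-fold from the control mean in 2 arrays), only the probe sets brighter than the median, quantile normalization, centring each array on its median, adjustment at each time point, limma's trend and robust options, the replicate number as a fixed block, pseudocounts of 1 and 32 in place of 16, leaving out each replicate number, leaving out each control, H3 and R1 array, and choices of probe set, correlation, threshold and control arrays for single results. Signal over background sets the precision: the median intensity of an array lies between 39.6 and 51.8, and a change at an intensity near or below 16 is drawn towards 0 by the added constant. Arrays of a group correlated with r of 0.972 or more (median 0.981), against a median of 0.980 between groups of a region and 0.949 between regions. Promoter sequences, the functional terms and pathways of the paper's commercial database, the ischemia samples of other studies and protein localization were left out, since the table and the annotation hold none of them.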

Additional observations from a re-analysis of the deposited data (not part of the article)

Results flagged for a closer look

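The tests that assigned the samples to other groups for the differences between cerebellum and hippocampus, between the 7 regions and between time points were chosen after those results were seen.

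Boc and Zik1 are among the transcripts whose change at R1 differed between cerebellum and hippocampus, and a direct test of the difference between regions is what brings such transcripts here. In all, 11 transcripts differed between these regions at R1 and 1 at H3. The 24 mice were assigned to the 8 groups in 100 ways, the real one included: at R1 1 of 100 gave as many (highest other 2), so chance can be excluded. At H3 13 of 100 gave as many (highest other 3), so chance cannot be excluded there; at H1 0 differed (limma; 1817 at an unadjusted p under 0.05; highest other 3), and with a count of 0 the assignments decide nothing, since each gives as many. Gm34996, the transcript of H3 and also 1 of those of R1, Prr15 and Mtch2 lie near the background in 1 of these regions, and the difference between the tissues stays open as an untested biological explanation for the others.

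Cited2, with an adjusted p = 0.0217, is among the 61 transcripts whose change at R1 differed between the 7 regions, and 10 differed at H3. At R1 1 of 100 assignments of the mice gave as many (highest other 29), which excludes chance. At H3 6 of 100 did, and chance cannot be excluded; the highest other assignment gave 48, several times the real number, which points to a structure of the samples other than their groups. In cortex, hippocampus and striatum, the time course of 7 common transcripts, Edn1 and Hes5 among them, differed between the regions at an unadjusted p. Chance alone would give 4.4, and 0 passed when adjusted over all transcripts.

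H3f3b is an example of a gene whose level differed between H3 and R1 of the same region. Between R1 and H3 the transcripts that differed numbered 33 in hippocampus (highest other 5) and 59 in striatum (highest other 5). They numbered 19 in thalamus (highest other 3), 18 in midbrain (highest other 3) and 9 in pons and medulla (highest other 6). In cerebellum they numbered 233 (highest other 3). In each of these regions 1 of 100 assignments of the 24 arrays gave as many, so chance can be excluded there. In cortex they numbered 9, where 2 of 100 did (highest other 9). That share lies under 0.05, but another assignment gave the same number, so chance is not excluded in cortex. For H3 against H1 they numbered 5 in hippocampus (highest other 2), 8 in midbrain (highest other 4) and 50 in cerebellum (highest other 2). In these regions 1 of 100 gave as many, which excludes chance too. They numbered 9 in striatum with 3 of 100 (highest other 17) and 6 in thalamus with 2 of 100 (highest other 32). These shares lie under 0.05, but other assignments gave more than the real number, so chance is not excluded in striatum and thalamus. In thalamus the highest other, several times the real number, points to a structure of the samples. In cortex, with 2 transcripts, 7 of 100 gave as many (highest other 3), so chance cannot be excluded there. In pons and medulla 0 differed (limma; 2042 at an unadjusted p under 0.05; highest other 4), where the assignments decide nothing, since each of the 100 gives as many.

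The clock genes as a set are not tested in the paper, which lists Ciart, as Gm129, in Tables S2 and S4. Ciart, a repressor of the clock, rose at R1 in 6 of 7 regions, throughout in 2, by 1.44 (SE 0.16, adjusted p = 0.000819) in midbrain, where Per1 rose by 0.95 (SE 0.15, adjusted p = 0.00934), a call lost without control array 2 (adjusted p = 0.0674), and Nr1d1 by 0.52 (SE 0.09, adjusted p = 0.0196), a call lost without any 1 of 5 single arrays (highest adjusted p = 0.0997, without control array 1), while Per2 stood at -0.42 (SE 0.17, adjusted p = 0.466). The 18 clock genes as a set passed camera as higher at R1 in 3 regions: midbrain (adjusted p = 0.000418; adjusted p = 0.0113 with an estimated correlation), pons and medulla (adjusted p = 0.00633; adjusted p = 0.0704 with an estimated correlation) and cerebellum (adjusted p = 0.0113; adjusted p = 0.0539 with an estimated correlation). In a region 1 to 3 of them rose (1 to 4 adjusted over the list alone), and no explanation was tested. The time of day at which each group was killed is not given in the sources used here, so a change of the clock with the hour stays open beside one with hypoxia.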

How the results depend on the processing

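No setting of this part was chosen after its result was seen, but the single genes recomputed under each were in part chosen after their values were seen. Of 1199 values of single genes, none reversed among those called under any setting. The rises and falls lost and gained were 14 and 49 with only the brighter probe sets, 30 and 8 after quantile normalization, 15 and 7 after centring, 2 and 47 with trend and robust, 88 and 0 with a pseudocount of 1 and 2 and 19 with 32; with the paper's prefilter and the methods' t-test 472 were lost. Of the 855 transcripts regulated in at least 1 region, the share kept with all arrays and no fixed block ran from 63.5% with a pseudocount of 32 (574 transcripts) and 71% when adjusted at each time point (796) to 95.8% with trend and robust (926), and without 1 replicate number it was 3.63 to 9.59%. The number of regulated transcripts depended on the constant added, with 942 at a pseudocount of 1 and 574 at 32. With only the brighter probe sets 828 were regulated, and 81.8% of the 855 were kept. How far transcripts near 16 account for this dependence was not tested. With all arrays, a ratio of 1.5 to the 12 counts of regulated transcripts over regions, or to the difference between cerebellum and hippocampus, was exceeded by the plain one-way test in pons and medulla (77); by adjustment at each time point for all 7 regions (15), the 3 forebrain regions (57) and cerebellum not hippocampus (282); by trend and robust for those only higher in the forebrain (34); by a pseudocount of 1 for the 3 forebrain regions (51) and those only higher there (13); by defining absence in hippocampus through the unadjusted p alone (260); and by leaving out the replicate block for the difference between cerebellum and hippocampus at R1 (7). Of the other counts it was exceeded by 24 with a pseudocount of 32, 20 when adjusted at each time point, 13 with the plain test and 9 each with the prefilter and a pseudocount of 1. The cause was not tested.

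Per array, the share of higher among all transcripts at least 1.5-fold from the control mean differed by -2.6 percentage points in hindbrain against forebrain (exact permutation p = 0.438); each array gives 1766 to 3977 such transcripts, most of them not regulated, so it does not measure the direction of the regulated ones. The difference changed sign at the 2-fold threshold, to 1.08 percentage points (exact permutation p = 0.594), and stood at -3.26 at 1.2-fold (p = 0.219) and -4.09 with thalamus on neither side (p = 0.25); the cause was not tested. Of 812 tests of lists, 102 were lost with an estimated correlation, and with the median over a gene's probe sets 26 were lost and 39 gained. Of the HIF-1 targets with another probe set, 22 values of 140 lost their call and 5 gained one. With the control arrays split between both time points, r of the changes at H3 and R1 was lower in each of the 7 regions, from 0.704 to 0.516 in cortex and from 0.6 to 0.449 in striatum.

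Without 1 replicate number in every group, the counts were 38 to 99 for at least 1 region, 0 to 2 for all 7 regions, 0 to 5 for cortex, 4 to 28 for hippocampus, 5 to 31 for striatum, 8 to 36 for thalamus, 9 to 20 for midbrain, 0 to 17 for pons and medulla, 19 to 38 for cerebellum, 0 to 3 for the 3 forebrain regions, 0 to 2 for those only higher in the forebrain and 13 to 26 for those higher in cerebellum and not in hippocampus. Fewer samples lower the power: 16 arrays of a region in place of 24 leave 8 residual degrees of freedom in place of 16. The F-test at an unadjusted p under 0.05 held 2786 to 3923 transcripts in hippocampus (all arrays 4475) and 4269 to 4521 in cerebellum (6335). The adjusted F-test held 5 to 28 (361) and 19 to 38 (1087), and Depp1 stood at 2.77 to 3.25 at H3 in these regions. Leaving out 1 array per group with mixed replicate numbers was not tested. The loss of power was thus not separated from the loss of arrays that share a number. Of the rises and falls of single genes, 346 to 438 were lost. Without 1 control array the counts were 815 to 974 for at least 1 region, 21 to 28 for all 7 regions, 177 to 229 for cortex, 161 to 202 for hippocampus, 176 to 226 for striatum, 194 to 256 for thalamus, 177 to 207 for midbrain, 109 to 141 for pons and medulla, 414 to 480 for cerebellum, 68 to 85 for the 3 forebrain regions, 16 to 27 for those only higher in the forebrain and 359 to 490 for those higher in cerebellum and not in hippocampus; without 1 H3 array 678 to 750 for at least 1 region, 21 to 22 for all 7 regions, 137 to 169 for cortex, 142 to 156 for hippocampus, 168 to 173 for striatum, 151 to 214 for thalamus, 147 to 155 for midbrain, 88 to 98 for pons and medulla, 331 to 395 for cerebellum, 48 to 58 for the 3 forebrain regions, 16 to 17 for those only higher in the forebrain and 276 to 359 for those higher in cerebellum and not in hippocampus; and without 1 R1 array 673 to 727 for at least 1 region, 19 to 20 for all 7 regions, 133 to 146 for cortex, 146 to 175 for hippocampus, 132 to 147 for striatum, 151 to 214 for thalamus, 141 to 155 for midbrain, 80 to 90 for pons and medulla, 354 to 365 for cerebellum, 41 to 46 for the 3 forebrain regions, 14 to 15 for those only higher in the forebrain and 287 to 307 for those higher in cerebellum and not in hippocampus.

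The samples share a replicate number, and whether equal numbers mark a shared mouse or batch was tested by the correlation of the residuals: between regions at the same time point it averaged 0.0761 for equal numbers (-0.231 to 0.37, 41.1% above 0.1) and -0.038 for others, and 141 of 168 arrays were closest to their own number; between time points of a region it averaged 0.135 (-0.221 to 0.428, 66.8% above 0.1) and -0.0673, and 157 of 168 were closest to their own. The mice of different time points differ, so the closeness of equal numbers within a region points to something shared other than the mouse, such as a batch. The fits of single regions leave it out, since not every pair passes 0.1. The random block taken as the mouse may hold it too. With the replicate number as a fixed block 1052 transcripts were regulated in at least 1 region, 96.4% of the 855 among them, with 15 of the 473 rises and falls lost and 44 gained.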

Differences from the paper's values

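At the paper's thresholds (false discovery rate of 5% and 1.5-fold), with limma in place of the paper's test, the number of transcripts regulated in at least 1 region was 855, the paper's 2324; in all 7 regions 25, the paper's 92; in cortex 201, the paper's 503; in hippocampus 181, the paper's 647; in striatum 196, the paper's 704; in pons and medulla 116, the paper's 330; and in cerebellum 434, the paper's 1312. At 1.2-fold it was 88, the paper's 314, in each of cortex, hippocampus and striatum, 22 for those only higher there, against the paper's 87 commonly up-regulated ones, and 427, the paper's 1241, for those higher in cerebellum and not in hippocampus. The 22 and the 87 are defined differently. The paper's 87 are a cluster of its heat map, and the 22 leave out transcripts with both directions, Ddit4 and Sgk1 of Table S4 among them. Of the 87, 33 were regulated here in each of the 3 regions at 1.2-fold. The paper joined its lists with and without the prefilter, while the counts given here rest on all probe sets without such joining. Each of these counts still differs under every one of the 22 alternatives set before the data were examined, 23 for the last.

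Transcripts changed in both directions in cortex numbered 1, the paper's 3, with no difference under the replicate block and without control array 1, control array 2 or H3 array 3, and a difference under the other 18 alternatives. In hippocampus they numbered 6, the paper's 12, with no difference under array median centring and a pseudocount of 1 and a difference under the other 20.

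Of the 22 transcripts only higher in the 3 forebrain regions, 15 were higher at H1 in each. The paper has 37 at H1 among its 87, which are defined differently and include transcripts that have both directions here. The forebrain transcripts left after the region-dependent ones numbered 81, the paper's 300. Neither the 15 nor the 81 was computed under an alternative. Region-dependent forebrain transcripts at an unadjusted p under 0.05 numbered 7, the paper's 14, which still differs with 6 without the replicate block. With the paper's prefilter, the plain one-way test with the methods' t-test gave 361 in cortex, the paper's 831. Joined with the list from all probe sets it gave 434, the paper's 860, each without further alternatives. The prefilter removed 44.9% of the probe sets of cortex, and the paper states a larger share. Without the prefilter the plain test also gave 361 in cortex, fewer than the paper states. The sample labels give 10 µg of total RNA per sample, the paper's methods 5 µg.

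Summed over the regions, the higher transcripts at H3 numbered 495, the paper's about 1100 in Fig. 1B, read by eye, and the lower 418, the paper's about 1000 in Fig. 1B, read by eye; at R1 the higher numbered 383, the paper's about 1100 in Fig. 1B, read by eye, and the lower 394, the paper's about 1100 in Fig. 1B, read by eye. In cerebellum the higher at H3 numbered 143, the paper's about 400 in Fig. 2, read by eye, the lower 132, the paper's about 350 in Fig. 2, read by eye, and at R1 the higher 108, the paper's about 460 in Fig. 2, read by eye, and the lower 82, the paper's about 220 in Fig. 2, read by eye. In striatum at R1 the higher numbered 36, the paper's about 85 in Fig. 2, read by eye, and the lower 82, the paper's about 310 in Fig. 2, read by eye. All of these still differ under each of the 22 alternatives.

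Adm at H3 stood at a fold of 2.04, the paper's about 5 in Fig. 1A, read by eye, in cortex, 2.44, the paper's about 8.4 in Fig. 1A, read by eye, in hippocampus and 2.55, the paper's about 7.4 in Fig. 1A, read by eye, in cerebellum, and these differ under all 22 alternatives. In striatum it stood at 2.28, the paper's about 5.8 in Fig. 1A, read by eye, in midbrain at 3.29, the paper's about 7.2 in Fig. 1A, read by eye, and in pons and medulla at 3.64, the paper's about 6.4 in Fig. 1A, read by eye; these do not differ with a pseudocount of 1, nor in pons and medulla without replicate 1, and differ under the other 21 and 20 alternatives.

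Other statements of the paper go against these values. It has lower transcripts outnumbering higher ones in the 4 forebrain regions, and here this holds over all time points in cortex, hippocampus and striatum but not in thalamus, with 110 only higher and 99 only lower; at H3 and R1 together hippocampus too had 103 higher and 99 lower. At 1.2-fold, counted in each direction taken at any time point, the lower ones outnumber the higher ones in both, 307 and 256 in thalamus and 241 and 190 in hippocampus over all time points, as the paper has it. It has higher transcripts prevail above all in cerebellum, where here 202 were only higher and 224 only lower over all time points, although 251 were higher and 214 lower at H3 and R1 (at 1.2-fold 503 and 717 over all time points), and midbrain (132 and 78) and pons and medulla (92 and 32) go with the paper. It has few transcripts shared by different time points of a region, against 40.8 to 48.6% counted at 2 or more times in the 5 regions other than cortex (32.8%) and cerebellum (34.8%). Of the 17 HIF-1 targets that the paper has as changed, Cxcl12, Igfbp1, Nt5e, Pfkfb3 and Pmaip1 were not regulated; Pfkfb3 rose at R1 in pons and medulla with only the brighter probe sets, with trend and robust and with the replicate block, in cerebellum with only the brighter probe sets and with the block, and Pmaip1 in midbrain at R1 with the block. Of the 18 integrin genes, which the paper takes from transcripts higher in cerebellum and not in hippocampus, the 16 analysed here stood higher by camera with the preset correlation in hippocampus, thalamus, midbrain and pons and medulla too at H3, and in these and cortex at R1; with an estimated correlation pons and medulla did so at R1 and hippocampus did not.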

Other observations

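The tests that assigned the mice to other groups for the counts over the regions were chosen after those counts were seen; the tests of the counts in each region, of the spread and of centring were set before them.

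Hk2, the hexokinase that HIF induces, rose at R1 in pons and medulla by 0.72 (SE 0.13, adjusted p = 0.0233), a call lost without any 1 of 6 single arrays (highest adjusted p = 0.133, without control array 2), and was alone in passing among 19 genes of glycolysis and glucose uptake (up to 2 adjusted over the list alone); as a set these stood higher by camera in 3 regions at H3, none with an estimated correlation (lowest adjusted p = 0.12 with it), and in 7 at R1, 3 with an estimated correlation (highest adjusted p = 0.505 with it). Of 17 genes of angiogenesis and the endothelial response, 2 to 4 rose in a region at H3 (4 to 7 over the list alone), Edn1, Adm, Apold1 and Vegfa among them, and Sox18, an endothelial transcription factor, fell in cerebellum by 0.88 (SE 0.18, adjusted p = 0.0205), a call lost without any 1 of 4 single arrays (highest adjusted p = 0.111, without H3 array 3); the set stood higher in 7 regions at H3, 5 with an estimated correlation (highest adjusted p = 0.105 with it), and in 5 at R1, 2 with it (highest adjusted p = 0.159). Klf10 rose at H3 in midbrain by 0.65 (SE 0.13, adjusted p = 0.0405), a call lost without any 1 of 8 single arrays (highest adjusted p = 0.159, without H3 array 2), and of 20 zinc-finger factors 0 to 6 rose in a region at H3 (3 to 8 over the list alone), while Klf6 fell in thalamus by 0.64 (SE 0.10, adjusted p = 0.0106), a call lost without any 1 of 3 single arrays (highest adjusted p = 0.0784, without control array 2); the set stood higher in 5 regions at H3, in midbrain and cerebellum also with an estimated correlation (highest adjusted p = 0.119 with it), and in 3 at R1, in cerebellum also with it (adjusted p = 0.0201; highest adjusted p = 0.114). Among 18 genes of SR splicing factors and CLK kinases, Malat1, a nuclear noncoding RNA, rose at H3 in hippocampus by 1.04 (SE 0.15, adjusted p = 0.00294), and Rsrp1 fell at H3 in cerebellum by 0.65 (SE 0.13, adjusted p = 0.0147), a call lost without any 1 of 3 single arrays (highest adjusted p = 0.0839, without control array 2), with 1 to 5 higher and 1 to 4 lower over the list alone and no call of the set (lowest adjusted p = 0.0908). Egr1, a zinc-finger factor, rose at R1 in midbrain by 0.91 (SE 0.17, adjusted p = 0.0238), a call lost without any 1 of 6 single arrays (highest adjusted p = 0.109, without R1 array 1); at R1 the immediate early genes stood higher in 5 regions, in midbrain also with an estimated correlation (adjusted p = 0.0266; highest adjusted p = 0.505 with it), and 0 to 2 rose (0 to 10 over the list alone).

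Txnrd1, a thioredoxin reductase, fell at R1 in cerebellum by 0.34 (SE 0.06, adjusted p = 0.0117), a call lost without any 1 of 2 single arrays (highest adjusted p = 0.068, without R1 array 3) among 13 NRF2 targets, whose set passed nowhere (lowest adjusted p = 0.122; up to 2 lower over the list alone), and Chordc1, a chaperone, fell there at R1 by 0.55 (SE 0.10, adjusted p = 0.0117), a call lost without any 1 of 2 single arrays (highest adjusted p = 0.065, without control array 2) among 17 heat shock genes, whose set stood lower in striatum at H3 (adjusted p = 0.0402; adjusted p = 0.564 with an estimated correlation) with up to 1 lower at R1 over the list alone. Insig1, a sterol sensor, rose at R1 in cerebellum by 0.45 (SE 0.11, adjusted p = 0.0484), a call lost without any 1 of 9 single arrays (highest adjusted p = 0.208, without control array 2) among 14 genes of cholesterol synthesis and uptake (up to 1 over the list alone); the set stood higher in 4 regions at H3 and 4 at R1, none with an estimated correlation (lowest adjusted p = 0.109 and 0.112 with it). Of 20 inflammatory genes Nfkbia alone rose, also over the list alone, and the set passed nowhere (lowest adjusted p = 0.149). No single gene passed among 27 of the respiratory chain, 20 ribosomal protein genes, 20 of ATF4 and endoplasmic reticulum stress, 24 of synaptic transmission and 18 potassium and calcium channels, and over each list alone at most 2 fell and 1 rose in a region. At R1 the respiratory chain stood higher by camera in 3 regions and the ribosomal proteins in 6, none with an estimated correlation (lowest adjusted p = 0.342 and 0.275 with it), and the last 3 lists passed nowhere (lowest adjusted p = 0.388, 0.123 and 0.0677).

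En2, a transcription factor of the cerebellum, fell there at R1 by 0.41 (SE 0.10, adjusted p = 0.0435), a call lost without any 1 of 8 single arrays (highest adjusted p = 0.187, without R1 array 2) and was alone in passing among the markers of neurons, astrocytes, microglia, endothelium, blood cells, ependyma, cerebellum, hippocampus, striatum, midbrain, and pons and medulla, none of which passed camera at H3 or R1 (lowest adjusted p = 0.0557, hippocampus markers); over each list alone at most 2 rose and 2 fell in a region. Sephs2, of selenium metabolism, rose at H3 in cerebellum by 0.36 (SE 0.08, adjusted p = 0.0435), a call lost without any 1 of 8 single arrays (highest adjusted p = 0.199, without control array 2), and Cstf3, listed under tight junctions, rose there at R1 by 0.34 (SE 0.08, adjusted p = 0.0435), a call lost without any 1 of 9 single arrays (highest adjusted p = 0.142, without R1 array 3). Of the other lists of Table 3, which the study chose on the same samples, the 3 of 4 genes of selenoamino acid metabolism that were analysed stood higher in cerebellum at R1 (adjusted p = 0.0499; adjusted p = 0.163 with an estimated correlation), while those of 14-3-3 signaling (12 of 12 genes, lowest adjusted p = 0.231), estrogen receptor signaling (8 of 9, 0.108) and tight junction signaling (9 of 11, 0.137) passed nowhere. A list of HNF4A and erythropoietin has 1 gene analysed here, too few for a set test.

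Depp1, Txnip and Clk1 are among the transcripts behind the counts of regulated transcripts, which stand far above those of other assignments of the arrays. Over 100 assignments of the 24 arrays of a region to the 8 groups, 1 of 100 gave as many in each region, so chance can be excluded: 201 in cortex (highest other 3), 181 in hippocampus (highest other 4), 196 in striatum (highest other 4), 218 in thalamus (highest other 3), 192 in midbrain (highest other 2), 116 in pons and medulla (highest other 13) and 434 in cerebellum (highest other 6). Over 100 assignments of the mice, 1 of 100 gave as many for each count over the regions, which excludes chance: 855 in at least 1 region (highest other 18), 25 in all 7 (highest other 0), 88 in the 3 forebrain regions at 1.2-fold (highest other 0), 913 changes summed at H3 (highest other 6), 777 at R1 (highest other 6) and 427 higher in cerebellum and not in hippocampus (highest other 4). The assignments remove the responses of both regions, so for the last list they say nothing of its absence in hippocampus, where 343 of the 427 stood above 0 and 6 had a tested larger change in cerebellum. For 3 arrays against 3 of a single time point there are 10 splits, too few for a share under 0.05; fitted with these 6 arrays alone, 0 transcripts passed at H3 or R1 in 9 of 14 comparisons (highest other 1), and in the others 3 passed in cortex at H3 (highest other 0), 13 passed in hippocampus at H3 (highest other 1), 3 passed in thalamus at R1 (highest other 0), 8 passed in midbrain at H3 (highest other 0) and 9 passed in cerebellum at H3 (highest other 0).

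Btg1 and Cebpb belong to the larger response of cerebellum, whose count of regulated transcripts is 2.4 times that of hippocampus. A smaller spread between the arrays of cerebellum was tested as its source. With the residual SDs of hippocampus the cerebellum count rose from 434 to 671, 3.71 times the hippocampus count. With the SDs of cerebellum the hippocampus count rose from 181 to 347, and 671 is 1.93 times that. Both counts rose with the SDs of the other region, so the exchange cannot decide whether the spread is the source. The median residual SD of brighter transcripts was 0.151 in cerebellum and 0.146 in hippocampus, and over all transcripts it was 0.189 and 0.190. These medians show no clearly smaller spread in cerebellum, but a smaller spread at the counted transcripts stays open. Markers of cortex (adjusted p = 0.0167; adjusted p = 0.0508 with an estimated correlation) and of choroid plexus (adjusted p = 0.0197; adjusted p = 0.495 with an estimated correlation) stood higher by camera in cerebellum at H3, with an adjusted p = 0.23 and 0.306 at R1, so a difference in the tissue taken is not excluded. Further technical sources were not tested, and a stronger response of the tissue stays open.

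Apold1 rose and Hes5 fell in striatum, where lower transcripts prevail, while in cerebellum higher ones do at H3 and R1 by a small margin. At H1 cerebellum had 30 higher and 54 lower transcripts, and striatum 26 and 12. The log2 ratio of higher to lower transcripts at H3 and R1 was -0.67 in cortex, 0.06 in hippocampus, 0.23 in thalamus, 0.76 in midbrain and 1.52 in pons and medulla, the highest. It was 0.23 in cerebellum, as in thalamus, and -0.74 in striatum, the lowest of the 7 regions. Between cerebellum and striatum this is a difference of 0.97. A shift of whole arrays left by the scaling was tested as its source: the difference was 1.11 after centring each array and 1.07 after quantile normalization, so such a shift is not its cause. At the 1.2-fold threshold lower transcripts prevail in cerebellum too, 432 against 266 at H3 and 339 against 279 at R1, and 46.5% were higher there at H3 with a pseudocount of 1, 49.5% without control array 1, 44.9% without control array 3 and 48.5% without H3 array 2, so the direction there depends on these choices. The counts carry no error of their own and their difference in direction was not tested, so a biological difference stays open.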
